# Identification of nucleobase chemical modifications that reduce the hepatotoxicity of gapmer antisense oligonucleotides

**DOI:** 10.1093/nar/gkac562

**Published:** 2022-07-08

**Authors:** Tokuyuki Yoshida, Kunihiko Morihiro, Yuki Naito, Atsushi Mikami, Yuuya Kasahara, Takao Inoue, Satoshi Obika

## Abstract

Currently, gapmer antisense oligonucleotide (ASO) therapeutics are under clinical development for the treatment of various diseases, including previously intractable human disorders; however, they have the potential to induce hepatotoxicity. Although several groups have reported the reduced hepatotoxicity of gapmer ASOs following chemical modifications of sugar residues or internucleotide linkages, only few studies have described nucleobase modifications to reduce hepatotoxicity. In this study, we introduced single or multiple combinations of 17 nucleobase derivatives, including four novel derivatives, into hepatotoxic locked nucleic acid gapmer ASOs and examined their effects on hepatotoxicity. The results demonstrated successful identification of chemical modifications that strongly reduced the hepatotoxicity of gapmer ASOs. This approach expands the ability to design gapmer ASOs with optimal therapeutic profiles.

## INTRODUCTION

Gapmer antisense oligonucleotides (ASOs) containing chemically-modified ribose with a high binding affinity to RNA in the wing regions and natural deoxyribonucleotides in the central gap region are promising therapeutic agents (1). Gapmer ASOs bind to target RNA in a sequence-specific manner to form ASO/RNA heteroduplexes, which are recognized by RNase H and the target RNA cleaved. Currently, three 2′-methoxyethyl gapmer ASO therapeutics have been approved [mipomersen (Kynamro) (2), inotersen (Tegsedi) (3) and volanesorsen (Waylivra) (4)], with many other gapmer ASO candidates currently in clinical trials (1). Phosphorothioate (PS) linkages are chemical modifications that enhance *in vivo* stability and used in most gapmers. Additionally, locked nucleic acids (LNAs) and their analogs have garnered attention as gapmer ASO modifications owing to their high RNA-binding affinity (5,6).

Gapmer ASOs are important drug candidates, but they have the potential to induce hepatotoxicity. Several groups have reported that sequence motifs can enhance hepatotoxicity (7,8). Hagedorn *et al.* (8) reported 17 dinucleotide motifs capable of influencing hepatotoxicity when present in ASO sequences using machine learning approaches. Burdick et al. (7) reported that TGC/TCC motifs, as consensus sequences, associated with the hepatotoxic potential of ASO. Gapmer ASO-mediated hepatotoxic effects can be classified as hybridization-dependent and -independent (Supplementary Figure S1: conceptual diagram). Hybridization-dependent effects are potentially caused by inadvertent binding of ASOs to RNA with sequences similar to that of the target RNA. Recent studies showed that the hepatotoxicity of gapmer ASOs is mediated by RNase H-dependent reduction of unintended off-target RNAs (9–11). By contrast, ASO toxicity via hybridization-independent effects is assumed to be due to interactions between ASOs and cellular proteins and unrelated to the Watson–Crick base pairing of ASOs to RNA (12–15). Previous studies have revealed RNase H1-dependent delocalization of paraspeckle proteins to nucleoli as an early event in gapmer ASO-mediated hepatotoxicity, followed by nucleolar stress, p53 activation, and apoptotic cell death (13–15).

Hepatotoxicity of gapmer ASOs can be reduced, and modulating the melting temperature (*T*_m_) by changing the binding affinity between ASOs and complementary RNAs is one of the strategies to achieve this (16–18). Other studies report reducing gapmer ASO-specific hepatotoxicity via chemical modifications of sugar residues (13,19–23) or internucleotide linkages (12,24–26). Additionally, we previously showed that replacement of LNAs with an amino-bridged nucleic acid in the wing region of an LNA gapmer reduces hepatotoxicity (21). However, few studies have evaluated nucleobase modifications in terms of reduced hepatotoxicity. Some nucleobase derivatives, such as 5-methylcytosine and N1-methylpseudouracil, were reported to reduce the immune activation of nucleic acid-based drugs without spoiling the therapeutic effects by altering the interaction mode between nucleic acid molecules and immune-related biomolecules (27,28). Such findings prompted us to assume that nucleobase modification should be a promising strategy to reduce the hepatotoxicity by altering the interaction of gapmer ASOs and hepatocellular proteins.

In this study, we focused on the ability of nucleobase modifications to reduce the hepatotoxicity of gapmer ASOs. As TGC/TCC motifs are hepatotoxicity-associated consensus sequences present in LNA gapmer ASOs (7), we examined 17 nucleobase derivatives for the cytosine, thymine, or guanine bases, as well as four novel nucleobase modifications. We subsequently introduced these derivatives into hepatotoxic LNA ASO gapmers and examined their effects on the hepatotoxicity. Our study outcomes led to the identification of several modifications that caused notable reductions in ASO hepatotoxicity.

## MATERIALS AND METHODS

### Antisense oligonucleotides

The protocols used for the chemical synthesis of G4-, G5-, G6- and G7-phosphoramidites are included in the Supplementary Materials. Other modified phosphoramidites were purchased from Glen Research (Sterling, VA, USA). All LNA gapmer ASOs used in this study were synthesized by Gene Design, Inc. (Osaka, Japan). Detailed sequences are shown in Supplementary Tables S1 and S2. The *T*_m_ of the duplexes formed between the LNA gapmer ASOs used in hepatotoxicity screening and RNA complements were estimated using the ‘LNA oligo *T*_m_ prediction tool’ software developed by Exiqon (QIAGEN, Hilden, Germany).

### *In silico* analysis

The 14-mer sequences were randomly designed, and their potential complementary regions were searched. Sequence searches against mouse mRNA (NCBI RefSeq release 60) allowing mismatches were performed using GGGenome (https://GGGenome.dbcls.jp/), which quickly searches short nucleotide sequences utilizing suffix array and FM-index libraries stored on solid state drives, with this also used to search for the off-target candidate genes of ASOs from our previous studies (29,30). Since a pre-mRNA database for searching off-target candidate genes of ASOs had not been publicly established at the beginning of the present study, we screened hepatotoxic ASOs using ASO sequences harboring no complementary regions with a perfect match or 1-mismatch against mouse mRNAs rather than pre-mRNAs. For the subsequent *in silico* analysis using mouse pre-mRNAs, we used sequences retrieved from the D3G (release 21.01; https://d3g.riken.jp) that has recently developed. The off-target candidate pre-mRNA sequences were grouped by a complementarity measure termed as ‘distance’ (*d*), which is defined as the total number of mismatches, insertions, or deletions between the ASO and complementary RNA sequences, as described previously (30).

### Animal experiments

All animal experiments were performed in accordance with the animal welfare bylaws of Shin Nippon Biomedical Laboratories Ltd. (Kagoshima, Japan), which is fully accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International. The experimental procedures were reviewed and approved by the Institutional Animal Care and Use Committee. C57BL/6J mice (male, 5-weeks old) were purchased from Charles River Laboratories Japan, Inc. (Yokohama, Japan) and housed in a ventilated animal room maintained at between 19°C and 25°C under a 12-/12-h light/dark cycle with food and water supplied *ad libitum*. LNA gapmer ASOs (20 mg/kg), TS1-T4-5 or TS1-G8-6 (10 mg/kg), or saline (control) was intravenously administered to the mice, with the injected volume subsequently adjusted to 10 ml/kg. At 96-h post-injection, the mice were anesthetized with 2–4% isoflurane, and blood samples were collected from the posterior vena cava, processed, and the serum was used to analyze alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels. Serum AST and ALT levels were measured using a biochemical autoanalyzer (JCA-BM6070; Japan Electronics Industry Ltd., Osaka, Japan). Liver specimens were also isolated from the euthanized mice, with ∼100 mg of liver being immediately frozen in liquid nitrogen and stored at <−70°C until quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis.

### RNA purification and qRT-PCR

Mouse liver specimens were homogenized using a Shake Master Auto system (Bio Medical Science, Inc., Tokyo, Japan), and total RNA was isolated from the homogenized liver tissues using TRIzol Reagent (Thermo Fisher Scientific, Waltham, MA, USA) according to manufacturer instructions. RNA was reverse transcribed and used as the template for qRT-PCR, which was performed using the One Step TB Green PrimeScript RT-PCR kit (TaKaRa Bio, Inc., Shiga, Japan) and analyzed using the 7500 Fast Real-Time PCR system (Applied Biosystems, Foster City, CA, USA). The primers used are shown in Supplementary Table S3. The level of target gene expression was normalized to that of mouse *glyceraldehyde 3phosphate dehydrogenase* expression.

### *T*_m_ measurements

UV melting experiments were carried out using a UV-1650PC and UV-1800 spectrophotometer (SHIMADZU) equipped with a *T*_m_ analysis accessory. Equimolar amounts of two single-stranded oligonucleotides were dissolved in 10 mM sodium phosphate buffer (pH 7.2) containing 100 mM NaCl to give a final strand concentration of 4.0 μM. The mixture was annealed by heating at 90°C followed by slow cooling to room temperature. The melting profile was recorded at 260 nm in the forward and reverse direction from 20°C to 90°C at a scan rate of 0.5°C/min. All UV melting assays were performed at least three times, and *T*_m_ values were calculated by the average method of melting curves.

### Statistical analysis

Statistical analyses were performed using Ekuseru-Toukei software (Social Survey Research Information Co., Ltd., Tokyo, Japan). All data are presented as the mean ± standard error, and a *P* < 0.05 was considered significant. Serum AST and ALT levels, and on-target activities were compared among groups using analysis of variance, with differences compared using Tukey's test.

## RESULTS

### Screening of LNA gapmer ASOs that induce hepatotoxicity

We first performed *in silico* analysis against mouse RNA databases using GGGenome. We obtained a total of 7183 14-mer sequences having no complementary regions with a perfect match or 1-mismatch against mouse mRNAs. We selected 149 of these sequences, many of which harbored TGC and/or TCC motifs reportedly involved in hepatotoxicity (Supplementary Table S1) (7). We then synthesized 149 LNA gapmers based on the selected sequences and performed hepatotoxicity screening *in vivo*. We identified five gapmers that substantially increased the serum AST/ALT level to >100 U/l and named these TS1-ASO, TS2-ASO, TS3-ASO, TS4-ASO and TS5-ASO (Table 1 and Supplementary Table S1). Additionally, we predicted the *T*_m_ values of the duplexes formed between the 149 LNA gapmers and their complementary ssRNA targets (Supplementary Figure S2) (17) but did not find any correlation between hepatotoxicity and the *T*_m_ values.

**Table 1.** TS-ASO sequences obtained from the hepatotoxicity screening^a^

		Number of motifs			
Name	Sequence	TGC	TCC	AST (Ul^–1^)	ALT (Ul^–1^)
TS1-ASO	GTTATGCCACCCTA	1	0	9437	15 602
TS2-ASO	GTCCGCATGCCTAA	1	1	1364	1617
TS3-ASO	GATATGCCCTACTA	1	0	448	1061
TS4-ASO	GTATGCCTCCGTTA	1	1	2164	600
TS5-ASO	GCTATGTTAGTCCG	0	1	287	291

^a^All oligonucleotides were fully modified with phosphorothioate linkages. Gap DNA and LNA are indicated in black and green, respectively. C57BL/6J mice (*n* = 2 animals per group) were intravenously injected with a dose of 20 mg/kg. Ninety-six hours post injection, serum aspartate aminotransferase (AST)/alanine aminotransferase (ALT) levels were determined.

### Identification of potential nucleobase modifications that reduce LNA gapmer hepatotoxicity

To explore strategies to reduce the hepatotoxicity of LNA gapmers, we tested nucleobase modifications in the hepatotoxic gapmers. Considering the effect on base pairing, we selected the 5- or 2-position of pyrimidine and 8- or 7-position of purine for chemical modifications (Figure 1A), resulting in a total of 17 nucleobase derivatives (Figure 1B). We then replaced a cytosine, thymine, or guanine nucleobase in the gap region of the selected LNA gapmers with a chemically-modified analog (Figure 2A), and the gapmers were then administered to mice in order to evaluate their respective hepatotoxicity. We initially introduced a modified nucleobase into the TGC motif of TS1-ASO, which caused the most severe hepatotoxicity in our screening process. Nucleobase modification with C1, C3, T1, G1, G2, G6 or G7 reduced serum AST/ALT levels by 0.3–4.3% as compared with that observed with the parent TS1-ASO (Figure 2B). The TS1-ASO analogs containing G3- or G5-treated mice showed decreased spontaneous movement within 96-h post-administration (Figure 2B). The introduction of C1 to gap positions 8, 10 and 11 reduced serum AST/ALT levels, although the decreased levels of hepatotoxicity were lower than those achieved upon introducing C1 to gap position seven (Supplementary Figure S3A). Similar results were observed for TS2- and TS3-ASO, where modification with C1, G1, G2, G6 or G7 substantially reduced hepatotoxicity as compared with that observed with the parent sequences (Supplementary Figure S3B and C). Except in the case of TS2-T1-8, T1 also reduced hepatotoxicity compared with that observed with the parent TS2 (Supplementary Figure S3B). These observations suggested that the hepatotoxicity of LNA gapmers would generally be reduced as a result of nucleobase modification, although the extent would depend on the specific chemistry and modified position (Supplementary Table S4). We then examined the effects of the nucleobase derivatives introduced into the TS-ASOs on gene expression, and observed no dramatic changes in gene expression (Figure 2C and Supplementary Figure S3D). Furthermore, we analyzed the correlation between changes in gene expression and hepatotoxicity for each TS-ASO (Figure 2D, Supplementary Figures S3E and S4. Supplementary Table S5) and found no correlation between altered gene expression and significantly decreased hepatotoxicity resulting from the nucleobase modifications.

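The arrays measured RNA of NMuLi cells, a mouse liver cell line, 24 h after transfection of an ASO at a dose of 10 nM. Control cells received the transfection reagent alone. There were 4 arrays of control cells and 4 for each treatment, 44 in all. The treatments were TS1-ASO with TS1-C1-7, TS1-T1-5 and TS1-G1-6, TS2-ASO with TS2-C1-10, TS3-ASO with TS3-C1-7, and the unmodified TS8-ASO and TS9-ASO. C1 is 5-hydroxycytosine, T1 is 2-thiothymine and G1 is 8-bromoguanine, and the number after the base is its position. The authors converted the scans to a signal per probe set with Microarray Suite and scaled every array to the same trimmed mean of 500. The median signal lay between 38.4 and 62.0, so many probe sets are close to the background. Here the log2 signal of 11172 genes was compared between groups with limma, with 1 probe set per gene and only among the 50% of probe sets with the highest mean signal. The detection calls behind the filter of the study are not in the deposited table. No genome sequence was at hand either, so the distance d between an ASO and its possible RNA targets was not computed, and every result here covers genes whatever their d. Lists of genes were tested with camera from limma at its preset correlation between genes, and again at an estimated one. Wells were plated 4 per group, and nothing further says that the arrays come from separate cultures, so the p-values measure the spread between these samples. The number of arrays limits the precision.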

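Against the control, Arhgap5 was among 1015 genes that fell at least 2-fold in cells treated with TS1-ASO, and the chemokine gene Cxcl10 was among 559 that rose. With TS1-C1-7, 795 genes fell and 435 rose by this measure. With TS1-T1-5 there were 786 falls and 352 rises, and with TS1-G1-6 619 falls and 388 rises. When each analog was compared with TS1-ASO directly, far fewer genes differed by 2-fold or more. These were 14 genes for TS1-C1-7, or 0.13% of those tested, among them the acute-phase gene Saa3, which was lower. This count was 24 without TS1-ASO replicate 1, 9 without TS1-C1-7 replicate 1 and 8 without TS1-C1-7 replicate 4. TS1-T1-5 differed from TS1-ASO in 62 genes (0.55%), among them Ugt2b34, which was higher. TS1-G1-6 differed in 75 genes (0.67%), and Saa3 was again lower. At any size, 1161, 2553 and 3928 genes differed from TS1-ASO with TS1-C1-7, TS1-T1-5 and TS1-G1-6. All these calls are at an adjusted p under 0.05. Under median centring the counts at any size were 21, 1656 and 1030, and with all probe sets 1746, 4258 and 6924. For TS1-C1-7 the count at any size was 675 without TS1-ASO replicate 4, 770 without TS1-C1-7 replicate 4 and 592 with only the arrays compared. The counts of 14, 62 and 75 rose to 30, 122 and 143 with no filter on low signals and to 30, 149 and 187 with all probe sets, and fell to 7, 37 and 42 with the 25th percentile of all signals added. Median centring gave 3 for TS1-C1-7 and 101 for TS1-T1-5, and for TS1-C1-7 quantile normalization gave 22 and a fit of only the arrays compared gave 7. In the top 25% of probe sets by mean signal limma called 12 genes for TS1-T1-5, 11 for TS1-G1-6 and 0 for TS1-C1-7, where 0 genes were 2-fold and 2130 differed at any size at an unadjusted p under 0.05.

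**Figure D1:**
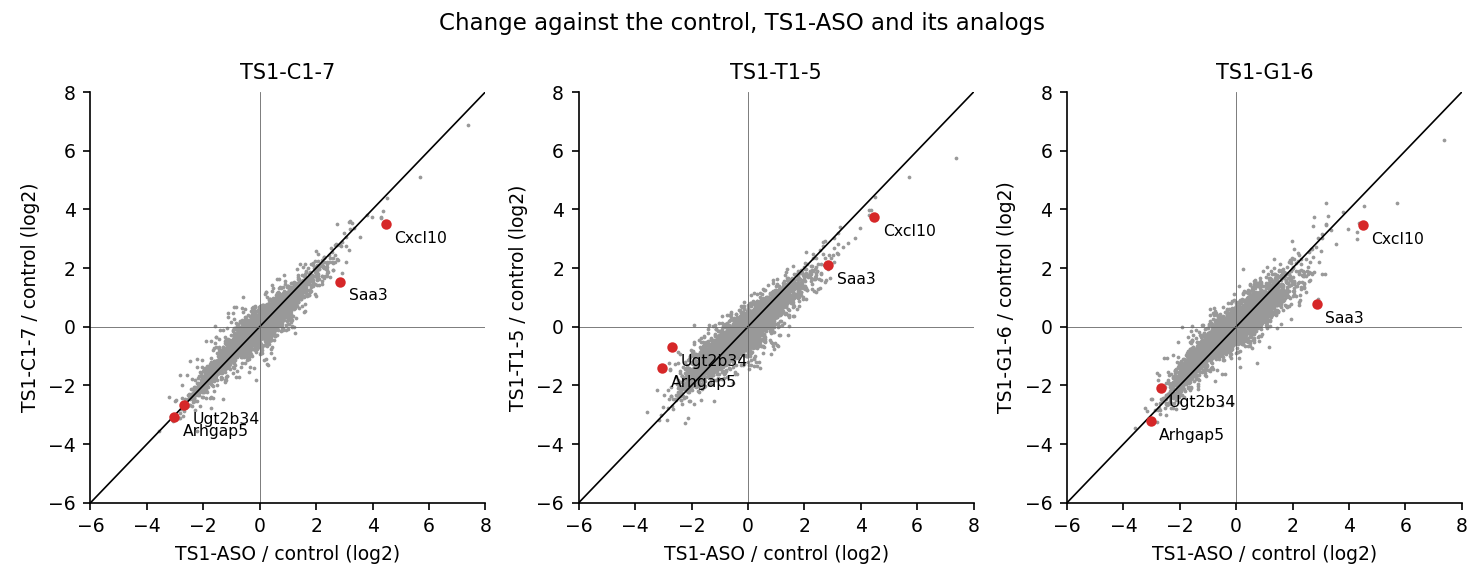
Log2 fold change against the control of the 11172 genes tested, TS1-ASO on the horizontal axis and each analog on the vertical axis, with a line where both are equal. Arhgap5, Ugt2b34, Cxcl10 and Saa3 are marked, and Arhgap5 and Ugt2b34 lie above the line with TS1-T1-5.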

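The summed decrease of transcripts was smaller in cells treated with TS1-G1-6 and TS1-C1-7 than in cells treated with TS1-ASO, although these differences did not pass the exact test in every setting. The index adds up the absolute log2 ratio of mean signals over the genes whose mean is below the control, here over all such genes and not only those with d up to 2. It was 3144 for TS1-ASO over 5387 genes, 2725 for TS1-C1-7 over 5300 genes, 2821 for TS1-T1-5 over 5647 genes and 2373 for TS1-G1-6 over 5129 genes. The index of TS1-C1-7 was 86.7% of that of TS1-ASO (two-sided exact permutation test, p = 0.0286, the smallest value that 4 arrays against 4 allow). For TS1-G1-6 it was 75.5%, with the same p of 0.0286 from the exact test. For TS1-T1-5 it was 89.7%, which did not pass the exact test (p = 0.0571), although the index of each of its 4 arrays lay below that of each TS1-ASO array. The 97.1% interval of the difference of the indices per array, TS1-T1-5 less TS1-ASO, ran from -615.3 to -73 and so excluded no difference. The difference between TS1-T1-5 and TS1-C1-7 did not pass the test (103.5%, exact p = 0.4857), and the 97.1% interval of the difference of their indices per array ran from -231.8 to 442.3. This test does not pair arrays by replicate number. By number 1 to 4, the indices per array were 3183.5, 3034.7, 3331.6 and 2977.6 with TS1-T1-5. They were 3126.9, 2912.8, 3209.4 and 2889.3 with TS1-C1-7, lower at each number. Whether the numbers pair the arrays is not stated, and a paired comparison of these analogs was not tested. Their order turned in 4 settings, with 85% for TS1-C1-7 and 82.1% for TS1-T1-5 under quantile normalization, 83.2% and 79.1% in the top 25% of probe sets, 83.7% and 83.5% with only genes at an adjusted p under 0.05, and 73.5% and 60.4% under median centring. In the first 3 of these settings TS1-T1-5 passed the exact test against TS1-ASO (p = 0.0286), as it did without control replicate 4 (88.8%) and without TS1-ASO replicate 4 (87.4%). TS1-G1-6 was below both, at 87.1% of TS1-C1-7 and 84.1% of TS1-T1-5 (exact p = 0.0286 for each), but under median centring it stood above both, at 73.9% of TS1-ASO. With no filter on low signals the percentages were 97, 110.9 and 85.6 for TS1-C1-7, TS1-T1-5 and TS1-G1-6, and none of the 3 then passed the exact test. Median centring of the arrays also ended the calls for TS1-C1-7 (73.5%) and TS1-G1-6 (73.9%). For TS1-C1-7 the exact test did not pass either in the top 25% of probe sets (p = 0.0571), with all probe sets (89.2%, p = 0.0571), with the mean of a gene's probe sets (90.5%, p = 0.1143), without control replicate 1 (86.9%), and without its own replicates 1 to 4 in turn (88.1%, 88.6%, 85.1% and 89%).

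**Figure D2:**
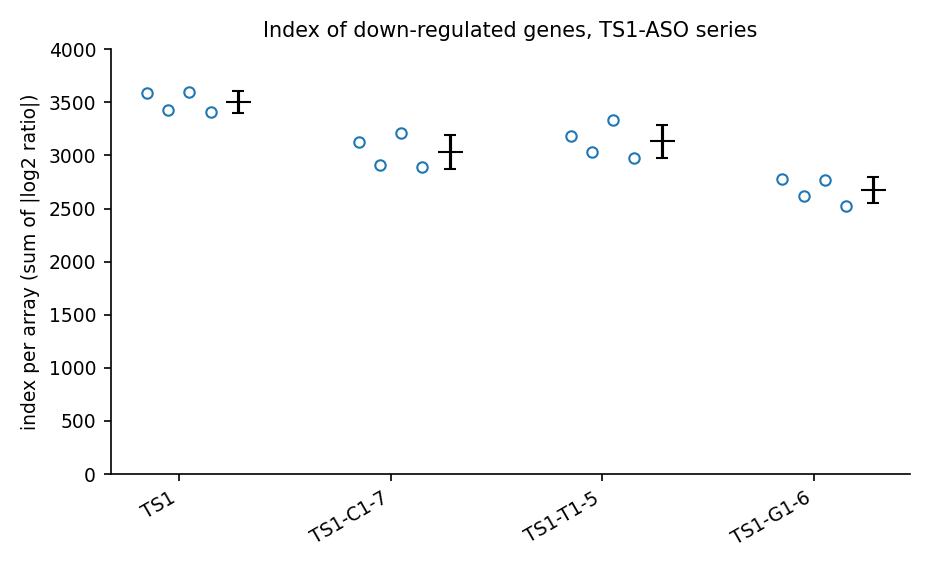
Index of down-regulated genes per array (sum of absolute log2 ratios, vertical axis) for TS1-ASO and its analogs, with each of the 4 arrays as a circle and the mean with SD beside them. The means are 3503 for TS1-ASO, 3035 for TS1-C1-7, 3132 for TS1-T1-5 and 2671 for TS1-G1-6, and the index of a single array exceeds that of its group's mean signals.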

**Figure 1.**
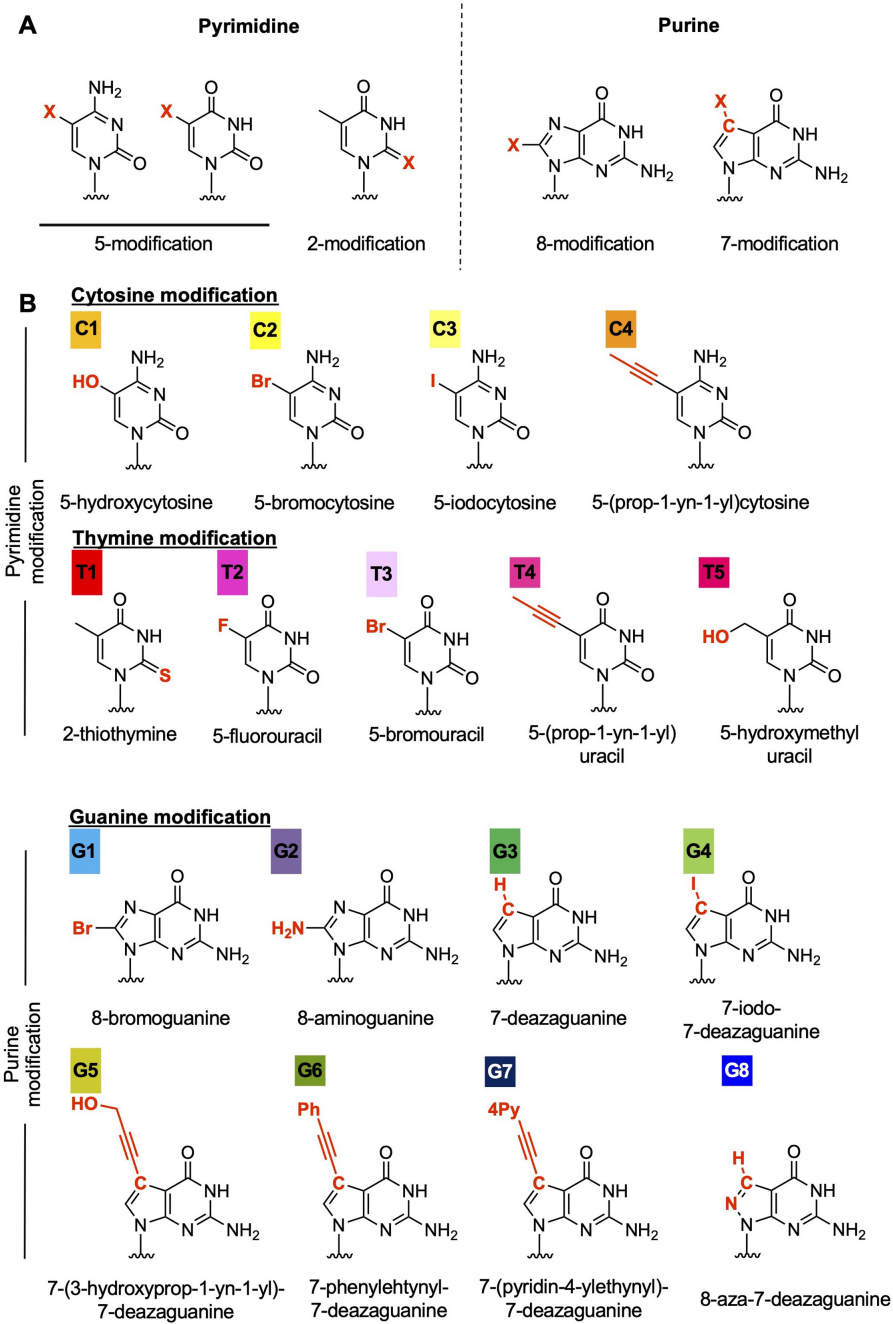
Nucleobase modification strategy to reduce LNA gapmer hepatotoxicity. (**A**) Position of chemical modification of the nucleobase. The 5- or 2-position of pyrimidine and 8- or 7-position of purine were selected for chemical modifications. (**B**) Nucleobase derivatives used in the study. Each color indicates a different nucleobase modification.

**Figure 2.**
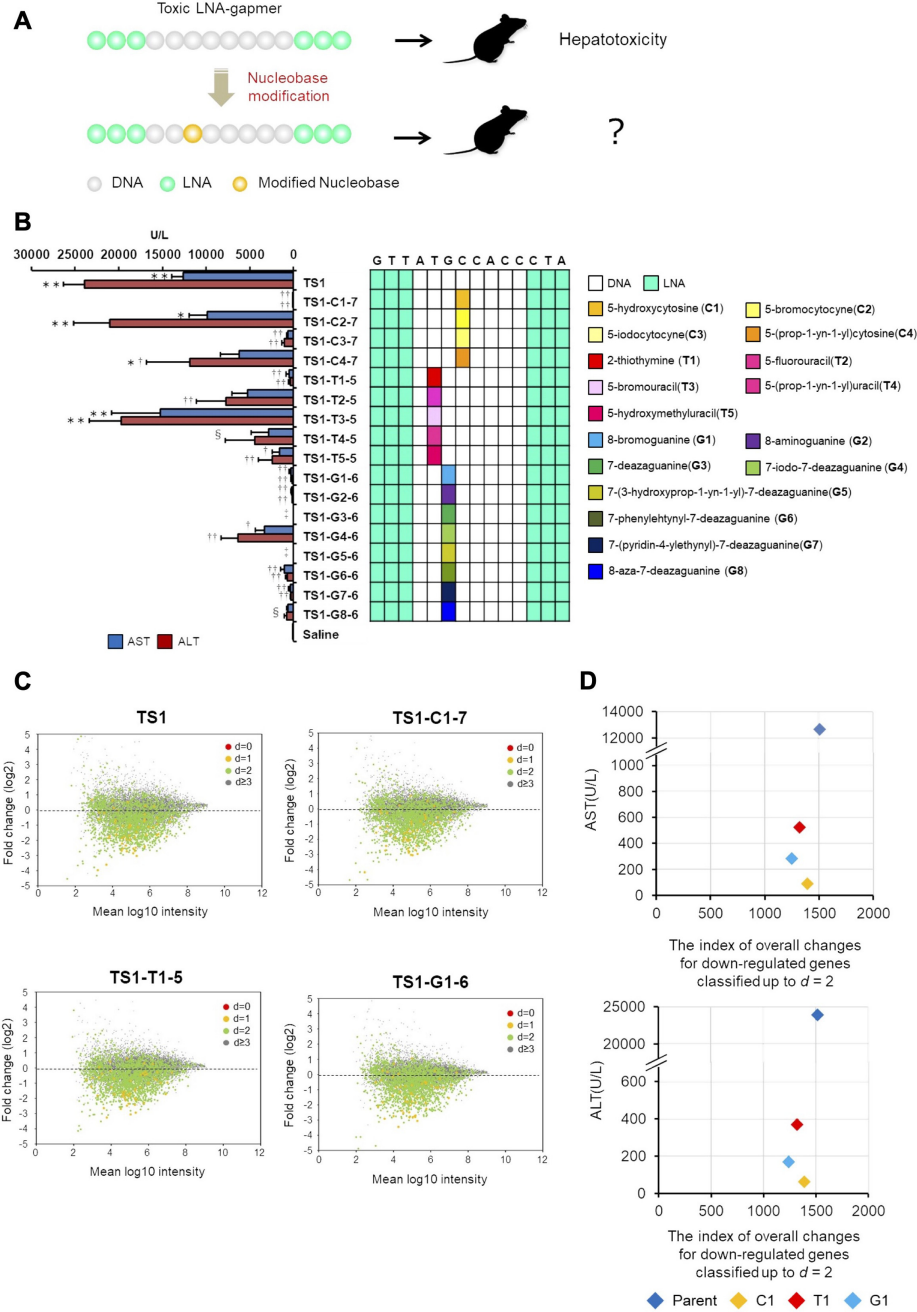
Effects of nucleobase modification on TS1-ASO hepatotoxicity and gene expression. (**A**) Introduction of a modified nucleobase on the TS-ASO. A cytosine, thymine, or guanine nucleobase in the gap region was replaced with a chemically modified analog. (**B**) Hepatotoxicity of the TS1-ASO series. Left panel: Serum AST and ALT levels. C57BL/6J mice were intravenously injected 10 mg/kg TS1-T4-5 or TS1-G8-6, or 20 mg/kg other TS1-ASO series. Ninety-six hours post injection, serum AST and ALT levels were measured. ^‡^The mice were euthanized due to severe physical toxicity within 96 h post administration. ^§^The mice were intravenously injected at a dose of 10 mg/kg. Results are expressed as mean ± SE (*n* = 4). Asterisks indicate a significant difference compared with the control group (**P < 0.01, *P < 0.05). Daggers indicate a significant difference compared with the TS1-ASO-treated group (^††^*P* < 0.01, ^†^*P* < 0.05). Right panel: Schematic illustration of the parent TS1-ASO and TS1-ASO analogs with nucleobase modifications in the gap region. (**C**) Scatter plots from microarray analysis of the cells treated with TS1-ASO, TS1-C1-7, TS1-T1-5, and TS1-G1-6. The multiplied fluorescence intensity of control group is shown on the horizontal axis, and the proportion of change in gene expression as the results of introduction of each ASO (expressed logarithmically) is shown on the vertical axis. d: Distance; The total number of mismatches, insertions, or deletions between the ASO and complementary RNA sequences. Red dots: *d*= 0 genes, which have perfect complementarity. Orange dots: *d*= 1 genes. Light green dots: *d*= 2 genes. Gray dots: *d*≧3 genes. (**D**) The relationship between hepatotoxicity (AST and ALT values) and the index of overall down-regulation. The levels of serum AST and ALT in mice treated with TS1-ASO or nucleobase-modified TS1-ASOs are shown on the vertical axis. The index of overall changes for down-regulated genes classified up to *d* = 2 in the cells treated with TS1-ASO or nucleobase-modified TS1-ASOs is shown on the horizontal axis. The index was quantified by taking the logarithm of the ratio of gene expression changes and calculating the sum of the absolute value of it (see a conceptual diagram of the index in Supplementary Figure S4). Blue plot indicates TS1-ASO, and each color indicates each TS1-ASO analogue with nucleobase modification.

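Cells treated with TS1-ASO had more RNA of Cxcl10 and Vcam1 than control cells, and less RNA of Asxl2, Dock4, Atrnl1 and Arhgap5. The signal of Cxcl10, an interferon-inducible chemokine, was 110.9 ± 12.2 (SD, n = 4) in the control and 2491 ± 346 (SD, n = 4) with TS1-ASO, a log2 fold change of 4.49 (standard error 0.16, adjusted p = 4.0e-25). The neuropeptide gene Nts rose by 7.38 on the log2 scale (standard error 0.39, adjusted p = 7.5e-20), from a control signal of 2.7 ± 1.5 (SD, n = 4) that is close to 0, so the size of its change is poorly defined. Asxl2, which encodes a chromatin regulator, fell from 456.6 ± 67.8 to 41.4 ± 18.4 (SD, n = 4 each). Dock4, an exchange factor of Rac, fell from 264.8 to 29.6, a signal below the filter's value of 41.2, so the size of its fall is poorly defined. Atrnl1 fell by 3.08, with 1 control array at 1444 apart from the others at 1249 to 1280. Arhgap5 fell by 3.03 (standard error 0.09, adjusted p = 2.0e-28).
Of 19 NF-kB and inflammatory genes measured, 12 rose and 2 fell (12 and 2 adjusted over the list alone). The adhesion gene Vcam1 had a log2 fold change of 3.05 and the NF-kB inhibitor gene Nfkbia one of 2.12. The list was higher as a set (adjusted p = 0.0012, and adjusted p = 0.052 with an estimated correlation). Of 18 interferon response genes 10 rose and 1 fell (10 and 1 adjusted over the list alone), with signals of 17.5 in the control and 264.6 with TS1-ASO for Gbp2, 9.8 and 178.4 for Igtp, and 33.6 and 202.5 for Mx1. These control signals lie below the filter's value of 41.2, so the sizes of the 3 changes are poorly defined. The call of the list (adjusted p = 0.0012, adjusted p = 0.1178 with an estimated correlation) did not hold in the top 25% of probe sets by mean signal. Of 23 p53 targets 14 rose and 3 fell (14 and 3 adjusted over the list alone), among them Bbc3 at 1.18, Sesn2 at 1.09 and, lower, Rrm2b at -1.08. The p53 list was higher as a set (adjusted p = 0.0012, adjusted p = 0.0372 with an estimated correlation). Of 10 glucocorticoid receptor targets 9 rose and 1 fell, with the same counts adjusted over the list alone (adjusted p = 0.0018, adjusted p = 0.0203 with an estimated correlation). Nr3c1, the gene of the receptor, fell by 0.55 on the probe set tested (standard error 0.15, adjusted p = 0.0012). Its log2 fold change was -1.18, -1.13, -1.01 and -0.88 on other probe sets, and -0.12 on one with a control signal of 27.1. The size of its fall thus depends on the probe set. Errfi1 rose by 1.61, and Per1 by 1.13 with 1 TS1-ASO array at 445.6 apart from the others at 597.9 to 612.5. Of 22 ATF4 stress response genes 15 rose and 3 fell (15 and 3 adjusted over the list alone), with Ddit3 at 1.40 and Trib3 at 1.33 against Slc3a2, an amino acid transporter subunit, at -1.56. Its adjusted p was 0.0012, and adjusted p = 0.0526 with an estimated correlation. Of 29 genes of ribosome biogenesis 19 rose and 4 fell, with the same counts adjusted over the list alone (adjusted p = 0.0012, adjusted p = 0.1608 with an estimated correlation). Its members Nop2 and Gnl3 rose by 1.17 and 1.22, Gnl3 with 1 TS1-ASO array at 6668 apart from the others at 7611 to 7666. The immediate early gene Jun rose by 2.24 and the macrophage marker Cd68 by 2.22. RNase H1 is the enzyme that cleaves RNA bound to a gapmer, and Rnaseh1 did not pass the test at -0.07 (95% interval -0.35 to 0.21), a sign that other normalizations turned. Against the control, limma called Rnaseh1 higher with TS3-ASO (0.48, adjusted p = 0.0028) and TS3-C1-7 (0.35, adjusted p = 0.0306). It was called lower with TS1-G1-6 (-0.35, adjusted p = 0.029), and was not called with the other treatments.

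**Figure D3:**
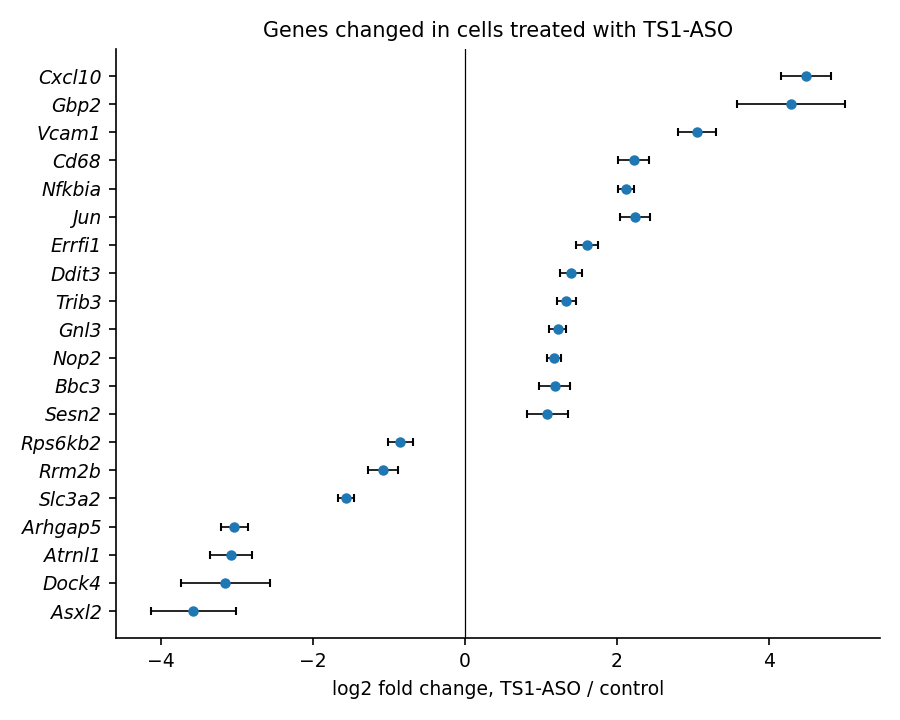
Log2 fold change of 20 genes in cells treated with TS1-ASO against the control (horizontal axis), as points with 95% intervals. That of Gbp2 rests on a control signal of 17.5. Cxcl10 is highest at 4.49 and Asxl2 lowest at -3.57, and the falls of Asxl2 and Dock4 end at signals of 41.4 and 29.6.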

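Inflammatory genes were lower in cells treated with TS1-C1-7 than in cells treated with TS1-ASO. Saa3, which encodes an acute-phase protein, had a signal of 383.4 ± 76.4 with TS1-C1-7 and 969.3 ± 272.5 with TS1-ASO (SD, n = 4 each), a log2 fold change of -1.32 (standard error 0.23, adjusted p = 1.0e-04). Cd274, which encodes the immune checkpoint ligand PD-L1, was lower by -1.07 (standard error 0.19, adjusted p = 1.4e-04) and Cxcl10 by -0.98 (standard error 0.16, adjusted p = 7.4e-05). Of the 19 NF-kB and inflammatory genes, none rose and 4 fell (none and 4 adjusted over the list alone). The set was lower at an adjusted p of 3.1e-05, and adjusted p = 0.0205 with an estimated correlation. Its member Nfkbia had a log2 fold change of -0.50 (standard error 0.05, adjusted p = 1.5e-08), and its call ended under median centring. Of the 29 genes of ribosome biogenesis, 1 rose and 9 fell (1 and 12 adjusted over the list alone), with an adjusted p of 3.9e-06 for the set and adjusted p = 0.0948 with an estimated correlation. Of the 22 ATF4 stress response genes, 1 rose and 6 fell (3 and 13 adjusted over the list alone), with an adjusted p of 7.1e-04 and adjusted p = 0.0636 with an estimated correlation. The call for the ATF4 list also ended under median centring. Cd68 was lower by -0.65, Wdr81 by -0.74 and Tlcd2 by -0.76 on the log2 scale, Tlcd2 with 1 TS1-C1-7 array at 570.7 apart from the others at 489.7 to 501.5.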

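Cells treated with TS1-T1-5 kept more Arhgap5 and Ugt2b34 RNA and had more RNA of antioxidant and endoplasmic reticulum genes than cells treated with TS1-ASO. The signal of Ugt2b34, a glucuronosyltransferase gene, was 1279 ± 96.7 in the control, 201.3 ± 30.9 with TS1-ASO and 788 ± 47.2 with TS1-T1-5 (SD, n = 4 each). The log2 fold change between TS1-T1-5 and TS1-ASO was 1.98 (standard error 0.10, adjusted p = 3.8e-18). That of Arhgap5 was 1.62 (standard error 0.09, adjusted p = 1.2e-17). Dtx3l, a ubiquitin ligase gene, was higher by 1.97 (standard error 0.22, adjusted p = 2.8e-09), from a signal of 37.6 with TS1-ASO. Of 16 NRF2 targets measured, 10 rose and none fell (10 and none adjusted over the list alone), and the set was higher at an adjusted p of 2.0e-06 (adjusted p = 0.042 with an estimated correlation). Srxn1 had a log2 fold change of 0.56 and Gclc, a subunit of the enzyme that limits glutathione synthesis, one of 0.58. Of 19 ER chaperone genes, 10 rose and none fell (10 and 1 adjusted over the list alone), and the set was higher at an adjusted p of 1.8e-04 (adjusted p = 0.0254 with an estimated correlation). Creld2 was higher by 0.65 with 1 TS1-ASO array at 1997 apart from the others at 1539 to 1601, and Xbp1 by 0.42 with the same array at 3981 apart from 4575 to 4654. The ATF4 stress response genes Slc3a2 and Trib3 were higher by 0.93 and 0.53, although that list as a set was not (adjusted p = 0.2462). Of 5 macrophage markers, none rose and 3 fell (none and 3 adjusted over the list alone), with an adjusted p of 0.0034 for the set and 0.0254 with an estimated correlation. The call for the macrophage list did not hold with no filter on low signals. Tspan13 (-1.84), Nts (-1.63), the interferon-induced gene Ifit3 (-0.93) and Cxcl10 (-0.75) were lower on the log2 scale, Tspan13 at a signal of 22.1 with TS1-T1-5.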

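In cells treated with TS1-G1-6, Saa3, Cd274 and Cd68 were lower than in cells treated with TS1-ASO. Saa3 had a log2 fold change of -2.09 (standard error 0.23, adjusted p = 1.2e-09), Cd274 one of -1.95 (standard error 0.19, adjusted p = 7.7e-11) and Cd68, a lysosomal protein of phagocytes, one of -1.48 (standard error 0.10, adjusted p = 1.1e-14). Gpatch3 (-1.99), Tlcd2 (-1.37) and Tmem140 (-1.36) were lower as well. Of the 18 interferon response genes, none rose and 7 fell (none and 8 adjusted over the list alone), with an adjusted p of 0.0067 and adjusted p = 0.2052 with an estimated correlation. Of the 22 ATF4 stress response genes, 3 rose and 14 fell (3 and 16 adjusted over the list alone), with an adjusted p of 7.7e-04 and adjusted p = 0.1093 with an estimated correlation. Of the 29 ribosome biogenesis genes, 1 rose and 16 fell (1 and 16 adjusted over the list alone), with an adjusted p of 6.6e-06 and adjusted p = 0.1099 with an estimated correlation. The zinc finger gene Zfp438 was higher by 1.14 (standard error 0.19, adjusted p = 8.7e-06). The mitotic kinase gene Ttk and the mitotic kinesin gene Kif11 were higher by 0.73 and 0.49, but of the 30 cell cycle genes 12 rose and 7 fell (15 and 7 adjusted over the list alone), and the set did not pass (adjusted p = 0.283).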

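TS1-T1-5 differed from TS1-C1-7 and from TS1-G1-6 in stress genes. TS1-T1-5 and TS1-C1-7 differed by 2-fold in 33 genes, TS1-G1-6 and TS1-T1-5 in 90, and TS1-G1-6 and TS1-C1-7 in 13. In this order the counts were 74, 186 and 23 with all probe sets and 10, 30 and 0 in the top 25% of probe sets. With no filter on low signals the first count was 62 and the last 22, and with the mean of a gene's probe sets 18 and 8. The last was 3 under median centring, 4 with the 25th percentile of all signals added and 7 with only the arrays compared. In the top 25%, for the last pair 0 genes were 2-fold and 2163 differed at any size at an unadjusted p under 0.05, where 2027 did for the first pair. At any size and an adjusted p under 0.05, 1446, 3004 and 1334 genes differed in the order above, and 285, 1230 and 37 under median centring. With all probe sets the last 2 of these were 4986 and 2235, with the mean of a gene's probe sets the first and the last were 942 and 831, and without TS1-C1-7 replicate 3 the last was 866. Against TS1-C1-7, TS1-T1-5 had higher Ugt2b34 (log2 fold change 1.98, standard error 0.10, adjusted p = 3.9e-18) and higher Arhgap5 (1.68, standard error 0.09, adjusted p = 3.9e-18). The NRF2 targets Srxn1 and Hmox1, which encodes heme oxygenase, were higher by 0.59 and 0.57, and the cystine transporter gene Slc7a11 by 1.18. Of the 16 NRF2 targets, 9 rose and none fell (11 and none adjusted over the list alone), with an adjusted p of 5.5e-09 and 0.0098 with an estimated correlation. Of the 19 ER chaperone genes, 9 rose and none fell (10 and none adjusted over the list alone), with an adjusted p of 1.5e-08 and 5.9e-04 with an estimated correlation. Of the 22 ATF4 stress response genes, 9 rose and 2 fell (10 and 2 adjusted over the list alone), with an adjusted p of 2.1e-06 and 0.0051 with an estimated correlation, and Trib3 was higher by 0.63. Creld2 was higher by 0.57. Of 14 paraspeckle genes, 1 rose and 4 fell (2 and 5 adjusted over the list alone), with an adjusted p of 0.0479. Against TS1-T1-5, TS1-G1-6 had lower Arhgap5 (-1.80), Srxn1 (-0.94), Hmox1 (-0.82), Trib3 (-0.76) and Sdf2l1 (-0.42). The NRF2 list had 1 rise and 11 falls (1 and 12 adjusted over the list alone), the ATF4 list 1 and 11 (1 and 12) and the ER chaperone list none and 9 (none and 14), with adjusted p of 1.9e-08, 2.6e-07 and 3.3e-05 for the sets. Each of these 3 calls passed with an estimated correlation. Against TS1-C1-7, TS1-G1-6 had lower Rusc2 (-2.63), Gpatch3 (-1.89), Mtrr (-0.91), which encodes methionine synthase reductase, and Cd68 (-0.83), Rusc2 at a signal of 27.4 with TS1-G1-6. The count of 13 genes between these analogs was 4 without TS1-G1-6 replicate 3, 8 without TS1-G1-6 replicate 1 and 7 without TS1-C1-7 replicate 3.

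**Figure D4:**
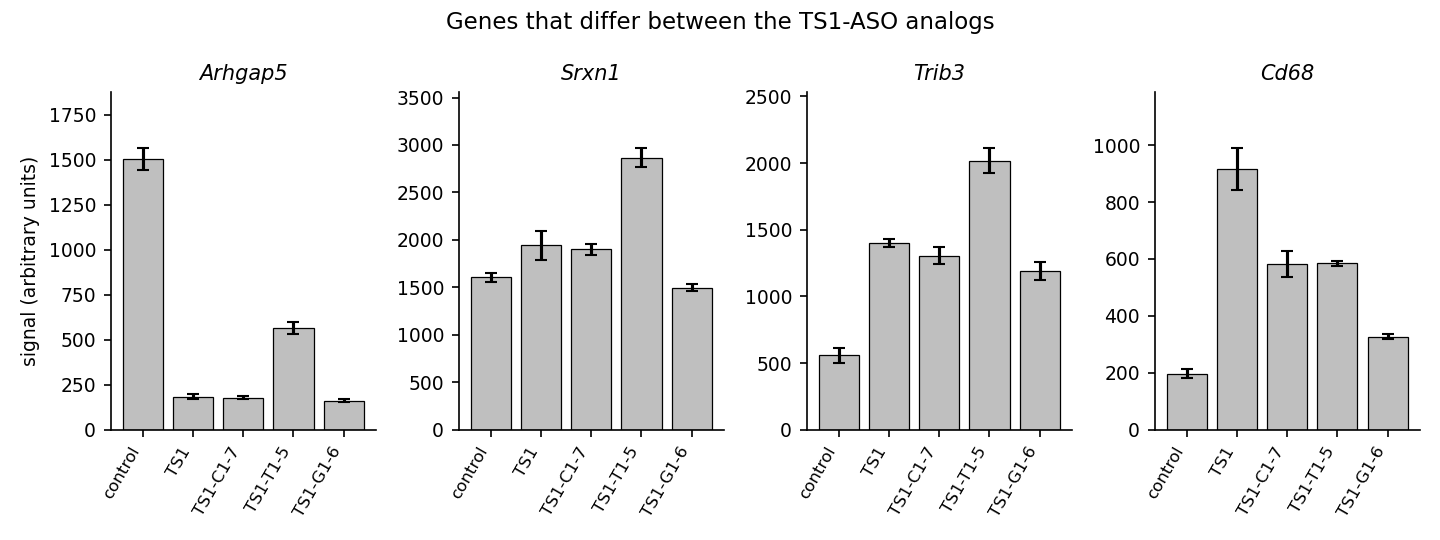
Mean signal (arbitrary units, vertical axis) of Arhgap5, Srxn1, Trib3 and Cd68 in control cells and cells treated with TS1-ASO and its analogs, with SD as error bars (n = 4 arrays per bar). With TS1-T1-5, Srxn1 stands at 2865 against 1943 with TS1-ASO, and Trib3 at 2018 against 1401.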

To investigate the generality of the nucleobase-modification strategy, we used LNA gapmer ASOs demonstrated as hepatotoxic in our previous study (TS6-ASO, TS7-ASO and TS10-ASO) or other studies (TS8-ASO and TS9-ASO) (31) (Supplementary Table S2). We replaced one of the nucleobases in the gap region of each ASO with a chemically-modified analog of C1, T1, G1, G2, G4, G6 and G7, resulting in a total of 52 ASO derivatives. We then administered each of the ASO derivatives to mice and evaluated changes in serum AST/ALT levels (Supplementary Table S4). Twenty-nine of the 52 ASO derivatives reduced serum AST/ALT levels relative to those observed with the parent ASOs and regardless of the target genes. Ten of the 52 derivatives-treated mice showed decreased spontaneous movement or dead within 96-h post-administration (Figure 3 and Supplementary Figure S5). The on-target activities were not affected by nucleobase modification in most cases, and the modified position did not correlate with the reduced hepatotoxicity. For TS6, TS6-C1-10, TS6-G1-3 and TS6-G2-3, the dose dependency of hepatotoxicity and on-target activity was observed (Supplementary Figure S6). The therapeutic index increased by the nucleobase modification, especially, G1 and G2 (Supplementary Table S6).

**Figure 3.**
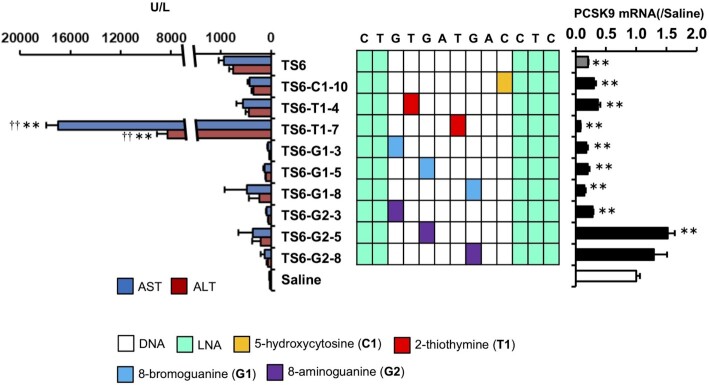
Effects of nucleobase modification on TS6-ASO hepatotoxicity and on-target activity. Hepatotoxicity and on-target activity of TS6-ASO series. Left panel: Serum AST and ALT levels. Middle panel: Schematic of the parent TS6-ASO and TS6-ASO analogs with nucleobase modification in the gap region. Right panel: On-target activity. C57BL/6J mice were intravenously injected 20 mg/kg TS6-ASO series. Ninety-six hours post injection, serum AST and ALT levels and *Pcsk9* mRNA level were measured. Results are expressed as mean ± SE (*n* = 4). Asterisks indicate a significant difference compared with the control group (**P < 0.01). Daggers indicate a significant difference compared with the TS6-ASO-treated group (^††^*P* < 0.01).

### Multiple nucleobase modifications synergistically reduce LNA gapmer ASO hepatotoxicity

We found that even a single nucleobase modification reduced LNA gapmer ASO hepatotoxicity. To further explore the efficacy of this strategy, we investigated multiple replacements of the selected unnatural nucleobases in an ASO. The introduction of C1, T1 and G1 was highly effective at reducing hepatotoxicity in each TS-ASO; they were introduced into TS1-ASO and TS6-ASO at 2–3 sites to investigate their additive effects on reducing hepatotoxicity. Figure 4A shows that TS1 with both C1 and T1 (TS1-C1T1), both G1 and T1 (TS1-G1T1), and both G1 and C1 (TS1-G1C1) reduced AST/ALT levels as compared with a single modification. Moreover, the reduction in hepatotoxicity was further enhanced upon introduction of nucleobase modifications at three sites (TS1-G1T1C1). We then applied additional multiple nucleobase modifications to TS6 (Figure 4B) and observed a similar synergistic reduction in hepatotoxicity. Introduction of G1 alone in TS6-ASO resulted in a varied degree of hepatotoxicity depending on the position into which it was introduced; however, G1 introduction along with C1 or T1 reduced the degree of hepatotoxicity comparably in all TS-ASOs, except for TS6-G1T1-3. Importantly, TS6-ASO did not lose its antisense effects as a result of multiple nucleobase modifications.

**Figure 4.**
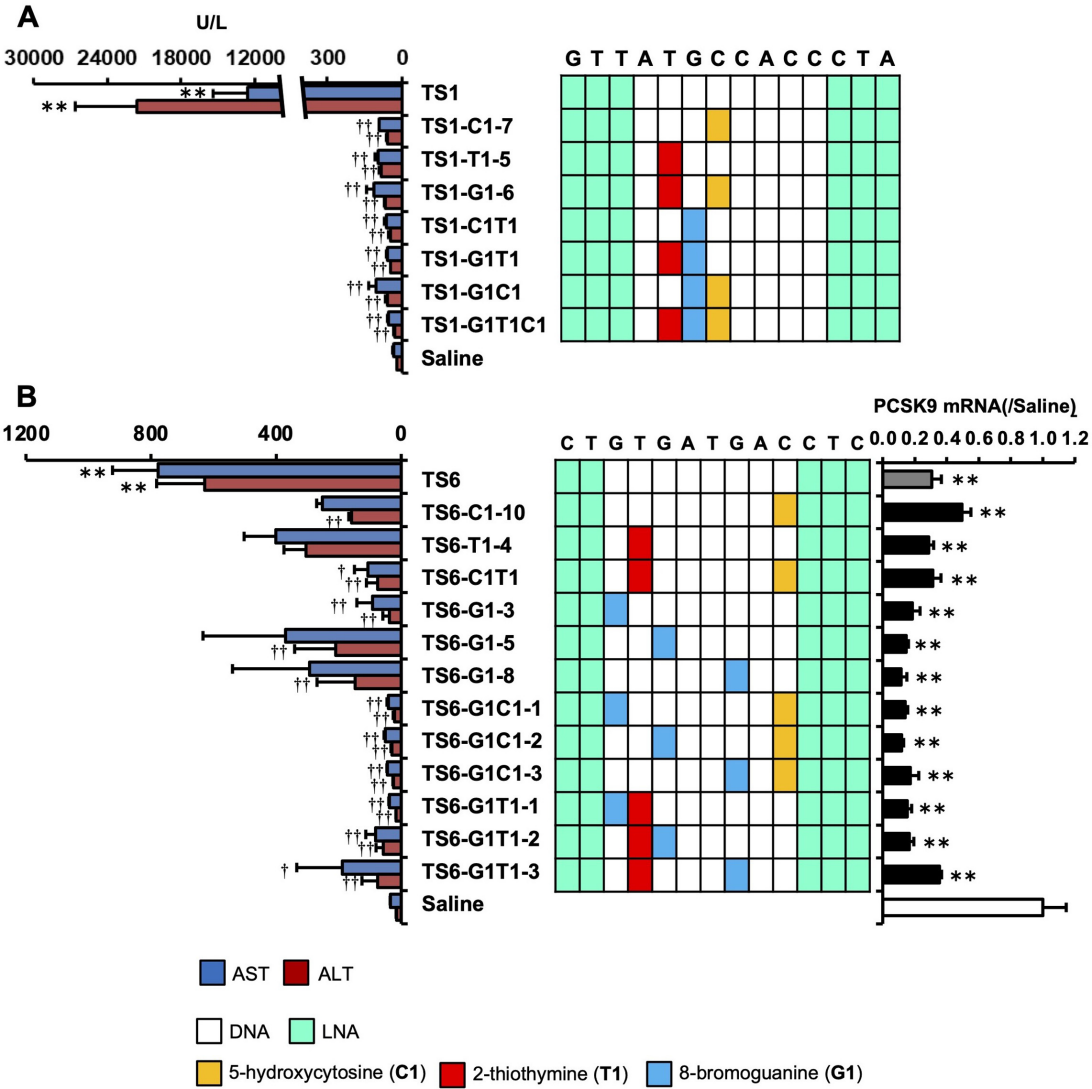
Effect of multiple nucleobase modifications on the hepatotoxicity of LNA gapmer ASOs. (**A**) Hepatotoxicity of the TS1-ASO series. Left panel: Serum AST and ALT levels. Right panel: Schematic of the parent TS1-ASO and TS1-ASO analogs with a single or multiple nucleobase modifications in the gap region. (**B**) Hepatotoxicity and on-target activity of the TS6-ASO series. Left panel: Serum AST and ALT levels. Middle panel: Schematic of the parent TS1-ASO or TS6-ASO analogs with single or multiple nucleobase modifications in the gap region. Right panel: On-target activity. C57BL/6J mice were intravenously injected 20 mg/kg TS1-ASO series or TS6-ASO series. Ninety-six hours post injection, serum AST and ALT levels and *Pcsk9* mRNA level (TS6-ASO target) were measured. Results are expressed as mean ± SE (*n* = 4). Asterisks indicate a significant difference compared with the control group (**P < 0.01). Daggers indicate a significant difference compared with the TS1-ASO-treated or TS6-ASO-treated group (^††^*P* < 0.01, ^†^*P* < 0.05).

### Characterization of TS-ASOs containing nucleobase modifications

To characterize the TS-ASOs harboring nucleobase derivatives, we measured the *T*_m_ values of the duplexes formed between TS-ASOs or nucleobase-modified TS-ASOs and their complementary RNAs (Supplementary Table S7). Among 100 TS-ASOs with nucleobase derivatives, nine TS-ASOs with C1 or G1, which reportedly destabilize the duplexes, decreased the *T*_m_ values by >5°C compared with the parent sequence (32,33). The *T*_m_ values for most of the other modified TS-ASOs were equivalent to those of the parent ASOs (Δ*T*_m_ values were within ±2°C). As shown in Figure 5, no obvious correlation was observed between the *T*_m_ value and serum AST/ALT levels for each modified TS-ASO. These results suggested that the decrease in hepatotoxicity following introduction of nucleobase derivatives was unlikely to be due to changes in the binding affinity of the LNA gapmer ASOs to complementary RNAs.

**Figure 5.**
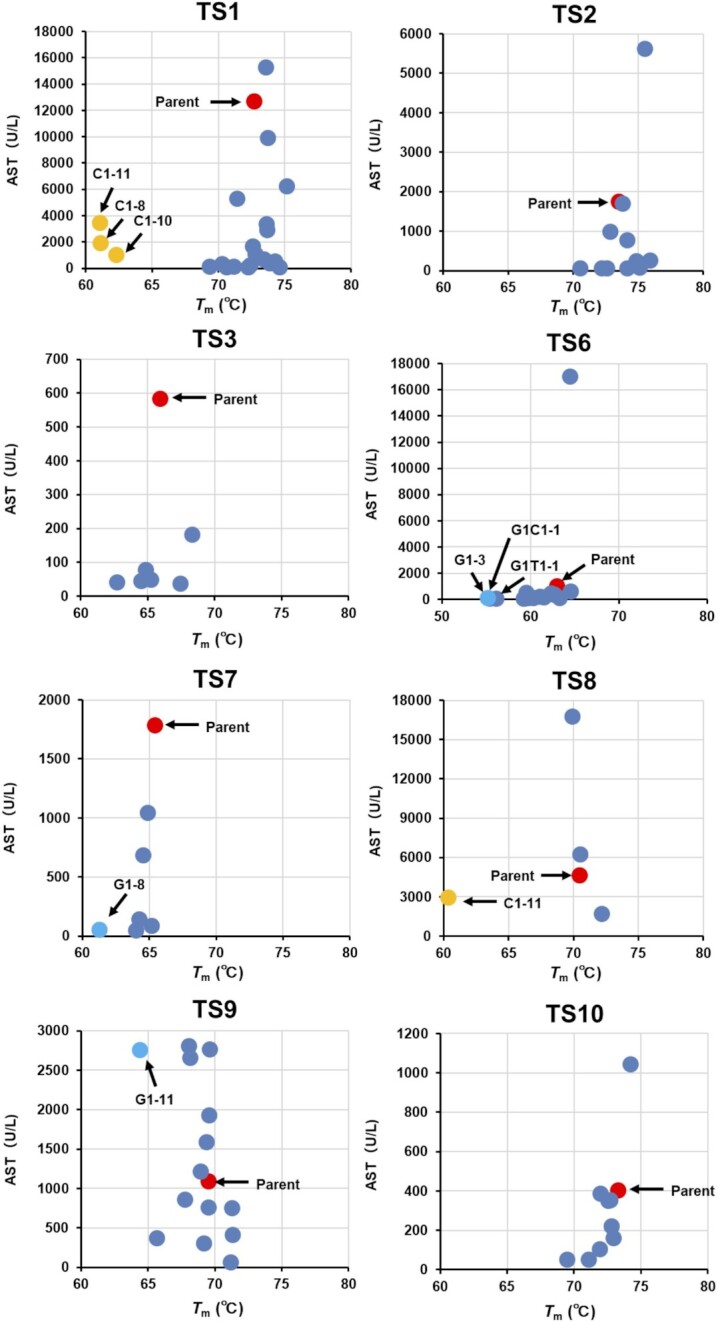
The relationship between hepatotoxicity (AST values) and *T*_m_ values of TS-ASOs or nucleobase-modified TS-ASO. The serum AST levels are shown on the horizontal axis and the *T*_m_ values of the duplexes formed between TS-ASOs or nucleobase-modified TS-ASOs and their complementary RNAs are shown on the vertical axis. The red dots indicate TS-ASOs. The blue dots indicate nucleobase-modified TS-ASOs. The arrows indicate nucleobase-modified TS-ASO which decreased the *T*_m_ values by >5°C compared with the parent TS-ASO.

## DISCUSSION

We found that among the 149 LNA gapmer ASOs harboring reported sequences associated with hepatotoxicity, only five (∼3%) resulted in elevated serum AST/ALT levels (Table 1 and Supplementary Table S1). By contrast, Hagedorn *et al.* (8) reported that ∼50% of LNA gapmers caused hepatotoxicity under their reported experimental conditions. Although it is difficult to simply compare the results between studies due to differences in dosing methods, the percentage of LNA gapmers resulting in hepatotoxicity may be small if their sequences avoid the effects of hybridization with mRNA. Recent studies suggest a correlation between target RNA-binding affinity and the hybridization-dependent hepatotoxicity of ASOs (16,17,34); however, we found no correlation between hepatotoxicity and predicted *T*_m_ values for the 149 LNA gapmers screened in this study (Supplementary Figure S2). Additionally, no clear correlation was observed between reduced hepatotoxicity and the changes in *T*_m_ values resulting from the introduction of nucleobase modifications (Figure 5). 

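Across the 11172 genes, the log2 fold changes against the control in cells treated with TS1-C1-7 followed those with TS1-ASO, with a Pearson correlation of 0.951. The correlation with TS1-ASO was 0.916 for TS1-T1-5 and 0.903 for TS1-G1-6. It was 0.930 between TS2-ASO and TS2-C1-10 and 0.925 between TS3-ASO and TS3-C1-7. ASOs of different sequence correlated less, from 0.420 for TS8-ASO with TS3-ASO to 0.589 for TS9-ASO with TS2-ASO. Part of each value comes from the shared controls, since simulated unchanged groups set against the same controls correlated at 0.497 (0.461 to 0.531 in 100 draws). These groups hold scatter alone, so 0.497 does not give the size of that part. Their mean covariance was 0.0198, where the measured ones ran from 0.1199 for TS8-ASO with TS3-ASO to 0.4722 for TS1-ASO with TS1-C1-7. With control replicates 1 and 2 for the parent and 3 and 4 for the analog, the 5 pairs of parent and analog gave 0.879, 0.832, 0.832, 0.807 and 0.815 in the order above. With the controls exchanged they gave 0.870, 0.839, 0.812, 0.833 and 0.789. With controls split in these ways, ASOs of different sequence gave 0.318 for TS8-ASO with TS3-ASO to 0.537 for TS9-ASO with TS2-ASO. The fold change with an analog per unit of fold change with its parent, corrected for the spread between arrays, was 0.893 for TS1-C1-7, 0.804 for TS1-T1-5, 0.779 for TS1-G1-6, 0.721 for TS2-C1-10 and 0.774 for TS3-C1-7. These are correlations across genes, which are not independent replicates, so they carry no p-value. With no filter on low signals the correlations fell to between 0.690 and 0.773.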

To analyze how the nucleobase modifications affect the gene expression of gapmer ASOs, the changes in gene expression were quantified and compared with those in hepatotoxicity (Figure 2 and Supplementary Figure S3, Table S5). 

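Of the 1015 genes that fell at least 2-fold with TS1-ASO, 757 (74.6%) also fell 2-fold with TS1-C1-7, 668 (65.8%) with TS1-T1-5 and 585 (57.6%) with TS1-G1-6. Of the 559 genes that rose, 394 (70.5%), 323 (57.8%) and 298 (53.3%) did. Nearly all of the falls kept their direction, 1013 with TS1-C1-7, 1013 with TS1-T1-5 and 1014 with TS1-G1-6. The median gene that fell with TS1-ASO kept 90.1% of its change with TS1-C1-7, 82.6% with TS1-T1-5 and 78.4% with TS1-G1-6. These genes were chosen on TS1-ASO, so the comparison is not independent of that choice. Single genes lay far from the median, since Arhgap5 had a signal of 177.1 ± 8.6 with TS1-C1-7, 566.7 ± 33.7 with TS1-T1-5 and 162.4 ± 6.7 with TS1-G1-6, against 184.2 ± 12.4 with TS1-ASO and 1504 ± 59.9 in the control (SD, n = 4 each). The index of down-regulated genes also sums the scatter of genes that do not change. After the index of simulated unchanged groups is taken off, TS1-C1-7 stands at 83% of TS1-ASO, TS1-T1-5 at 86.9% and TS1-G1-6 at 68.7%. The simulation takes every gene as unchanged, while 7116 genes differed from the control with TS1-ASO at any size (adjusted p under 0.05). More than the scatter of unchanged genes may therefore have been taken off.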

The index of overall changes for down-regulated genes classified up to *d* = 2 for TS1-C1, TS1-T1, and TS1-G1 as a ratio of parent-TS1 is 91.8, 87.1 and 82.2%, respectively. On the other hand, the ratio of hepatotoxic markers observed with each modified TS1-ASO as a ratio of parent-TS1 are 0.7, 4.1 and 2.2% for AST and 0.3, 1.5 and 0.7% for ALT, respectively. A similar trend was observed for TS2-ASO and TS3-ASO. This means that there is no clear correlation between the changes in the off-target effects and the hepatotoxicity observed with the introduction of nucleobase modification. 

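Stress response transcripts were lower with C1 than without it when averaged over the 3 parent sequences. Over TS1-C1-7, TS2-C1-10 and TS3-C1-7, each against its parent, Nupr1 changed by -0.37 on the log2 scale (standard error 0.04, adjusted p = 6.5e-10), Ppp1r15a by -0.30 (standard error 0.03, adjusted p = 4.0e-11) and Ddit3 by -0.28 (standard error 0.04, adjusted p = 1.1e-06). These 3 genes take part in the ATF4 stress response, of which none of 22 genes rose and 13 fell (none and 14 adjusted over the list alone). The set was lower at an adjusted p of 1.4e-06, and 0.0056 with an estimated correlation. Of 12 heat shock protein genes, none rose and 6 fell (none and 6 adjusted over the list alone), with an adjusted p of 5.3e-04 and 0.032 with an estimated correlation. Of 30 cell cycle genes, 17 rose and none fell (18 and none adjusted over the list alone), with an adjusted p of 1.8e-04 and adjusted p = 0.245 with an estimated correlation. Ttk was higher by 0.33 (standard error 0.06, adjusted p = 1.7e-05). These shared effects were small, and 2 genes differed by 2-fold, E2f2 (1.12) and Cst6 (-1.04), which are named here after their values were seen. Signals of E2f2 in these groups ran from 28.9 to 85.9 and those of Cst6 from 20.7 to 87.8, partly below the filter's value of 41.2. The count of 2 genes was 63 with no filter on low signals, 8 with all probe sets, 1 with the mean of a gene's probe sets, and 0 in the top 25% of probe sets and with the 25th percentile of all signals added, where 0 genes were 2-fold and 3621 and 4597 differed at any size at an unadjusted p under 0.05. It was 4 without TS3-C1-7 replicate 2, and 1 without TS1-ASO replicate 2, TS1-C1-7 replicate 4, TS2-ASO replicates 2 or 3, TS2-C1-10 replicate 1, TS3-ASO replicates 3 or 4, or TS3-C1-7 replicate 1.
The effect of C1 differed between the 3 sequences in 1302 genes, 11.7% of those tested, at an adjusted p under 0.05 from the F-test of limma. In 1012 of these the effects had opposite signs in some pair of sequences. Analogs that scaled their parents' changes by 1 factor would also differ in this test, because the parents changed partly different genes. C1 also sits at position 10 in TS2-C1-10 and at position 7 in the others. The F-test therefore cannot tell whether C1 itself acts differently by sequence. Nfkbia was lower by -0.50 with TS1-C1-7, by -0.34 with TS2-C1-10 and by -0.01 with TS3-C1-7, and these effects differ (adjusted p = 2.4e-05). The effects on Ppp1r15a, -0.16, -0.38 and -0.36, differ as well (adjusted p = 0.0274). Those on Nupr1 (-0.19, -0.44 and -0.47, adjusted p = 0.0531), Ddit3 (-0.24, -0.28 and -0.32, adjusted p = 0.8627) and Ttk (0.27, 0.34 and 0.38, adjusted p = 0.8675) did not pass this test. Median centring of the arrays lowered the count of 1302 genes to 13, while quantile normalization and centring on the genes tested did not move it markedly.

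**Figure D5:**
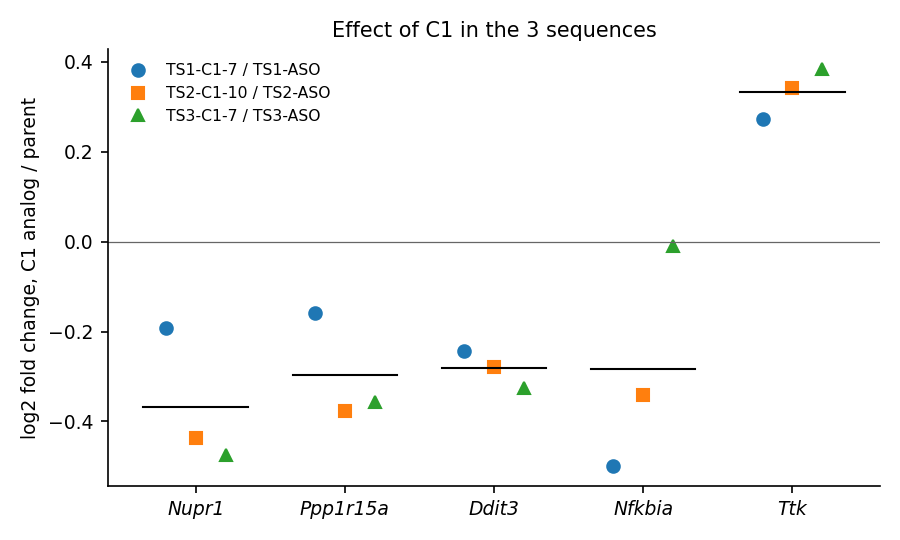
Log2 fold change of each C1 analog against its parent ASO (vertical axis) for 5 genes, with 1 point per sequence and a line at the effect shared by the 3 sequences. For Ddit3 and Ttk the points lie close together, and for Nfkbia they run from -0.50 to -0.01.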

Based on these results, we inferred that hybridization with complementary RNAs does not strongly affect the decreased hepatotoxicity of gapmer ASOs. 

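Summed in the same way over the genes above the control, such as Cxcl10 with TS1-ASO, the index of rises was 2739 for TS1-ASO, 2428 for TS1-C1-7, 2128 for TS1-T1-5 and 2259 for TS1-G1-6. It was 2687 for TS2-ASO and 2072 for TS2-C1-10, and 2262 for TS3-ASO and 1962 for TS3-C1-7. These sums were not tested and include the scatter of unchanged genes. The paper sets the decrease of the index of down-regulated genes with each analog beside the larger decrease of serum AST and ALT in mice, and states that there is no clear correlation between the 2 changes. It also reports no clear correlation of reduced hepatotoxicity with changes in melting temperature, and from these results it infers that hybridization with complementary RNAs does not strongly affect the decreased hepatotoxicity.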

As mentioned above, gapmer ASO-mediated hepatotoxic effects can be classified conceptually as hybridization-dependent and -independent (Supplementary Figure S1). We speculated that the nucleobase modifications used in the present study mainly reduced the hybridization-independent toxicity of the LNA gapmers rather than the hybridization-dependent toxicity.

Here, we identified nucleobase derivatives capable of reducing the hepatotoxicity of LNA gapmer ASOs. Among the 17 nucleobase derivatives, C1 (5-hydroxycytosine), T1 (2-thiothymine), and G1 (8-bromoguanine) considerably reduced the hepatotoxicity of the LNA gapmers. C1 is a product of DNA oxidation (35), but an LNA gapmer containing three C1 residues exhibits a high antisense effect against hepatitis C virus RNA (36). T1 has been used to avoid forming wobble-type T:G mismatch base pairs (37); however, the replacement of the oxygen atom at the 2-position to a larger and more hydrophobic sulfur atom affects the interaction of the ASOs with proteins. In fact, a report showed that the T1 nucleotide demonstrates a higher recognition capacity by polymerase than natural thymidine (38). Additionally, G1 prefers a non-canonical syn conformation due to steric repulsion between the C8-bromine atom and the 4′-oxygen atom in the anti-isomer, possibly resulting in changes in the higher-order structures of ASOs (39). Recently, investigators at Ionis Pharmaceuticals and their collaborators performed X-ray crystallography of a PS-modified ASO complexed with the transcription factor positive cofactor 4 (PC4), demonstrating the feasibility of various interactions between ASO nucleobases and proteins (40). Additionally, they found that substitution of specific nucleotides in the ASOs with abasic nucleotides significantly altered their affinity for PC4 (41). These findings suggest that the observed reductions in hepatotoxicity by the nucleobase-modified LNA gapmers in the present study may have been due to altered interactions between the LNA gapmers and unknown proteins involved in hepatotoxicity according to each derivative.

Burdick *et al.* (7) showed that ASOs harboring TGC/TCC motifs were more likely to bind to hepatocellular proteins and induce hepatotoxicity. However, most of the gapmers harboring TGC and/or TCC motifs designed in the present study (89 of 94 gapmers) did not induce hepatotoxicity (Supplementary Table S1), suggesting that the presence of these motifs does not necessarily contribute to hepatotoxicity in the absence of complementarity to any mRNAs. Other studies also proposed that hepatotoxicity can be induced by interaction of gapmer ASO with some proteins (13–15). Although studies have shown that hepatotoxicity can be reduced by chemical modifications of sugar residues or internucleotide linkages, the number of effective modification sites was limited. For sugar modifications, single 2′-O-methyl modification at gap position two from the 5′-side reduced protein binding and substantially decreased ASO hepatotoxicity (13). Furthermore, replacing one PS linkage with alkylphosphonates at gap position two or three from the 5′-side reduces ASO hepatotoxicity (12). Additionally, chemical modification at the 5′-side strongly affect the interaction between proteins and the modified gapmer ASO (42). In the present study, we found that the application of the nucleobase-modification technology was not limited at a particular site of ASOs, and multiple modifications could decrease ASO hepatotoxicity synergistically. However, further exploratory studies are warranted since the mechanism underlying the observed reduction in hepatotoxicity following nucleobase modifications might differ from those reported previously, and specifically those involving introduction of sugar or linkage modifications near the 5′-side.

Based on the above, we propose a designing principle for gapmer ASOs to avoid hepatotoxicity. To reduce hybridization-dependent as well as -independent toxicity, multiple approaches can be combined. For example, toxicity via hybridization-dependent effects can be avoided by optimizing the sequences of gapmer ASOs using *in silico* analysis. Moreover, we previously showed that hybridization-dependent off-target effects can be reduced by appropriately regulating the length of ASOs (43). In the present study, introduction of modified nucleobases effectively reduced the hepatotoxicity of gapmer ASOs possibly via hybridization-independent effects. In particular, C1, G1 and G2 were particularly promising, with T1 recommended for introduction depending on the sequence. Furthermore, the results suggested no limitations on the target position for modification, and that multiple modifications would be more effective. Of the 17 nucleobase derivatives investigated in this study, 13 containing C1, G1, G2 and T1 are commercially available. These results support the concept that chemical modification of nucleobases is effective at reducing the toxicity of not only ASOs but also other nucleic acid-based drug candidates, such as splice-switching oligonucleotides and anti-microRNA oligonucleotides. This technology could further contribute to the development of oligonucleotide therapeutics and serve as a useful tool to elucidate the mechanisms associated with gapmer hepatotoxicity.

## DATA AVAILABILITY

All data are available in the main text or the supplementary materials. The microarray data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/geo (accession number: GSE197166).

## Supplementary Material

gkac562_Supplemental_File Click here for additional data file.

# Supplementary material for: Identification of nucleobase chemical modifications that reduce the hepatotoxicity of gapmer antisense oligonucleotides
**Source:** Nucleic Acids Res. 2022 Jul 8;50(13):7224–34. doi: 10.1093/nar/gkac562
**Supplement:** gkac562_Supplemental_File

[Supplementary Data]

## **Identification of nucleobase chemical modifications that reduce the hepatotoxicity of gapmer antisense oligonucleotides**

Tokuyuki Yoshida<sup>1†</sup>, Kunihiro Morihiko<sup>2,3,†</sup>, Yuki Naito<sup>4,5</sup>, Atsushi Mikami<sup>2</sup>, Yuuya Kasahara<sup>2,3</sup>, Takao Inoue<sup>1\*</sup>, and Satoshi Obika<sup>2,3,\*</sup>

† Joint Authors.

## MATERIAL AND METHODS

### **Cell culture and transfection with ASOs**

The mouse hepatic cell line, NMuLi was obtained from the American Type Culture Collection (ATCC; Manassas, VA). The cells were maintained at 37 °C and 5% CO<sub>2</sub> in Dulbecco's Modified Eagle's Medium (Sigma-Aldrich, St. Louis, MO, USA) supplemented with 10% heat-inactivated fetal bovine serum and antibiotics. NMuLi cells were seeded in 12-well plates (Corning; Corning, NY, USA) at  $1.5 \times 10^4$  cells/well (n = 4/group) and transfected with the ASOs at concentrations of 10 nM using Lipofectamine® 2000 (Invitrogen, Gaithersburg, MD, USA) according to the manufacturer's protocol. Cells treated with transfection reagent in the absence of ASO were used as a control. After a further 24 h, total RNA was isolated using a Qiagen RNeasy Mini Kit (Qiagen, Valencia, CA, USA) according to the manufacturer's instructions.

### **Microarray analysis**

Genome-wide expression analysis was performed using GeneChip™ Mouse Genome 430 2.0 Array (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer's instructions. The scanned data were processed for signal values using Microarray Suite 5.0 software (Affymetrix, CA, USA). Based on the calculated signal value, the ratio of gene expression changes was calculated for all genes in the ASO groups (n=4) compared with the control group (n=4). Genes with sufficient hybridization signals to be called "present" in at least three of four trials were used in this study.

**Table S1. Properties of the LNA gapmers used in the hepatotoxicity screening.** All oligonucleotides were fully modified with phosphorothioate linkages. Gap DNA and LNA are indicated in black and green font, respectively. C57/BL6 mice (n = 2 animals per group) were intravenously injected at a dose of 20 mg/kg. Ninety-six hours post injection, AST/ALT levels were determined. The RNA melting temperatures ( $T_m$ ) of the LNA gapmer ASOs were estimated using the "LNA oligo  $T_m$  prediction tool", a program developed by Exiqon (QIAGEN).

Table S1 (Continued).

69

Table S1 (Continued).

70

71

Table S1 (Continued).

Table S1 (Continued).

Table S1 (Continued).

**Table S2. TS-ASO sequences and their on-target mRNA transcripts.** All oligonucleotides were fully modified with phosphorothioate linkages. Gap DNA and LNA are indicated in black and green font, respectively.

86

**Table S3. Primers used in the study for qRT-PCR analysis.**

87

88

89

**Table S4. Effect of nucleobase modification on the hepatotoxicity of TS-ASO.<sup>a</sup>**

90

91

Table S4 (Continued).

**Table S4 (Continued).**

96

97

98

99

100

<sup>a</sup>C57BL/6J mice were intravenously injected with TS-ASO or TS-ASO analogues with nucleobase modification at doses of 20 mg/kg. Ninety-six hours post injection, levels of serum AST, serum ALT were measured. \*Mice were euthanised due to decreased spontaneous movement or died within 96 hours post administration.

**Table S5. The index of overall changes for down-regulated genes classified up to  $d=2$  and the extent of reduction of hepatotoxicity (AST and ALT values) of nucleobase modified gapmer ASOs.**

<sup>a</sup>The index was quantified by taking the logarithm of the ratio of gene expression changes and calculating the sum of the absolute value of it.

**Table S6. The therapeutic index of TS6-ASO and TS6-ASO with nucleobase modification.<sup>a</sup>**

<sup>a</sup>TI: The ratio of the toxic dose (TD) to the effective dose (ED<sub>50</sub>: the on-target gene expression was down-regulated to 50% of the level in the control group). TI-1: TD-1/ED<sub>50</sub>. TI-2: TD-2/ED<sub>50</sub>. TD-1: The dose that produces the >100 U/L elevation in the serum AST or ALT. TD-2: The dose concentration at which half the mice died.

116      **Table S7. The  $T_m$  values of TS-ASOs or nucleobase-modified TS-ASOs used in this study.<sup>a</sup>**

117

118

Table S7 (Continued).

Table S7 (Continued).

123

124

125

126

127

<sup>a</sup>All samples contained 4  $\mu$ M each strand, 10 mM sodium phosphate buffer (pH 7.2), and 100 mM NaCl. <sup>b</sup>The  $T_m$  value given is the average of the  $T_m$  values of three independent measurement. <sup>c</sup> $\Delta T_m$  values were calculated relative to the  $T_m$  values of the unmodified DNA/RNA duplexes.

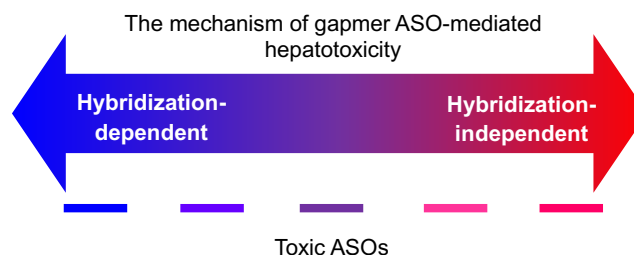

**Figure S1. Schematic representation of screening of LNA gapmer ASOs.** Mechanisms of gapmer ASO-mediated hepatotoxicity. Blue and red indicate hybridization-dependent and -independent mechanisms, respectively. Purple indicates a combination of hybridization-dependent and -independent mechanisms.

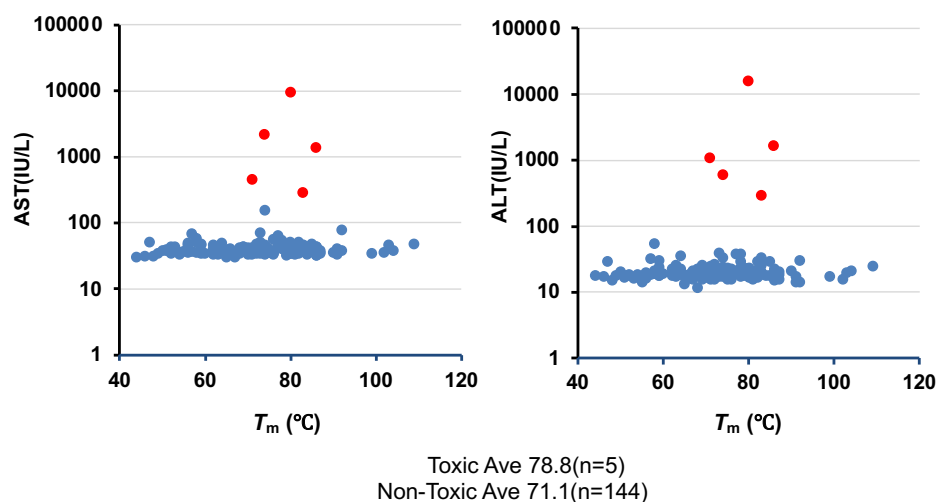

**Figure S2. Correlation between hepatotoxicity and T<sub>m</sub> values of 149 LNA gapmers.** Scatter plot. Logarithmic levels of serum AST (upper panels) and serum ALT (lower panels) are shown on the horizontal axis and predicted T<sub>m</sub> values of the duplex formed between the LNA gapmer and RNA complement are shown on the vertical axis. The red dots indicate five TS-ASOs with serum AST and ALT levels over 100 U/L. The blue dots indicate the other 144 LNA gapmers with serum AST and ALT levels below 100 U/L.

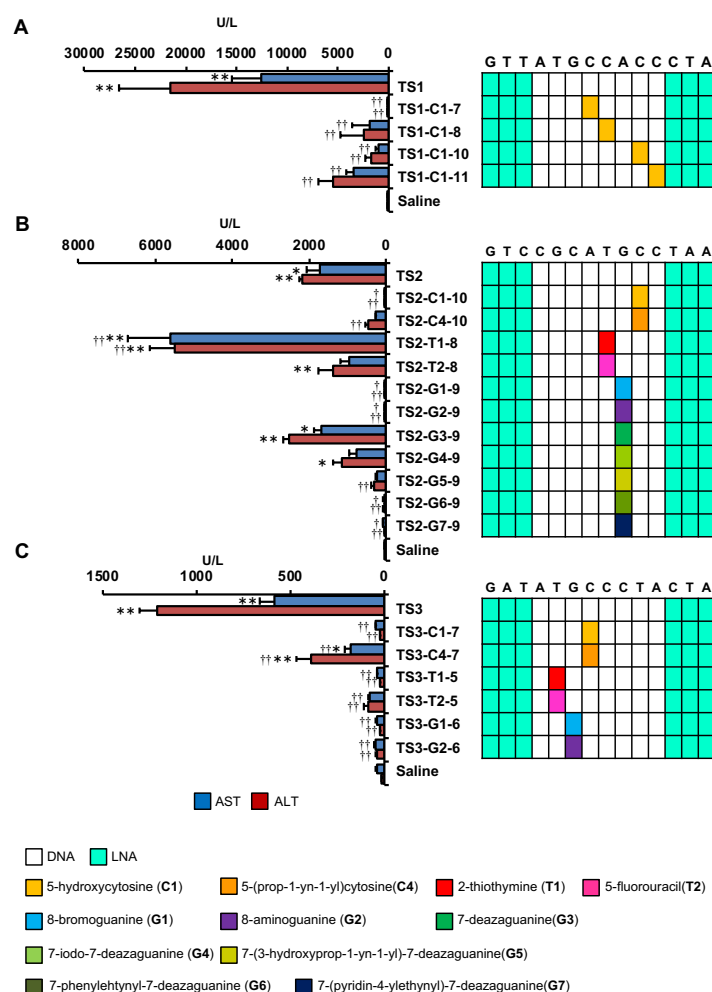

**Figure S3. Effects of nucleobase modification on TS-ASOs hepatotoxicity and gene expression.** Hepatotoxicity of TS1-ASO and TS1-ASO analogues with C1 (A), the TS2-ASO series (B), and the TS3-ASO series (C). Left panel: Serum AST and ALT levels. C57BL/6J mice were intravenously injected with TS-ASO or TS-ASO analogues with nucleobase modification at doses of 20 mg/kg. Ninety-six hours post injection, serum AST and ALT levels were measured. Results are expressed as mean  $\pm$  S.E. ( $n = 4$ ). Asterisks indicate a significant difference compared with that of the control group ( $**p < 0.01$ ,  $*p < 0.05$ ). Daggers indicate a significant difference compared with that of the parent TS-ASO-treated group ( $\dagger\dagger p < 0.01$ ,  $\dagger p < 0.05$ ). Right panel: Schematic of the parent TS-ASO and TS-ASO with nucleobase modifications in the gap region. (D) Scatter plots from microarray analysis of the cells treated with TS2-ASO, TS2-C1-10, TS3-ASO, and TS3-C1-7. The multiplied fluorescence intensity of control group is shown on the horizontal axis, and the proportion of change in gene expression as the results of introduction of each ASO (expressed logarithmically) is shown on the vertical axis.  $d$ : Distance; The total number of mismatches, insertions, or deletions between the ASO and complementary RNA sequences. Red dots:  $d=0$  genes, which have perfect complementarity. Orange dots:  $d=1$  genes. Light green dots:  $d=2$  genes. Gray dots:  $d \geq 3$  genes. (E) The relationship between hepatotoxicity (AST and ALT values) and the index of overall down-regulation. The levels of serum AST and ALT in mice treated with TS2-ASO or TS2-C1-10, TS3-ASO or TS3-C1-7 are shown on the vertical axis. The index of overall changes for down-regulated genes classified up to  $d = 2$  in the cells treated with TS2-ASO or TS2-C1-10, TS3-ASO or TS3-C1-7 is shown on the horizontal axis. The index was quantified by taking the logarithm of the ratio of gene expression changes and calculating the sum of the absolute value of it (see a conceptual diagram of the index in Fig. S4). Blue plot indicates parent ASO, and each color indicates each TS-ASO analogues with nucleobase modification.

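Xaf1 and Usp18, both interferon-induced, rose in cells treated with TS2-ASO, and Usp18 was lower with TS2-C1-10 than with TS2-ASO. Against the control, TS2-ASO raised Xaf1 by 4.56 (standard error 0.20, adjusted p = 2.3e-22), Usp18, which encodes a negative regulator of interferon signalling, by 4.39 (standard error 0.21, adjusted p = 2.6e-21) on the log2 scale. The signal of the interferon-inducible GTPase gene Gbp2 was 17.5 ± 11.5 in the control and 217.7 ± 54.1 with TS2-ASO (SD, n = 4 each), and its control signal and that of Usp18 (32.1) lie below the filter's value of 41.2, so the sizes of these rises are poorly defined. Of the 18 interferon response genes, 13 rose and none fell (13 and none adjusted over the list alone), with an adjusted p of 2.8e-04 and adjusted p = 0.1534 with an estimated correlation. Of the 30 cell cycle genes, none rose and 22 fell (1 and 22 adjusted over the list alone), with an adjusted p of 1.1e-04 and adjusted p = 0.2894 with an estimated correlation. The proliferation marker Mki67 had a log2 fold change of -1.02, and Cenpf one of -1.04 with 1 TS2-ASO array at 938.6 apart from the others at 699.9 to 740.2. The largest falls included Rps6kc1 (-3.64, to a signal of 16.9) and the corepressor gene Tle4 (-3.34). In all, 497 genes rose and 813 fell 2-fold with TS2-ASO, and 240 rose and 361 fell with TS2-C1-10.
Compared with TS2-ASO directly, TS2-C1-10 differed by 2-fold in 26 genes (0.23%), a count of 58 with no filter on low signals, 80 with all probe sets and 13 under median centring. Usp18 was lower by -1.43 (standard error 0.21, adjusted p = 1.6e-06), with 1 TS2-C1-10 array at 280.9 apart from the others at 237.6 to 239.8. Gbp2 was lower by -1.51 (standard error 0.35, adjusted p = 0.0011) and Ifit3 by -0.86 (standard error 0.18, adjusted p = 4.3e-04). Of the interferon response genes, none rose and 7 fell (none and 9 adjusted over the list alone), with an adjusted p of 8.7e-05 and adjusted p = 0.0729 with an estimated correlation. Neither interferon call held in the top 25% of probe sets by mean signal. Of the cell cycle genes, 18 rose and none fell (19 and none adjusted over the list alone), with an adjusted p of 2.1e-04 and adjusted p = 0.3604 with an estimated correlation. Of the ATF4 stress response genes, 1 rose and 10 fell (2 and 12 adjusted over the list alone), with an adjusted p of 4.1e-04 and adjusted p = 0.0729 with an estimated correlation. Rps6kc1 stood at 42 ± 13.9 with TS2-C1-10 and 16.9 ± 5.2 with TS2-ASO (SD, n = 4 each), both low signals, and its call as higher ended when the arrays of these groups were fitted alone. The epithelial adhesion gene Epcam had a signal of 77.5 ± 23.3 with TS2-ASO and 8.2 ± 4.5 with TS2-C1-10 (SD, n = 4 each), the second close to background.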

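Cells treated with TS3-ASO had more RNA of ATF4 stress response and cholesterol genes than control cells, and both lists were lower with TS3-C1-7 than with TS3-ASO. TS3-ASO raised Anxa10, an annexin gene, by 3.10 (standard error 0.08, adjusted p = 1.6e-29) and the angiotensinogen gene Agt by 3.69 (standard error 0.48, adjusted p = 1.3e-08) on the log2 scale, Agt from a low control signal of 34.7. Chst15 fell by 4.20 (standard error 0.37, adjusted p = 9.2e-13) to a signal of 22.5 and Zeb1, which encodes a repressor of epithelial genes, by 3.29 (standard error 0.13, adjusted p = 6.5e-24). In all, 309 genes rose and 679 fell 2-fold, and with TS3-C1-7 177 rose and 381 fell. Of the 22 ATF4 stress response genes, 15 rose and 3 fell (15 and 4 adjusted over the list alone), among them Ddit3 (1.87), Trib3 (1.63) and Nupr1 (1.50), with an adjusted p of 2.1e-04 and 0.0415 with an estimated correlation. Of 20 genes of cholesterol synthesis and uptake, 16 rose and 1 fell (16 and 1 adjusted over the list alone), with Mvd at 0.71, an adjusted p of 5.2e-05 and 0.0415 with an estimated correlation. Of 13 lysosome genes, 12 rose and none fell (12 and none adjusted over the list alone), among them Mcoln1 (1.10), Gusb (0.83) and Npc2 (0.69), with an adjusted p of 1.3e-05 and adjusted p = 0.0724 with an estimated correlation. Of the 30 cell cycle genes, none rose and 26 fell (none and 26 adjusted over the list alone), with Cenpe at -1.30, an adjusted p of 9.4e-07 and adjusted p = 0.1967 with an estimated correlation. Vcam1 and the NF-kB inhibitor gene Tnfaip3 had log2 fold changes of -1.37 and -1.19, Vcam1 with 1 array at 85.2 apart from the others at 67.5 to 69.5.
Compared with TS3-ASO directly, TS3-C1-7 differed by 2-fold in 13 genes (0.12%). This count was 24, 23 and 20 without TS3-ASO replicates 1, 2 and 4 and 20 without TS3-C1-7 replicate 1. It was 52 with no filter on low signals, 45 with all probe sets, 21 with the mean of a gene's probe sets, 3 under median centring and with the 25th percentile of all signals added, and 1 with only the arrays compared. Anxa10 was lower by -0.77 (standard error 0.08, adjusted p = 1.8e-08) and Tlcd2 by -0.72 (standard error 0.12, adjusted p = 9.7e-05), Tlcd2 with 1 TS3-ASO array at 658.5 apart from the others at 601.2 to 608.2. Of the ATF4 stress response genes, none rose and 7 fell (none and 10 adjusted over the list alone), with an adjusted p of 1.5e-06 and 0.0062 with an estimated correlation. Of the cholesterol genes, 1 rose and 8 fell (1 and 13 adjusted over the list alone), with the same adjusted p of 1.5e-06 and of 0.0062 with an estimated correlation. Of the lysosome genes, none rose and 7 fell (none and 7 adjusted over the list alone), with an adjusted p of 1.1e-05 and adjusted p = 0.0773 with an estimated correlation. Of the cell cycle genes, 4 rose and none fell (9 and none adjusted over the list alone), with an adjusted p of 6.5e-05 and adjusted p = 0.3879 with an estimated correlation. The call for the cholesterol genes did not hold with the mean of each gene's probe sets. In the top 25% of probe sets by mean signal limma called 0 genes as 2-fold between analog and parent in either sequence, also at an unadjusted p under 0.05, where 3211 genes differed at any size for TS2-C1-10 and 2220 for TS3-C1-7.

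**Figure D6:**
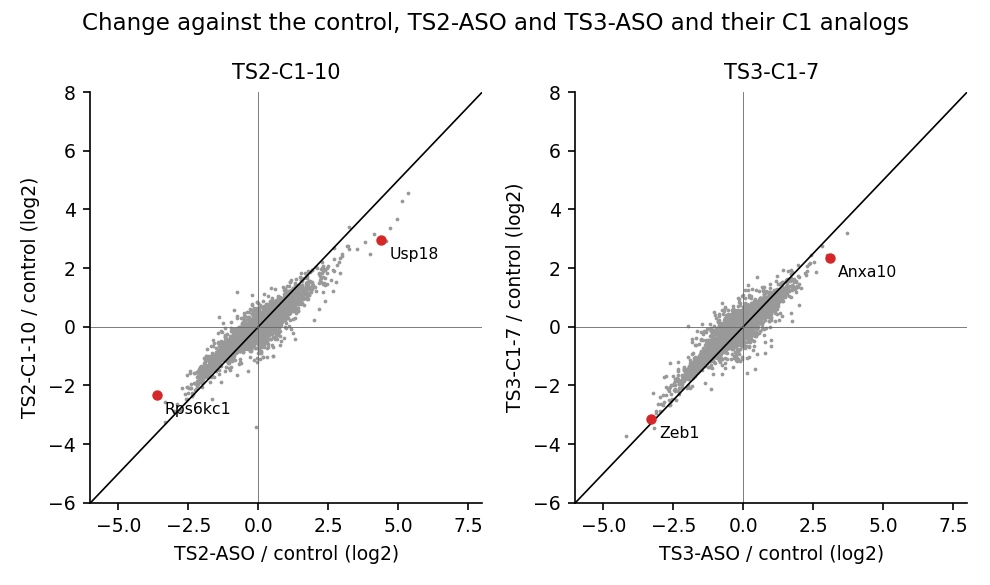
Log2 fold change of the 11172 genes tested against the control, the parent ASO on the horizontal axis and its C1 analog on the vertical axis, with a line where both are equal. Usp18, Rps6kc1 and Anxa10 lie between the line and no change, as does Zeb1 by a smaller distance.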

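The summed decrease of transcripts was smaller with both C1 analogs than with their parents. The index of down-regulated genes, over all genes below the control whatever their d, was 2740 for TS2-ASO and 1865 for TS2-C1-10. It was 2580 for TS3-ASO and 1833 for TS3-C1-7. TS2-C1-10 thus had 68.1% of the index of TS2-ASO and TS3-C1-7 had 71.1% of that of TS3-ASO (two-sided exact permutation test, p = 0.0286 for each). The difference of the indices per array lay between -1163 and -446.2 for TS2-C1-10 and between -1178 and -470.8 for TS3-C1-7 (97.1% intervals). Each of the 4 arrays of an analog was below each array of its parent. With no filter on low signals the percentages were 84.8 for TS2-C1-10 and 74.6 for TS3-C1-7, and under median centring they were 59.1 and 96.4, and in none of these did the exact test pass.

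**Figure D7:**
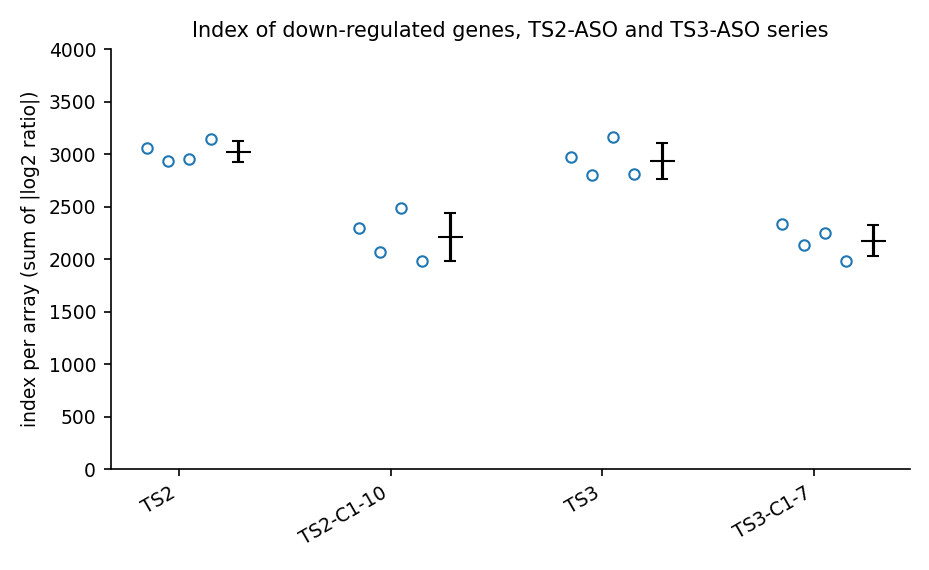
Index of down-regulated genes per array (sum of absolute log2 ratios, vertical axis) for TS2-ASO, TS3-ASO and their C1 analogs, with each of the 4 arrays as a circle and the mean with SD beside them. The means are 3025 for TS2-ASO, 2210 for TS2-C1-10, 2938 for TS3-ASO and 2178 for TS3-C1-7.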

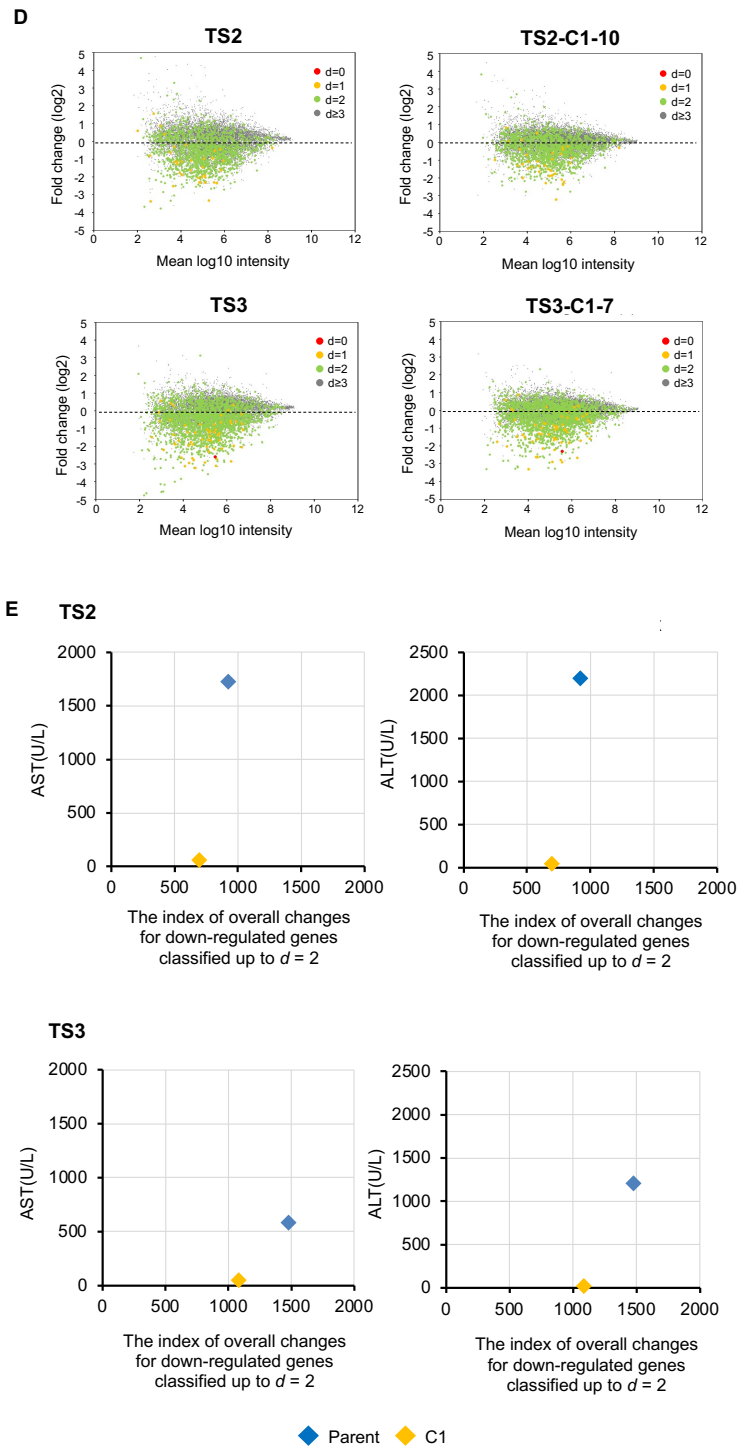

**Figure S3 (Continued).**

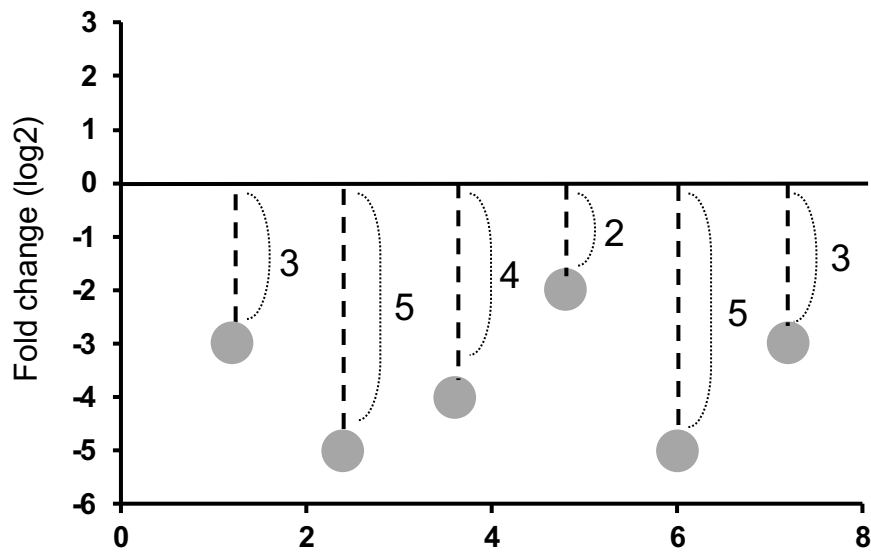

**Index of overall changes for down-regulated genes:**

The sum of the absolute values of the changes (the logarithm of the ratio) in gene expression of down-regulated genes

$$= 3 + 5 + 4 + 2 + 5 + 3$$

$$= 21$$

**Figure S4. The concept of the quantitative analysis method of the overall changes in gene expression.** Exemplified scatter plot and the calculation method of index of overall changes for down-regulated genes are shown.

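For TS1-ASO the index of down-regulated genes combines large falls such as that of Arhgap5 with the scatter of genes that do not change. Groups simulated as unchanged, with the spread of each gene between replicate arrays, had a mean index of 678.9 (645.5 to 715.3 in 100 draws). This is 21.6% of the index of TS1-ASO, and 36.4% of that of TS2-C1-10.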

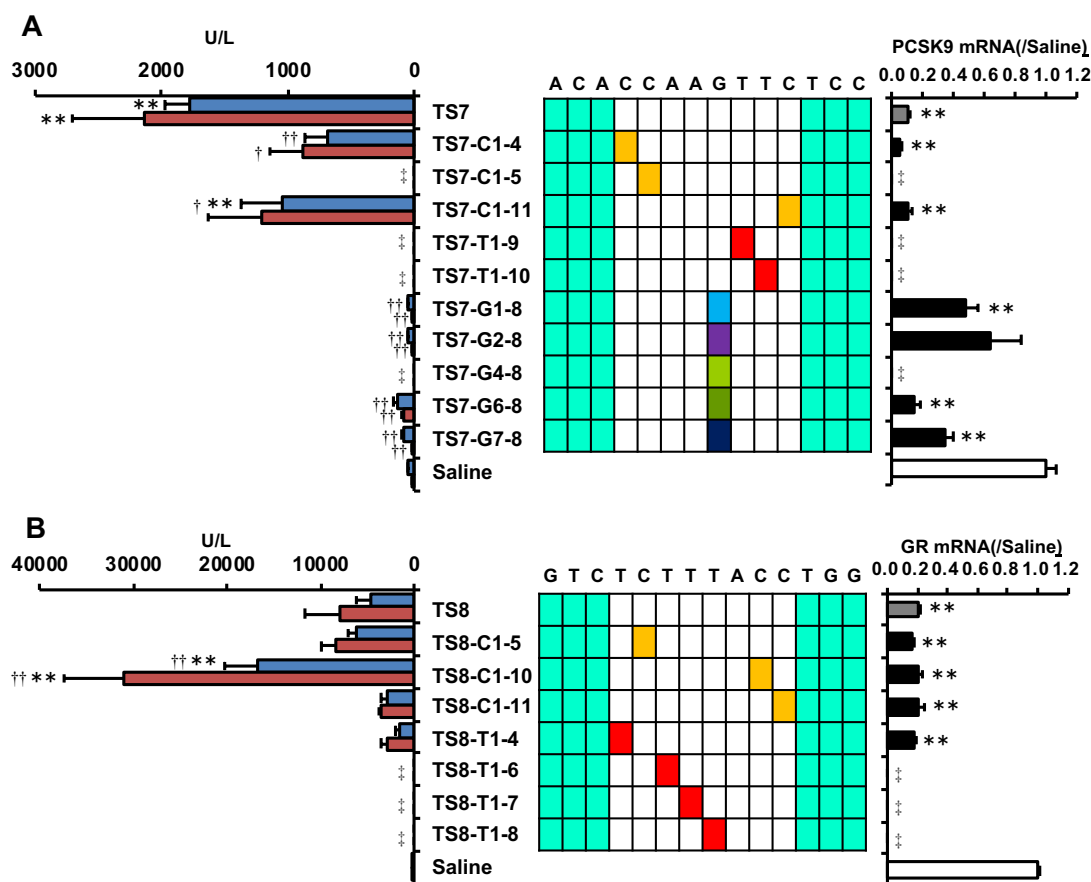

**Figure S5. Effect of nucleobase modification on TS-ASO hepatotoxicity and on-target activity.** Hepatotoxicity of the TS7-ASO series (A), TS8-ASO series (B), TS9-ASO series (C), and TS10-ASO series (D). Left panel: Serum AST and ALT levels. Right panel: On-target activity. C57BL/6J mice were intravenously injected with TS-ASO or TS-ASO analogues with nucleobase modification at doses of 20 mg/kg. Ninety-six hours post injection, levels of serum AST, serum ALT, and Pcsk9 mRNA (TS7-ASO target) (A), GR mRNA (TS8-ASO and TS9-ASO target) (B, C), and Rbs6kb2 mRNA (TS10-ASO target) (D) were measured. ‡Mice were euthanised due to decreased spontaneous movement or dead within 96 hours post administration. Results are expressed as mean  $\pm$  S.E. ( $n = 4$ ). Asterisks indicate a significant difference compared with that of the control group (\*\* $p < 0.01$ , \* $p < 0.05$ ). Daggers indicate a significant difference compared with that of the parent TS-ASO-treated group (†† $p < 0.01$ , † $p < 0.05$ ). Middle panel: Schematic of the parent TS-ASO and TS-ASO analogues with nucleobase modifications in the gap region.

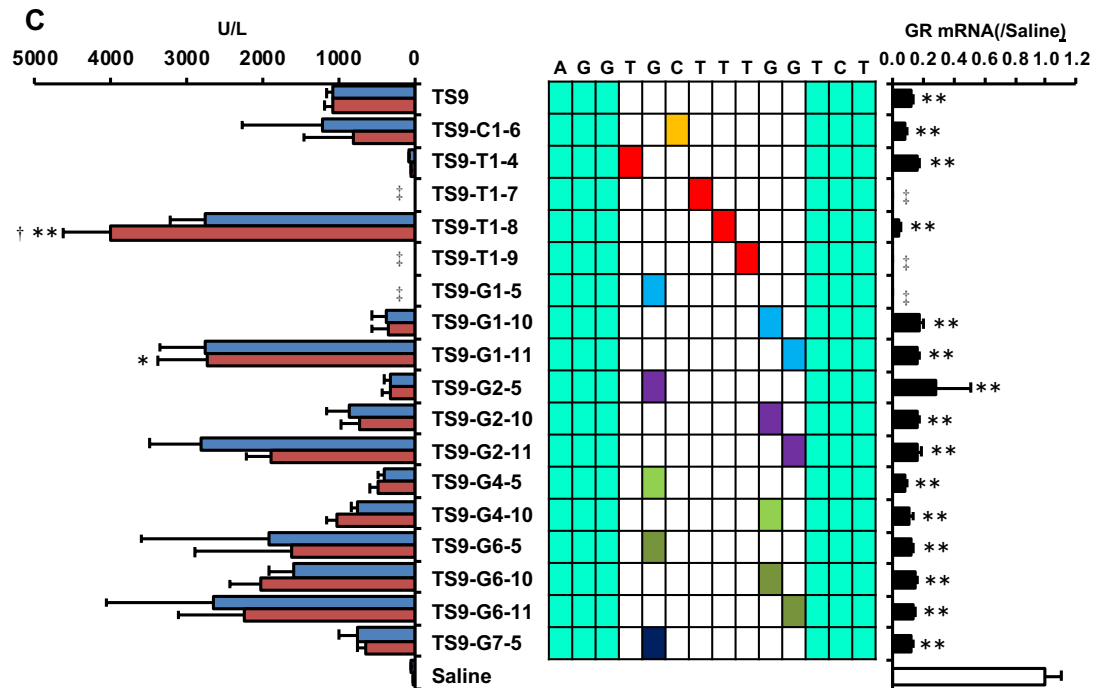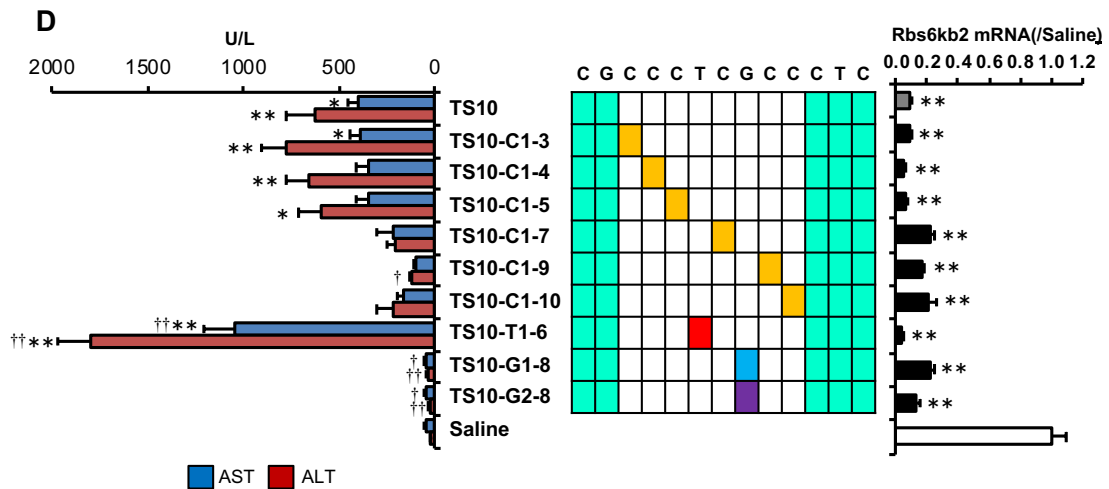

■ AST ■ ALT

□ DNA ■ LNA ■ 5-hydroxycytosine (C1) ■ 2-thiothymine (T1)

■ 8-bromoguanine (G1) ■ 8-aminoguanine (G2) ■ 7-iodo-7-deazaguanine (G4)

■ 7-phenylethynyl-7-deazaguanine (G6) ■ 7-(pyridin-4-ylethynyl)-7-deazaguanine (G7)

Figure S5 (Continued).

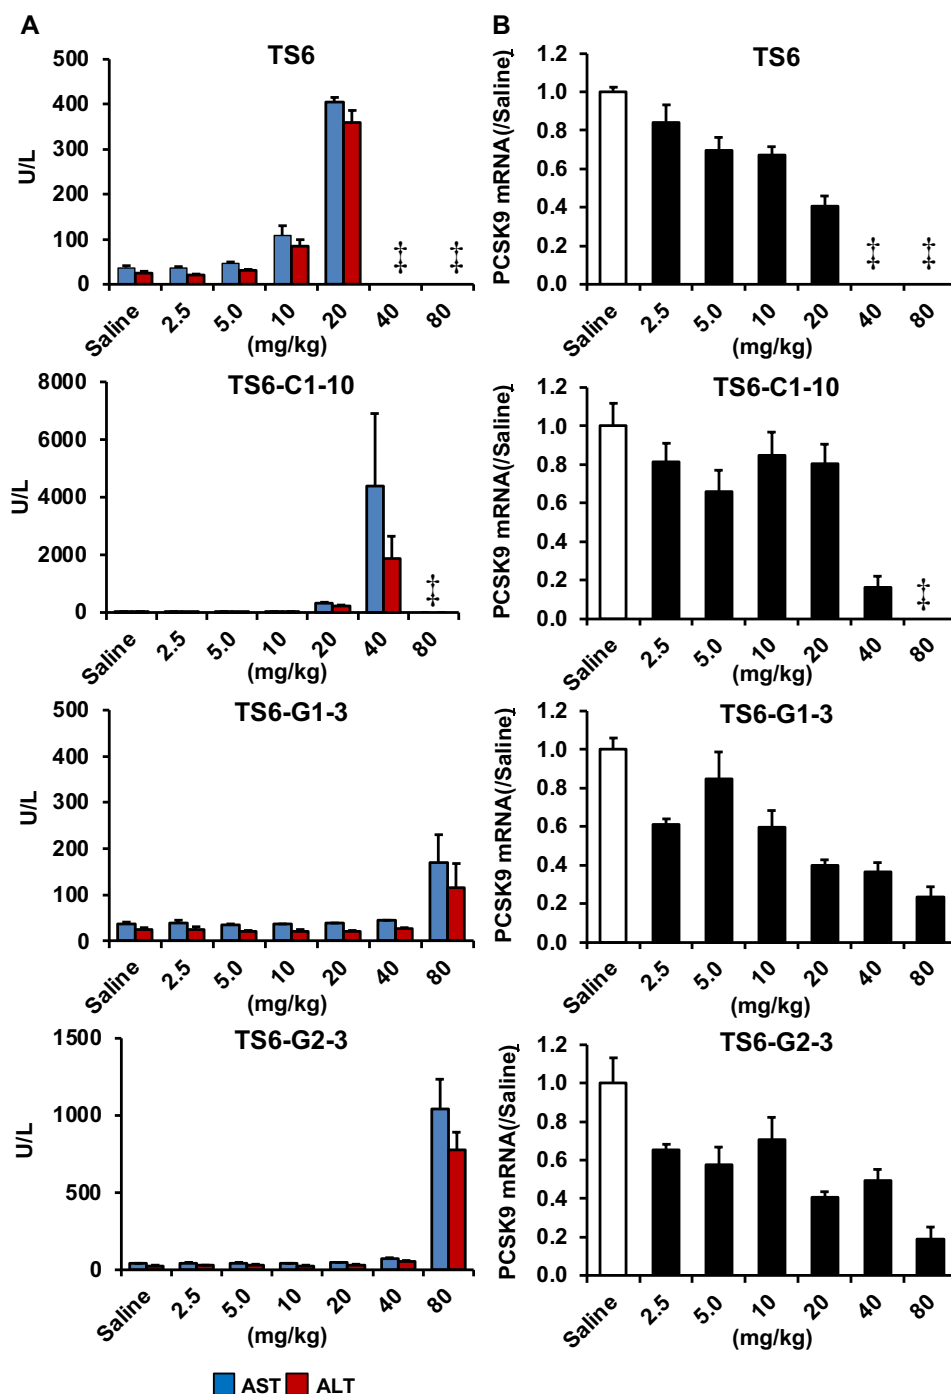

**Figure S6. The dose-responses of effect of nucleobase modification on TS6-ASO hepatotoxicity and on-target activity.** Hepatotoxicity (A) and on-target activity (B) of TS6-ASO series. C57BL/6J mice were intravenously injected with TS6-ASO or TS6-ASO analogues with nucleobase modification at doses of 2.5-80 mg/kg. Ninety-six hours post injection, levels of serum AST, serum ALT, and *Pcsk9* mRNA (TS6-ASO target) were measured. ‡Mice were euthanised due to decreased spontaneous movement or died within 96 hours post administration. Results are expressed as mean  $\pm$  S.E. ( $n = 4$ ).

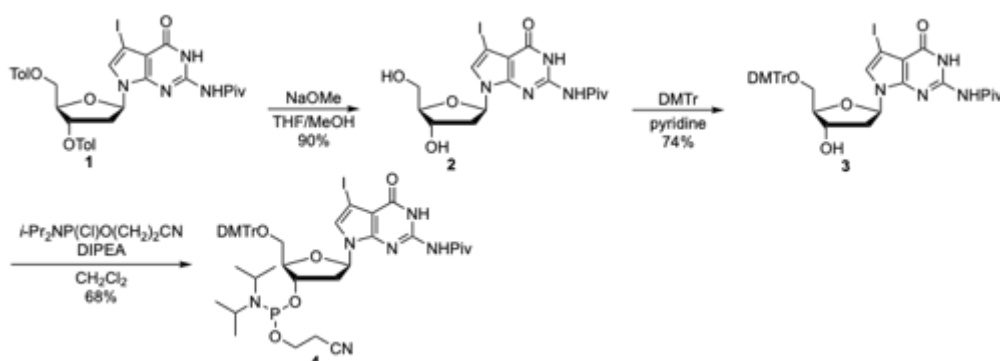

**Scheme S1.** Synthesis of G4 phosphordite.

**Synthesis of 2.** To a solution of compound **1**<sup>1</sup> (4.5 g, 6.2 mmol) in THF/MeOH (THF/MeOH=100/1, 151.5 mL) were added 1 M NaOMe (MeOH solution, 12.4 mL, 12.4 mmol) at 0°C, and the reaction mixture was stirred at 0°C for 15 min. To the reaction mixture AcOH (0.8 mL) were added at 0°C and the solvent was evaporated to dryness. The crude mixture was purified by silica gel column chromatography (CHCl<sub>3</sub>/MeOH = 9/1). Compound **2** was isolated in 90% yield (3.0 g). <sup>1</sup>H NMR (500 MHz, DMSO-*d*<sub>6</sub>) δ: 1.25 (9H, s), 2.12.13 (1H, m), 2.35-2.40 (1H, m), 3.47-3.55 (2H, m), 3.78 (1H, m), 4.31 (1H, m), 4.96 (1H, t, *J* = 5.7 Hz), 5.26 (1H, d, *J* = 3.1 Hz), 6.46 (1H, dd, *J* = 5.0 and 5.5 Hz), 7.46 (1H, s), 10.98 (1H, s), 11.93 (1H, s). <sup>13</sup>C NMR (101 MHz, DMSO-*d*<sub>6</sub>) δ: 181.18, 156.26, 147.69, 147.45, 124.41, 103.99, 87.32, 82.46, 70.96, 61.81, 55.85, 40.15, 40.02, 39.63, 26.33. HRMS calc. for C<sub>16</sub>H<sub>21</sub>IN<sub>4</sub>O<sub>5</sub>Na [M+Na]<sup>+</sup>: 499.0449; found: 499.0447.

**Synthesis of 3.** To a solution of compound **2** (0.8 g, 2.4 mmol) in pyridine (15 mL) were added 4,4-dimethoxytritylchloride (0.8 g, 2.4 mmol), and the mixture was stirred at room temperature overnight. To the reaction mixture MeOH (5 mL) was added, and the mixture was stirred for 1 h. The reaction mixture was diluted with CHCl<sub>3</sub> and washed by saturated NaHCO<sub>3</sub> (aq.) and brine, and dried over Na<sub>2</sub>SO<sub>4</sub>. The organic phase was evaporated to dryness and purified by silica gel column chromatography (CHCl<sub>3</sub>/MeOH/NEt<sub>3</sub> = 94/5/1). Compound **3** was isolated in 74% yield (1.3 g). <sup>1</sup>H NMR (300 MHz, CDCl<sub>3</sub>) δ: 1.30 (9H, s), 1.98 (1H, d, *J* = 3.4 Hz), 2.36 (1H, m), 2.44-2.49 (1H, m), 3.28 (1H, dd, *J* = 6.0 and 3.0 Hz), 3.40 (1H, dd, *J* = 6.2 and 2.6 Hz), 3.80 (6H, m), 4.04 (1H, m), 4.55 (1H, m), 6.42 (1H, t, *J* = 6.7 Hz), 6.83-6.85 (4H, m), 6.99 (1H, s), 7.22-7.25 (1H, m), 7.29-7.33 (6H, m), 7.41-7.43 (2H, m), 7.93 (1H, s), 11.69 (1H, s). <sup>13</sup>C NMR (126 MHz, CDCl<sub>3</sub>) δ: 180.12, 158.65, 157.19, 147.59, 146.61, 144.52, 135.74, 135.59, 130.18, 130.12, 128.22, 128.09, 127.09, 124.19, 113.36, 105.53, 86.76, 85.95, 83.17, 72.71, 64.09, 55.60, 55.37, 40.53, 40.27, 26.99. HRMS calc. for C<sub>37</sub>H<sub>39</sub>IN<sub>4</sub>O<sub>7</sub>Na [M+Na]<sup>+</sup>: 801.1756; found: 801.1758.

**Synthesis of 4.** To a solution of compound **3** (0.5 g, 0.6 mmol) in CH<sub>2</sub>Cl<sub>2</sub> (30 mL) were added *N,N*-diisopropylethylamine (0.3 mL, 1.7 mmol) and *i*-Pr<sub>2</sub>NP(Cl)O(CH<sub>2</sub>)<sub>2</sub>CN (0.3 mL, 1.2 mmol),

and the mixture was stirred at room temperature for 1 h. The reaction mixture was washed by saturated  $\text{NaHCO}_3$  (aq.) and brine, dried over  $\text{Na}_2\text{SO}_4$ . The organic phase was evaporated to dryness and purified by silica gel column chromatography (Hexane/AcOEt/ $\text{NEt}_3$  = 10/9/1). Compound **4** was isolated in 68% yield (0.4 g).  $^{31}\text{P}$  NMR (122 MHz,  $\text{CDCl}_3$ )  $\delta$ : 148.32, 147.94.  $^1\text{H}$  NMR (300 MHz,  $\text{CDCl}_3$ )  $\delta$ : 1.11-1.21 (13H, m), 1.28 (9H, s), 2.42-2.57 (2H, m), 2.67 (1H, m), 3.23-3.34 (2H, m), 3.53-3.75 (3H, m), 3.79 (6H, s), 3.82-3.89 (1H, m), 4.23 (1H, m), 4.59-4.68 (1H, m), 5.29 (2H, s), 6.39-6.45 (1H, m), 6.83 (4H, m), 7.05 (1H, m), 7.20-7.34 (7H, m), 7.42-7.44 (2H, m), 8.15 (0.5H, s), 8.36 (0.5H, s), 11.77 (1H, s).  $^{13}\text{C}$  NMR (126 MHz,  $\text{CDCl}_3$ )  $\delta$ : 180.07, 179.78, 158.68, 157.05, 156.96, 147.47, 147.39, 146.65, 146.52, 144.56, 135.80, 135.75, 135.65, 135.59, 130.26, 130.18, 130.12, 128.30, 128.22, 128.07, 127.07, 124.16, 124.12, 117.62, 113.34, 105.83, 105.77, 86.71, 86.68, 85.50, 85.46, 85.40, 83.84, 83.48, 77.37, 74.60, 74.41, 73.90, 73.74, 63.84, 63.74, 58.61, 58.42, 58.39, 58.21, 55.65, 55.39, 43.39, 43.35, 43.26, 43.23, 40.33, 40.28, 40.18, 40.14, 39.80, 39.77, 27.07, 27.02, 24.73, 24.65, 20.54, 20.49, 20.43, 20.36. HRMS calc. for  $\text{C}_{46}\text{H}_{56}\text{IN}_6\text{O}_8\text{PNa}$   $[\text{M}+\text{Na}]^+$ : 1001.2834; found: 1001.2833.

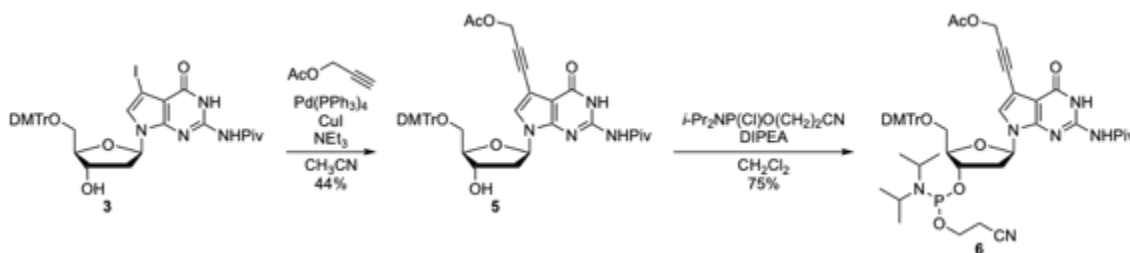

**Scheme S2.** Synthesis of G5 phosphoramidite.

**Synthesis of 5.** To a solution of compound **3** (0.1 g, 0.1 mmol) in MeCN (2.5 mL) were added CuI (4.0 mg, 0.01 mmol), NEt<sub>3</sub> (0.09 mL, 0.7 mmol), 2-propynyl acetate (0.02 g, 0.2 mmol) and tetrakis(triphenylphosphine)palladium(0) (0.02 mg, 0.01 mmol), and the mixture was stirred at 80°C for 2 h. The reaction mixture was filtrated through Celite pad and evaporated to dryness. The crude mixture was purified by silica gel column chromatography (CHCl<sub>3</sub>/MeOH/NEt<sub>3</sub> = 98/1/1) and amino silica gel chromatography (CHCl<sub>3</sub>/MeOH/NEt<sub>3</sub> = 98/1/1). Compound **5** was isolated in 44% yield (0.08 g). <sup>1</sup>H NMR (300 MHz, CDCl<sub>3</sub>) δ: 1.30 (9H, s), 2.10 (3H, s), 2.17 (1H, d, *J* = 3.2 Hz), 2.36-2.40 (2H, m), 3.26 (1H, dd, *J* = 10.1 and 5.6 Hz), 3.39 (1H, dd, *J* = 9.8 and 4.4 Hz), 3.79 (6H, s), 4.03 (1H, dd, *J* = 8.3 and 5.0 Hz), 4.52 (1H, m), 4.92 (2H, s), 6.40 (1H, t, *J* = 6.7 Hz), 6.82-6.85 (4H, m), 7.08 (1H, s), 7.20-7.25 (1H, m), 7.29-7.32 (6H, m), 7.40-7.43 (2H, m), 8.04 (1H, s), 11.74 (1H, s). <sup>13</sup>C NMR (101 MHz, CDCl<sub>3</sub>) δ: 179.99, 170.74, 158.68, 156.88, 147.25, 147.14, 144.64, 135.74, 135.67, 130.13, 128.22, 128.07, 127.07, 124.16, 113.34, 105.07, 100.09, 86.70, 85.75, 84.74, 83.00, 79.36, 72.60, 64.07, 55.34, 53.59, 40.30, 40.20, 27.05, 20.97. HRMS calc. for C<sub>42</sub>H<sub>44</sub>N<sub>4</sub>O<sub>9</sub>Na [M+Na]<sup>+</sup>: 771.3001; found: 771.3002.

**Synthesis of 6.** To a solution of compound **5** (0.3 g, 0.4 mmol) in CH<sub>2</sub>Cl<sub>2</sub> (20 mL) were added *N,N*-diisopropylethylamine (0.2 mL, 1.0 mmol) and *i*-Pr<sub>2</sub>NP(Cl)O(CH<sub>2</sub>)<sub>2</sub>CN (0.1 mL, 0.4 mmol), and the mixture was stirred at room temperature for 1 h. The reaction mixture was washed by saturated NaHCO<sub>3</sub> (aq.) and brine, dried over Na<sub>2</sub>SO<sub>4</sub>. The organic phase was evaporated to dryness and purified by silica gel column chromatography (Hexane/AcOEt/NEt<sub>3</sub> = 10/9/1). Compound **6** was isolated in 75% yield (0.3 g). <sup>1</sup>H NMR (300 MHz, CDCl<sub>3</sub>) δ: 1.11-1.21 (13H, m), 1.29 (10H, s), 2.09 (3H, s), 2.37-2.46 (1H, m), 2.51 (1H, m), 2.56-2.61 (0.5H, m), 2.67 (1H, m), 3.20-3.33 (2H, m), 3.53-3.77 (3H, m), 3.79 (6H, s), 3.81-3.91 (1H, m), 4.20-4.26 (1H, m), 4.57-4.66 (1H, m), 4.92 (2H, s), 6.37-6.43 (1H, m), 6.82 (4H, m), 7.08-7.14 (1H, m), 7.21-7.24 (1H, m), 7.28-7.34 (6H, m), 7.42 (2H, m), 8.09 (0.5H, s), 8.32 (0.5H, s), 11.78 (1H, s). <sup>13</sup>C NMR (101 MHz, CDCl<sub>3</sub>) δ: 180.07, 179.78, 170.56, 158.67, 156.82, 156.74, 147.18, 147.12, 147.05, 144.66, 144.63, 135.75, 135.72, 135.69, 135.64, 130.24, 130.17, 130.14, 128.28, 128.21, 128.04, 127.04, 124.26, 117.62, 113.31, 105.31, 105.27, 100.14, 99.87, 86.63, 85.42, 84.68, 84.52, 83.86, 83.46, 79.47, 79.31, 77.36, 74.47, 74.28, 73.69, 73.53, 63.74, 63.65, 58.62, 58.44, 58.33, 58.15, 55.34,

278 53.56, 53.52, 43.41, 43.36, 43.28, 43.24, 40.33, 40.28, 39.98, 29.81, 27.07, 27.02, 24.74, 24.67,  
279 20.95, 20.56, 20.50, 20.42, 20.35.  $^{31}\text{P}$  NMR (122 MHz,  $\text{CDCl}_3$ )  $\delta$ : 148.13, 148.45. HRMS calc. for  
280  $\text{C}_{51}\text{H}_{61}\text{N}_6\text{O}_{10}\text{PNa}$   $[\text{M}+\text{Na}]^+$ : 971.4079; found: 971.4062.  
281

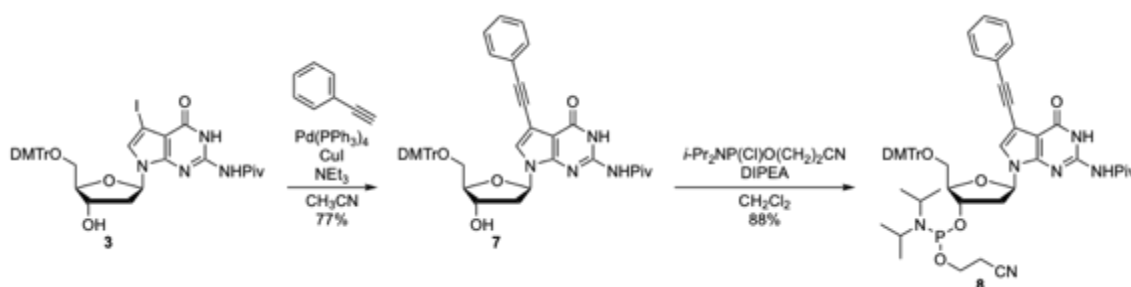

**Scheme S3.** Synthesis of G6 phosphoramidite.

**Synthesis of 7.** To a solution of compound **3** (0.2 g, 0.3 mmol) in MeCN (5 mL) were added CuI (6.0 mg, 0.03 mmol), NEt<sub>3</sub> (0.09 mL, 0.6 mmol), ethynylbenzene (0.04 mL, 0.4 mmol) and tetrakis(triphenylphosphine)palladium(0) (0.035 mg, 0.03 mmol), and the mixture was stirred at 80°C for 2 h. The reaction mixture was filtrated through Celite pad and evaporated to dryness. The crude mixture was purified by silica gel column chromatography (AcOEt/NEt<sub>3</sub> = 98/2). Compound **7** was isolated in 77% yield (0.2 g). <sup>1</sup>H NMR (300MHz, CDCl<sub>3</sub>) δ: 1.32 (9H, s), 1.92 (1H, d, *J* = 3.7 Hz), 2.40-2.48 (2H, m), 3.29 (1H, dd, *J* = 9.9 and 5.1 Hz), 3.42 (1H, dd, *J* = 10.2 and 4.5 Hz), 3.74 (6H, s), 4.05 (1H, q, *J* = 3.9 Hz), 4.55 (1H, m), 6.45 (1H, t, *J* = 6.7 Hz), 6.84 (4H, m), 7.14 (1H, s), 7.19-7.24 (1H, m), 7.28-7.34 (9H, m), 7.43 (2H, m), 7.53 (2H, m), 7.92 (1H, s), 11.70 (1H, s). <sup>13</sup>C NMR (101MHz, CDCl<sub>3</sub>) δ: 179.93, 158.69, 156.98, 147.32, 147.08, 144.61, 135.76, 135.67, 131.70, 130.16, 128.22, 128.08, 127.95, 127.10, 123.81, 123.12, 113.35, 105.05, 101.40, 91.25, 86.74, 85.77, 83.02, 82.24, 72.66, 64.08, 55.31, 40.29, 27.07. HRMS calc. for C<sub>45</sub>H<sub>44</sub>N<sub>4</sub>O<sub>7</sub>Na [M+Na]<sup>+</sup>: 775.3102; found: 775.3100.

**Synthesis of 8.** To a solution of compound **7** (0.4 g, 0.5 mmol) in CH<sub>2</sub>Cl<sub>2</sub> (20 mL) were added *N,N*-diisopropylethylamine (0.2 mL, 1.2 mmol) and *i*-Pr<sub>2</sub>NP(Cl)O(CH<sub>2</sub>)<sub>2</sub>CN (0.2 mL, 0.7 mmol), and the mixture was stirred at room temperature for 1 h. The reaction mixture was washed by saturated NaHCO<sub>3</sub> (aq.) and brine, dried over Na<sub>2</sub>SO<sub>4</sub>. The organic phase was evaporated to dryness and purified by silica gel column chromatography (Hexane/AcOEt/NEt<sub>3</sub> = 10/9/1). Compound **8** was isolated in 88% yield (0.4 g). <sup>31</sup>P NMR (162MHz, CDCl<sub>3</sub>) δ: 148.27, 147.98. <sup>1</sup>H NMR (400 MHz, CDCl<sub>3</sub>) δ: 1.13 (3H, d, *J*=6.7 Hz), 1.17-1.21 (11H, m), 1.30 (11H, s), 1.33 (1H, m), 1.66 (2H, s), 2.41-2.55 (3H, m), 2.58-2.74 (1.5H, m), 3.23-3.35 (2H, m), 3.53-3.67 (2H, m), 3.73 (8H, s), 3.76-3.89 (1.5H, m), 4.22-4.28 (1H, m), 4.60-4.68 (1H, m), 6.45 (1H, m), 6.75-6.84 (5.5H, m), 7.18-7.22 (3H, m), 7.27-7.35 (11H, m), 7.43-7.45 (2H, m), 7.50-7.53 (2H, m), 8.06 (0.5H, s), 8.29 (0.5H, s), 11.77 (1H, m). <sup>13</sup>C NMR (126 MHz, CDCl<sub>3</sub>) δ: 180.02, 179.75, 158.66, 156.93, 156.84, 147.21, 147.15, 147.03, 144.62, 135.78, 135.75, 135.71, 135.65, 131.74, 130.22, 130.15, 128.32, 128.24, 128.18, 128.05, 127.88, 127.83, 127.05, 123.94, 123.86, 123.22, 123.15, 117.64, 113.31, 105.28, 105.24, 101.43, 101.17, 91.26, 91.11, 86.64, 86.60, 85.42, 85.37, 83.84, 83.46, 82.36, 82.20, 74.46, 74.32, 73.72, 73.58, 63.83, 63.70, 58.61, 58.46, 58.35, 58.21, 55.31,

314 43.39, 43.35, 43.30, 43.24, 40.33, 40.29, 40.06, 40.03, 39.68, 39.66, 29.83, 27.11, 27.06, 24.74,  
315 24.68, 20.56, 20.51, 20.43, 20.37. HRMS calc. for  $C_{54}H_{61}N_6O_8PNa$   $[M+Na]^+$ : 975.4181; found:  
316 975.4181.  
317

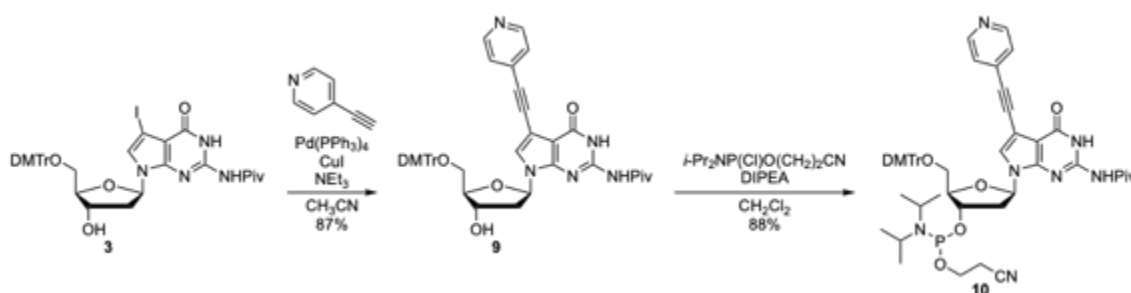

**Scheme S4.** Synthesis of G7 phosphoramidite.

**Synthesis of 9.** To a solution of compound **3** (0.1 g, 0.1 mmol) in MeCN (2.5 mL) were added CuI (2.0 mg, 0.01 mmol), NEt<sub>3</sub> (0.04 mL, 0.3 mmol), *p*-ethynylpyridine (0.02 g, 0.2 mmol) and tetrakis(triphenylphosphine)palladium(0) (0.01 mg, 0.01 mmol), and the mixture was stirred at 80°C for 2 h. The reaction mixture was filtrated through Celite pad and evaporated to dryness. The crude mixture was purified by silica gel column chromatography (AcOEt/NEt<sub>3</sub> = 98/2). Compound **9** was isolated in 87% yield (0.08 g). <sup>1</sup>H NMR (300 MHz, CDCl<sub>3</sub>) δ: 1.33 (9H, s), 2.22 (1H, d, *J* = 2.8 Hz), 2.41-2.49 (2H, m), 3.31 (1H, dd, *J* = 10.2 and 4.5 Hz), 3.41 (1H, dd, *J* = 10.1 and 4.7 Hz), 3.75 (6H, s), 4.08 (1H, m), 4.58 (1H, s), 6.42 (1H, t, *J* = 6.7 Hz), 6.82-6.85 (4H, m), 7.18-7.24 (3H, m), 7.30-7.44 (9H, m), 8.15 (1H, s), 8.55 (2H, m), 11.79 (1H, s). <sup>13</sup>C NMR (126 MHz, CDCl<sub>3</sub>) δ: 180.38, 158.66, 157.08, 149.37, 147.71, 147.51, 144.66, 135.84, 135.72, 132.44, 130.19, 130.16, 128.28, 128.08, 127.06, 125.83, 124.54, 113.33, 104.93, 100.03, 88.70, 87.78, 86.71, 86.34, 83.33, 72.50, 64.17, 55.31, 40.53, 40.43, 27.07. HRMS calc. for C<sub>44</sub>H<sub>43</sub>N<sub>5</sub>O<sub>7</sub>Na [M+Na]<sup>+</sup>: 776.3055; found: 776.3054.

**Synthesis of 10.** To a solution of compound **9** (0.5 g, 0.7 mmol) in CH<sub>2</sub>Cl<sub>2</sub> (30 mL) were added *N,N*-diisopropylethylamine (0.3 mL, 1.7 mmol) and *i*-Pr<sub>2</sub>NP(Cl)O(CH<sub>2</sub>)<sub>2</sub>CN (0.2 mL, 0.7 mmol), and the mixture was stirred at room temperature for 1 h. The reaction mixture was washed by saturated NaHCO<sub>3</sub> (aq.) and brine, dried over Na<sub>2</sub>SO<sub>4</sub>. The organic phase was evaporated to dryness and purified by silica gel column chromatography (Hexane/AcOEt/NEt<sub>3</sub> = 10/9/1). Compound **10** was isolated in 88% yield (0.4 g). <sup>31</sup>P NMR (122 MHz, CDCl<sub>3</sub>) δ: 148.48, 148.05. <sup>1</sup>H NMR (300 MHz, CDCl<sub>3</sub>) δ: 1.12-1.21 (16H, m), 1.30 (9H, s), 2.45-2.54 (3H, m), 2.60-2.71 (2H, m), 3.26-3.35 (2H, m), 3.54-3.70 (3H, m), 3.74 (6H, s), 3.82-3.90 (2H, m), 4.26 (1H, m), 4.67 (1H, m), 6.44 (1H, m), 6.82 (4H, m), 7.20-7.23 (2H, m), 7.28-7.37 (11H, m), 7.45 (3H, m), 8.19 (0.5H, s), 8.42 (0.5H, s), 8.54 (2H, m), 11.84 (1H, m). <sup>13</sup>C NMR (101 MHz, CDCl<sub>3</sub>) δ: 180.18, 179.91, 158.64, 156.82, 156.74, 149.51, 147.38, 147.28, 144.56, 135.71, 135.68, 135.65, 135.60, 132.20, 132.13, 130.18, 130.12, 128.66, 128.53, 128.28, 128.19, 128.01, 127.04, 125.59, 124.56, 124.47, 117.64, 117.62, 113.28, 105.14, 100.15, 99.84, 88.63, 88.52, 87.75, 87.53, 86.66, 86.63, 85.55, 85.49, 84.13, 83.67, 77.37, 74.39, 74.21, 73.58, 73.42, 63.70, 63.58, 58.55, 58.37, 58.25, 58.07, 55.26, 43.36, 43.32, 43.25, 43.20, 40.33, 40.29, 39.96, 29.76, 28.84, 27.03, 26.98, 24.70, 24.62,

350 20.54, 20.49, 20.39, 20.32, 19.52. HRMS calc. for  $C_{53}H_{60}N_7O_8PNa$   $[M+Na]^+$ : 976.4133; found:  
351 976.4121.  
352

**NMR spectra of compound 2**

**<sup>1</sup>H NMR**

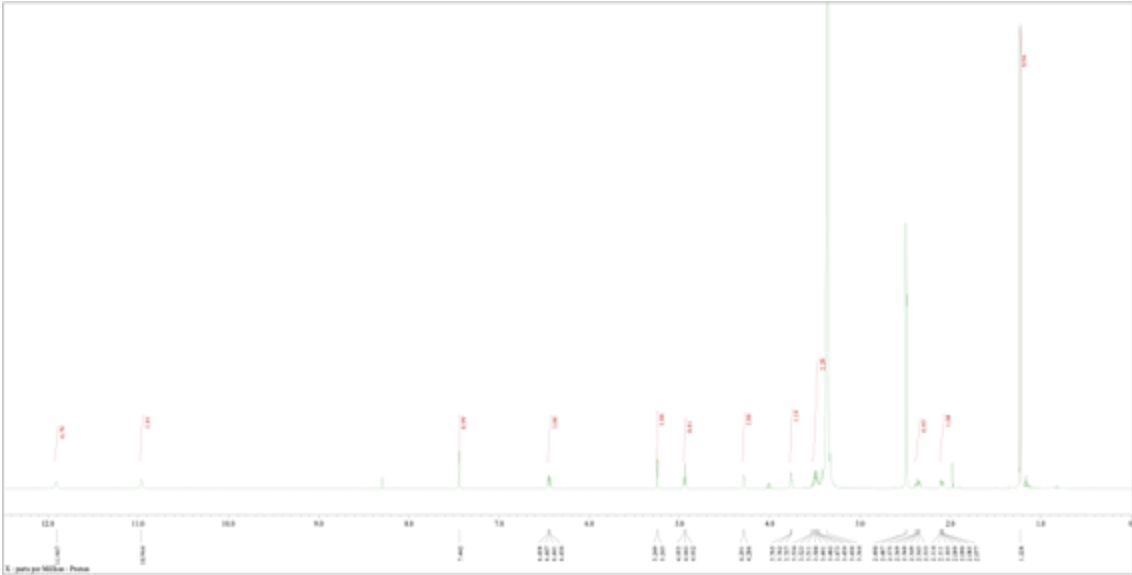

**<sup>13</sup>C NMR**

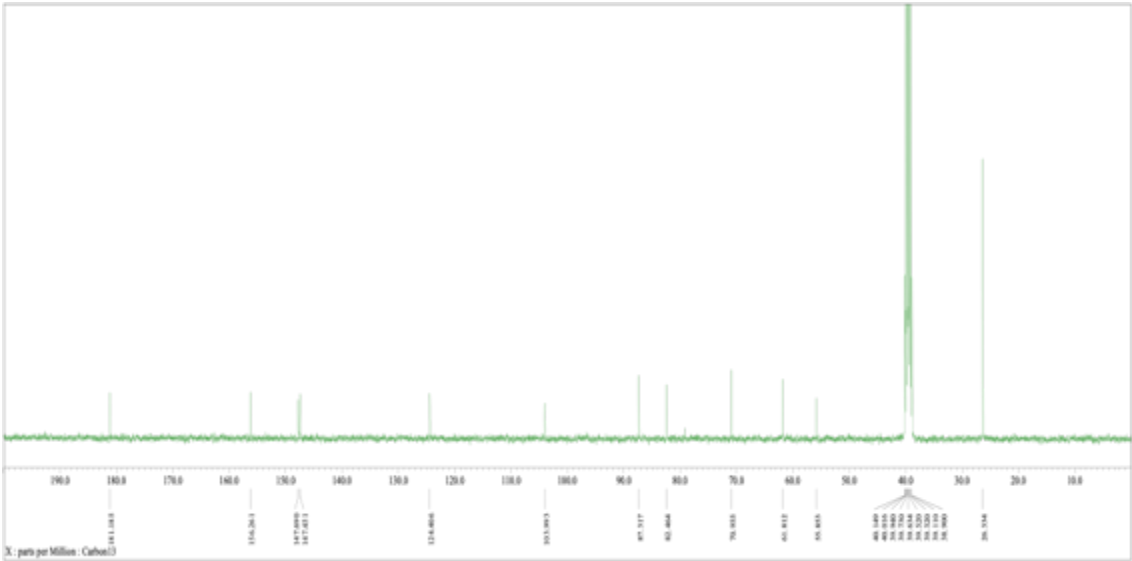

**NMR spectra of compound 3**

**<sup>1</sup>H NMR**

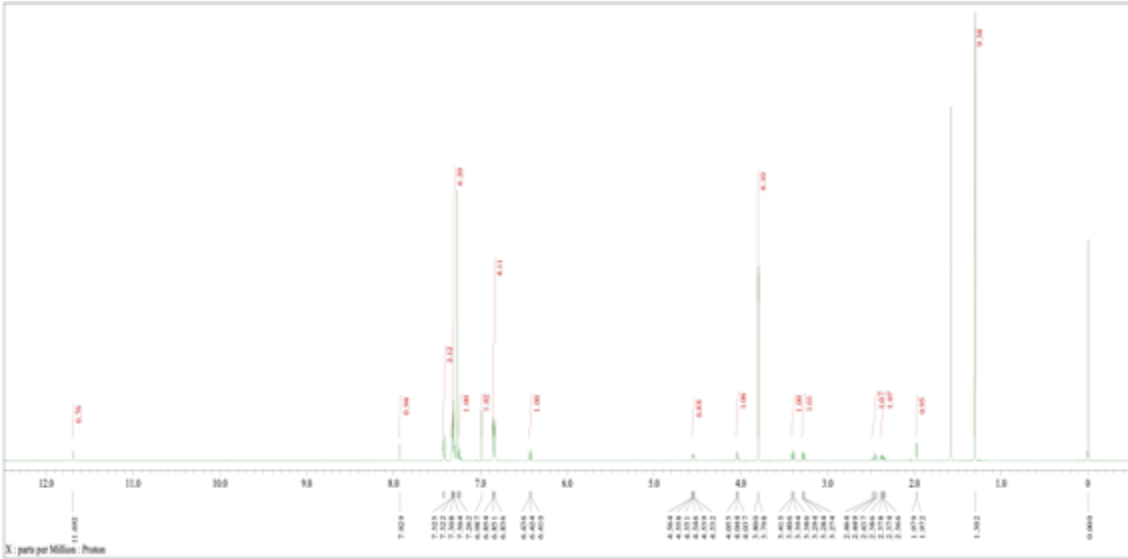

**<sup>13</sup>C NMR**

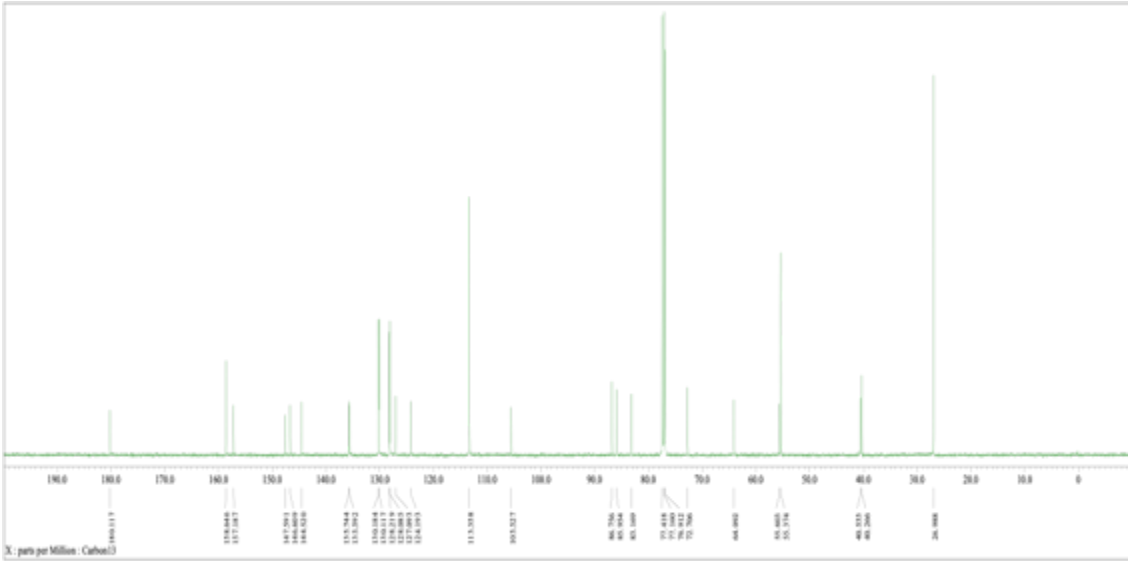

**NMR spectra of compound 4**

**<sup>1</sup>H NMR**

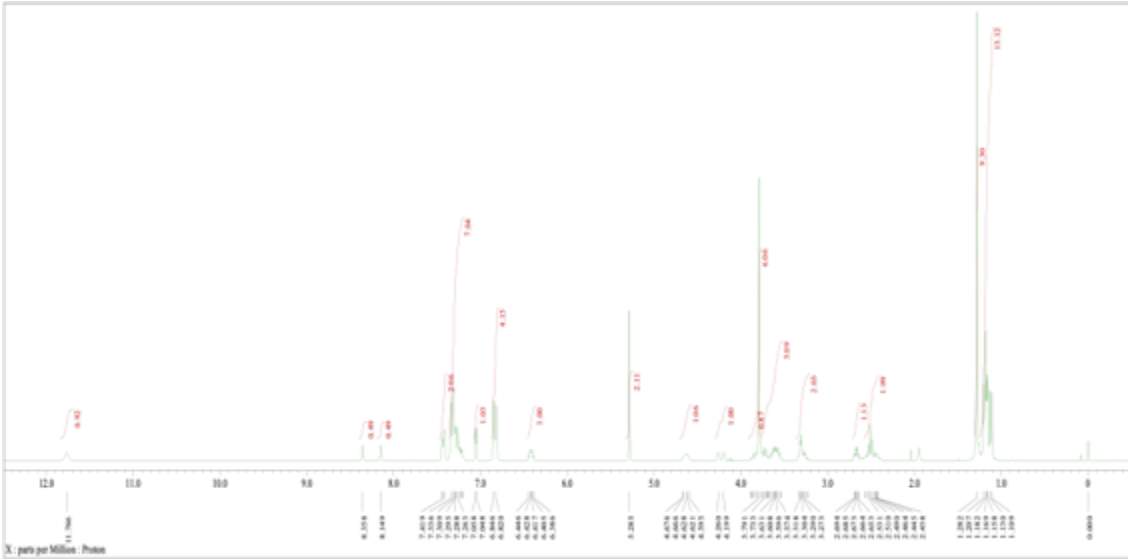

**<sup>13</sup>C NMR**

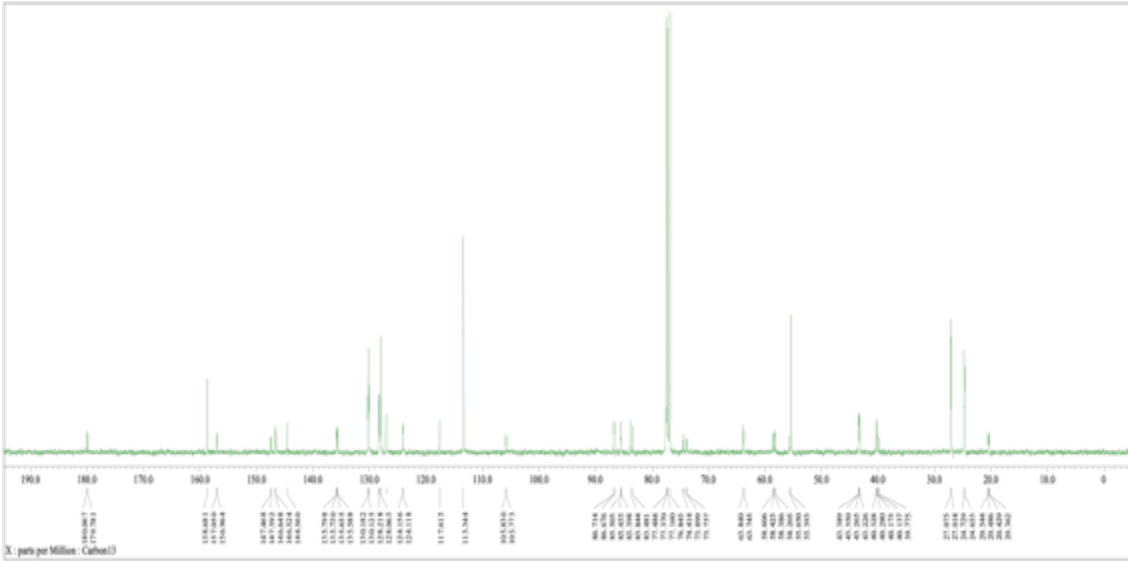

381  $^{31}\text{P}$  NMR

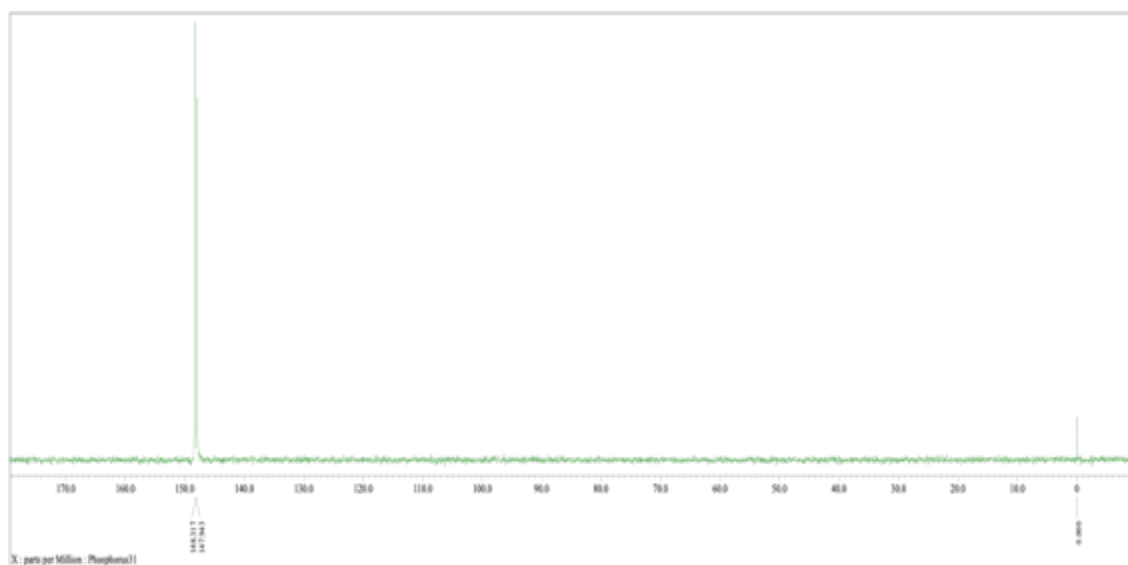

382

383

384

385 **NMR spectra of compound 5**

386 <sup>1</sup>H NMR

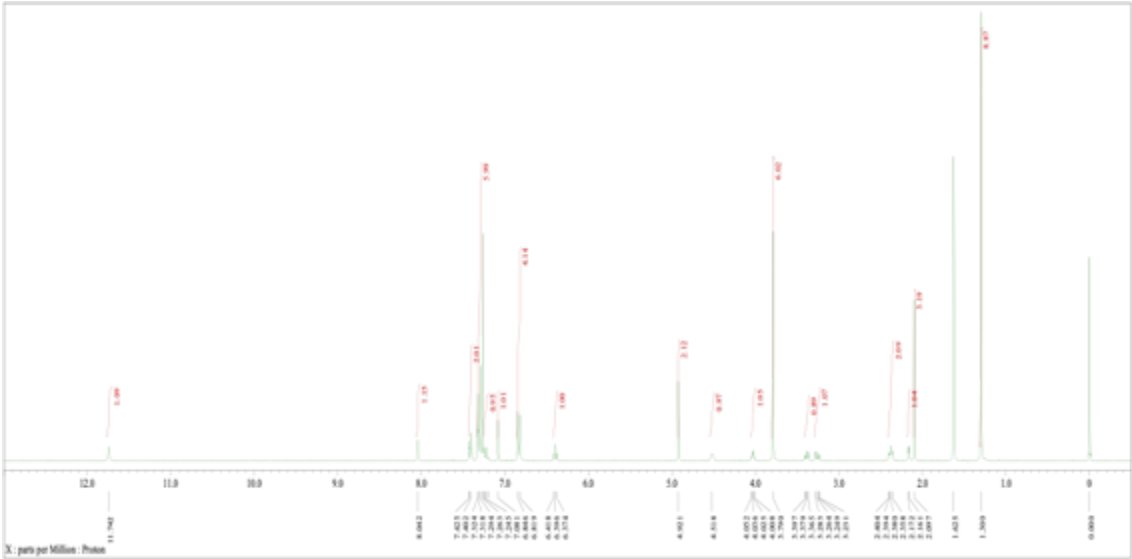

387  
388  
389 <sup>13</sup>C NMR

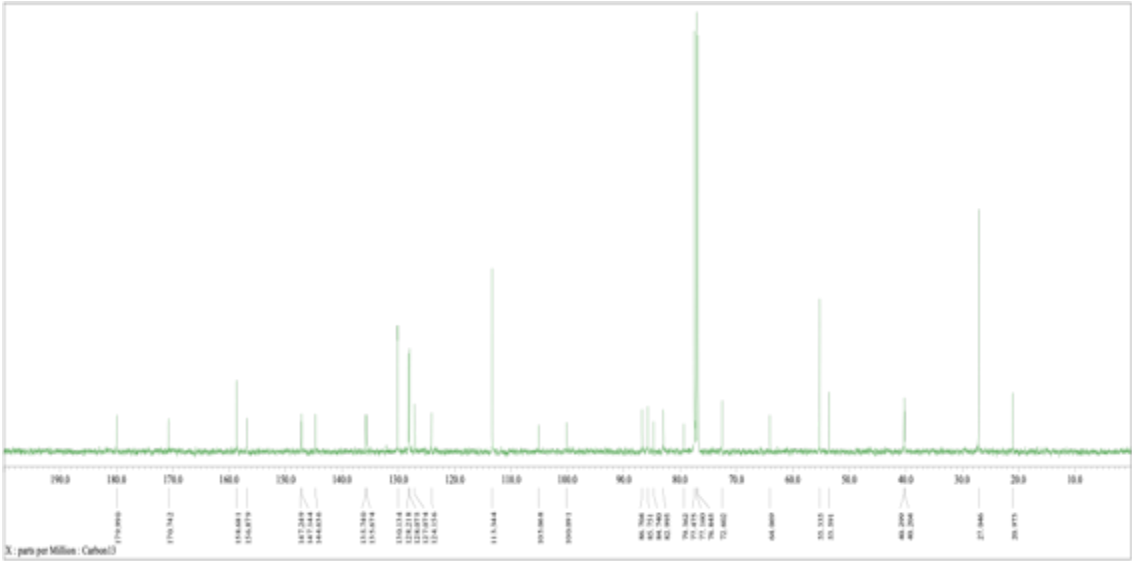

390  
391

**NMR spectra of compound 6**

**<sup>1</sup>H NMR**

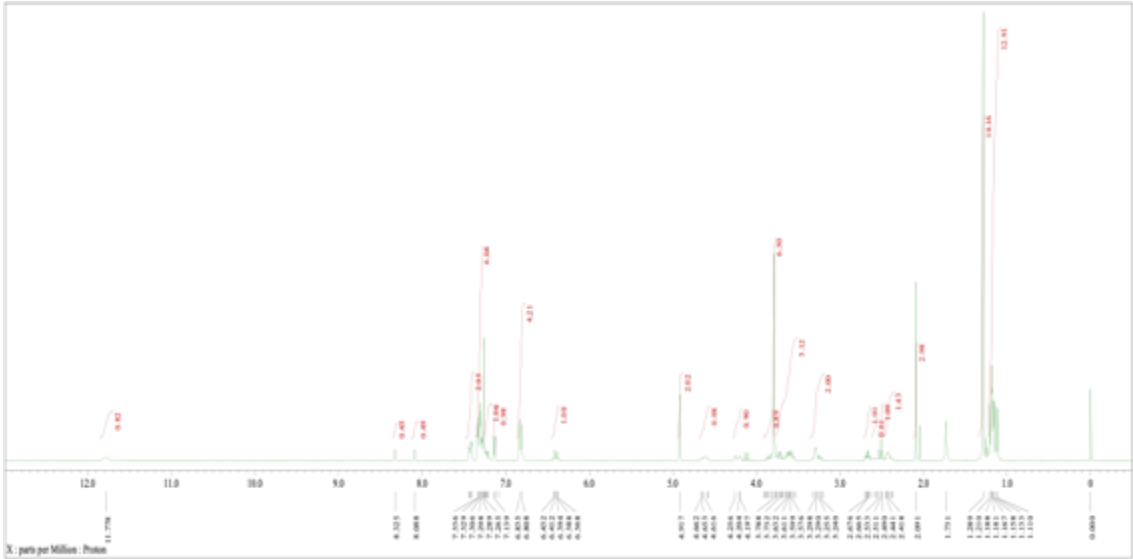

**<sup>13</sup>C NMR**

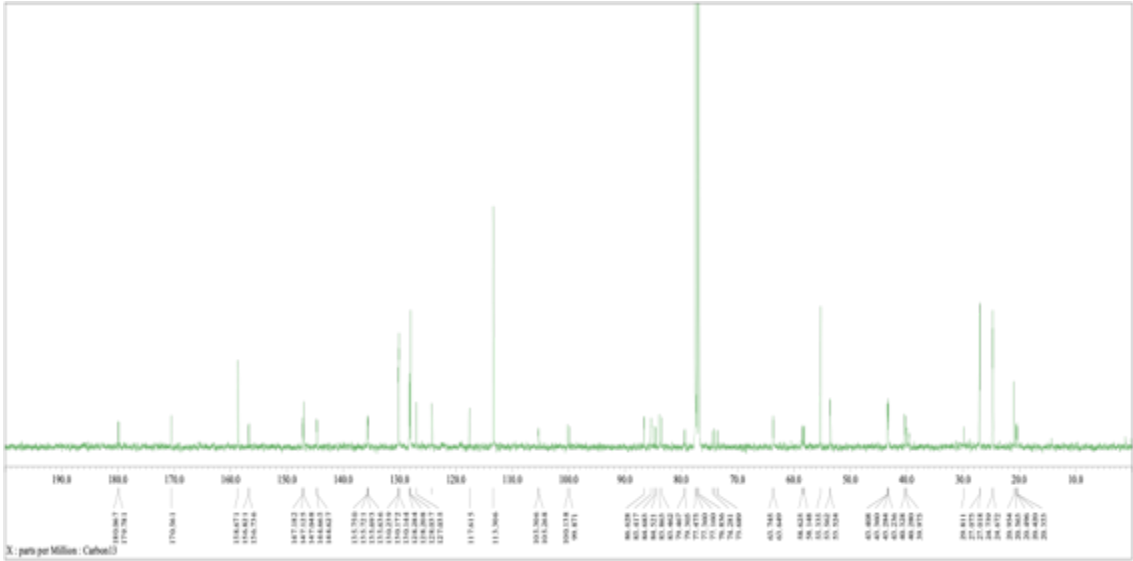

406  $^{31}\text{P}$  NMR

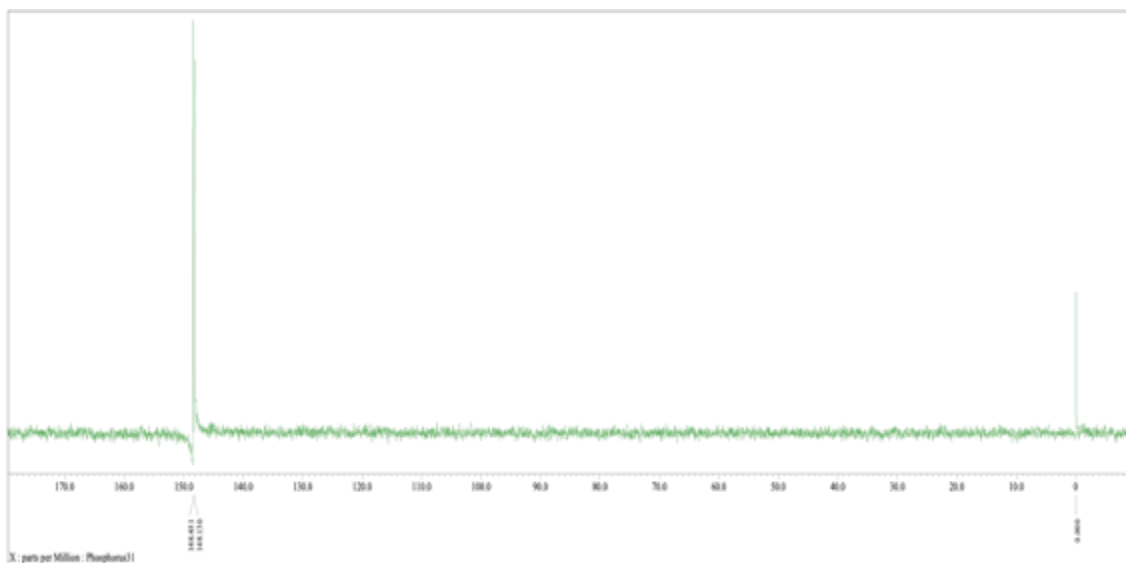

407  
408

**NMR spectra of compound 7**

**<sup>1</sup>H NMR**

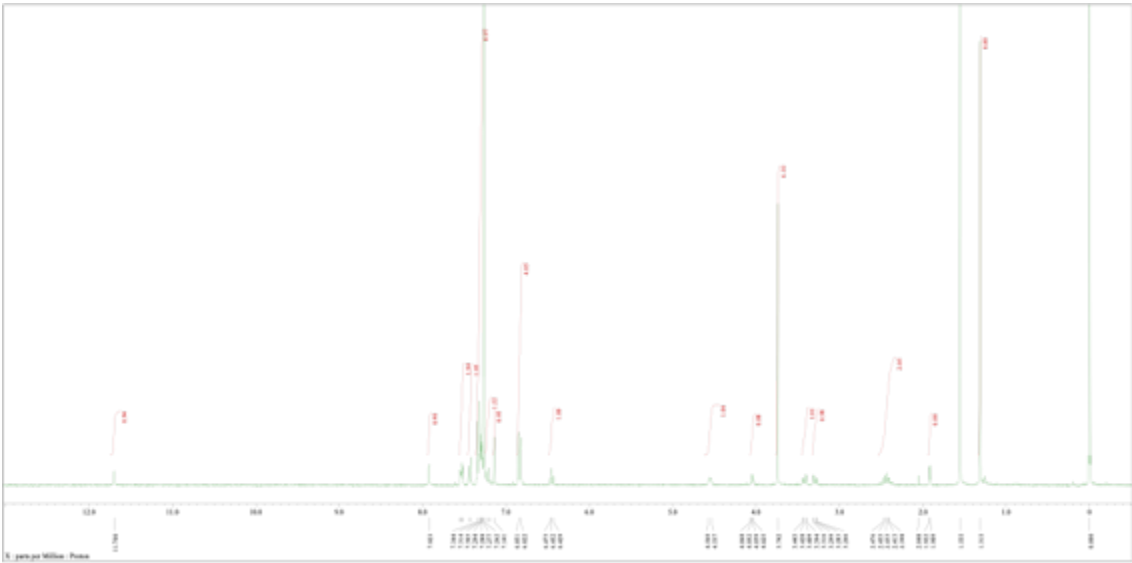

**<sup>13</sup>C NMR**

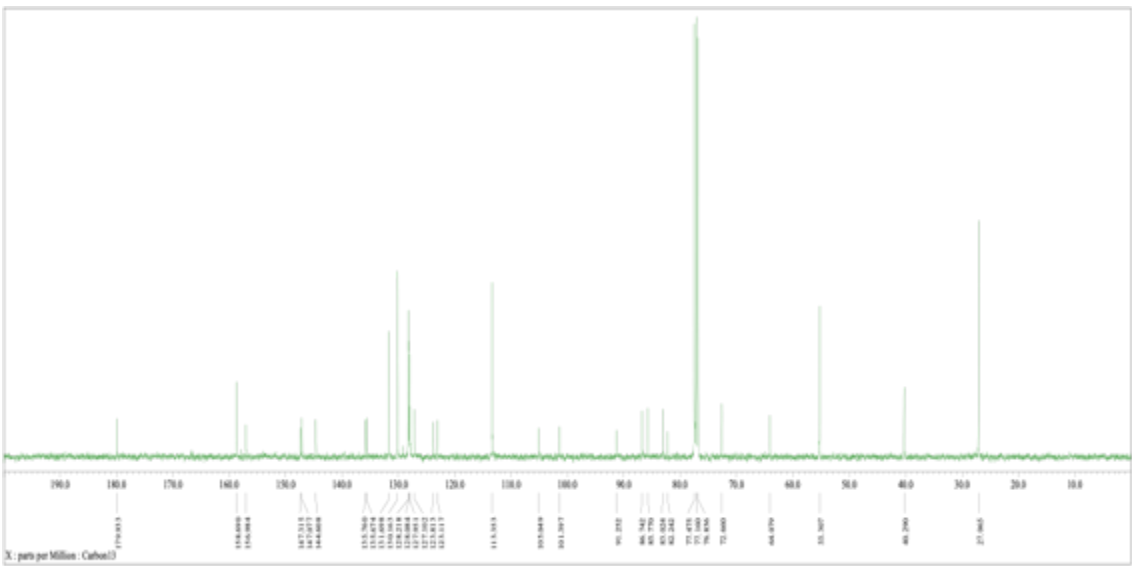

**NMR spectra of compound 8**

<sup>1</sup>H NMR

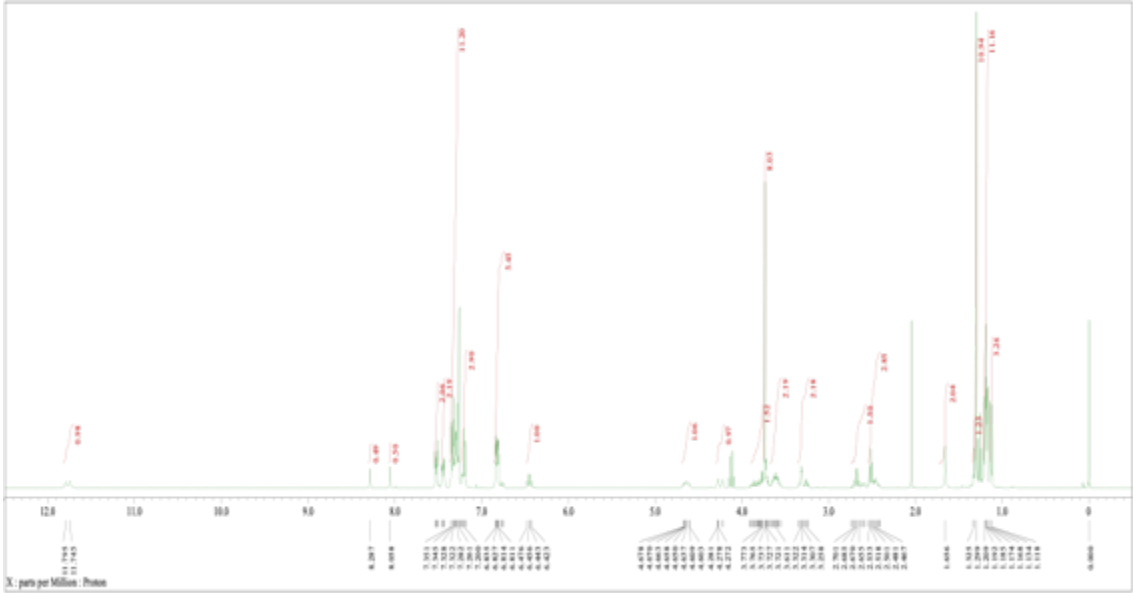

<sup>13</sup>C NMR

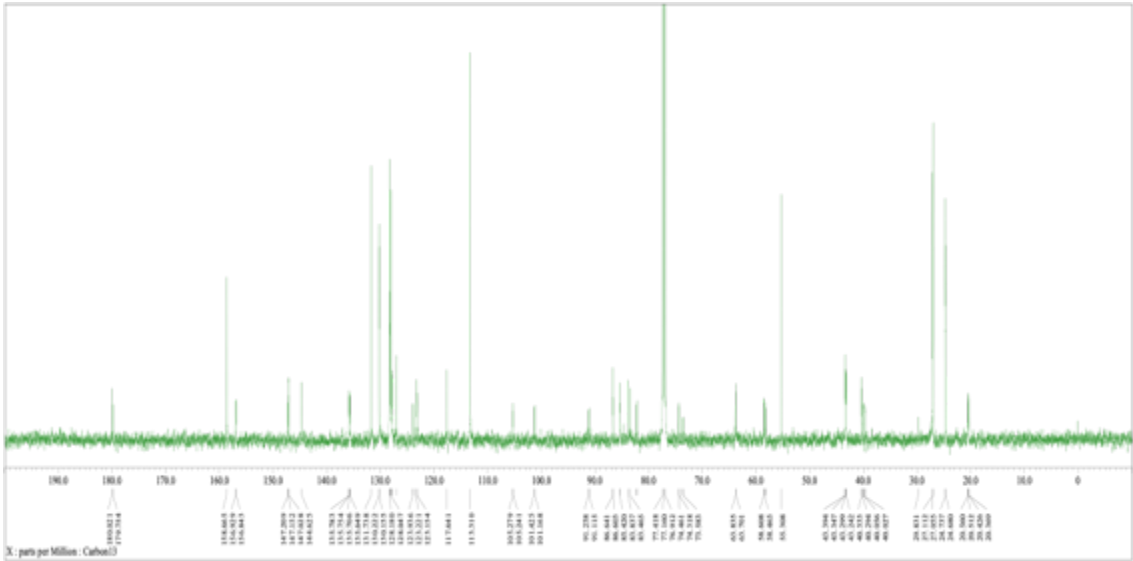

429  $^{31}\text{P}$  NMR

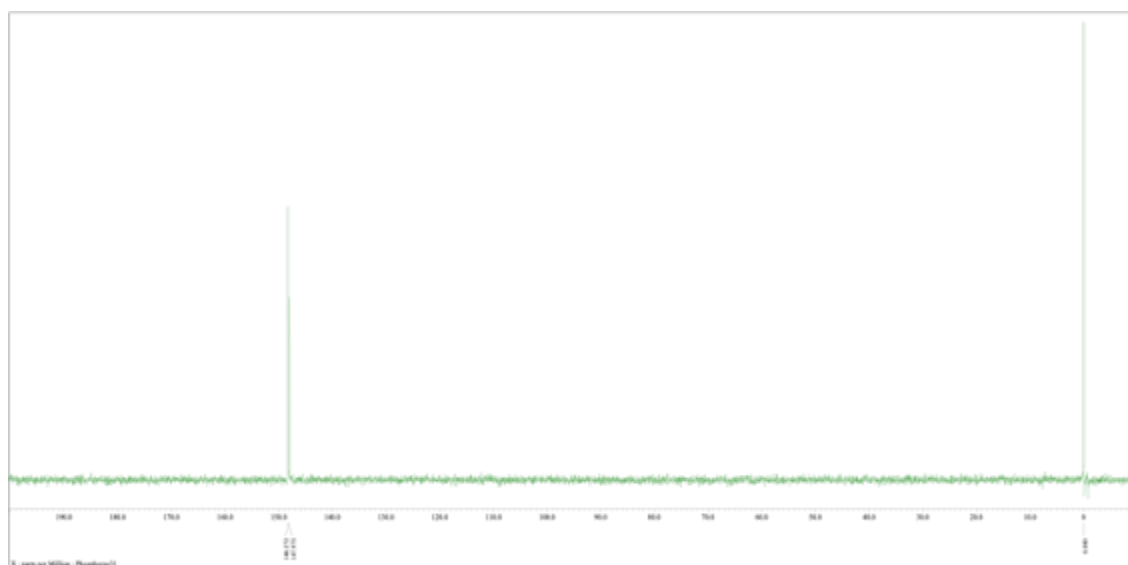

430  
431

## 432

## 433

## 435

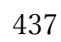

**NMR spectra of compound 10**

**<sup>1</sup>H NMR**

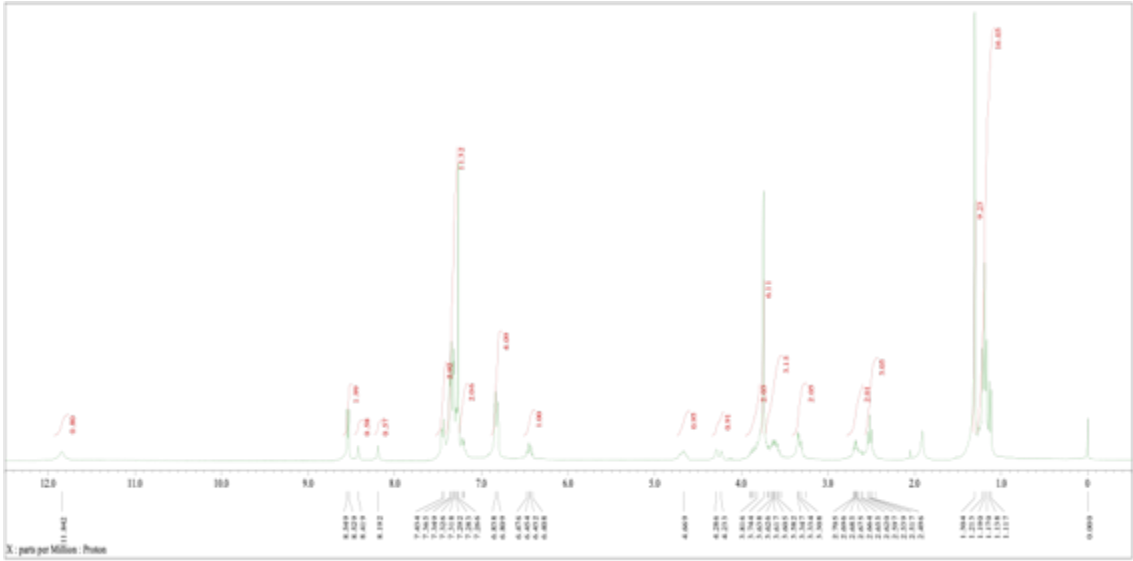

**<sup>13</sup>C NMR**

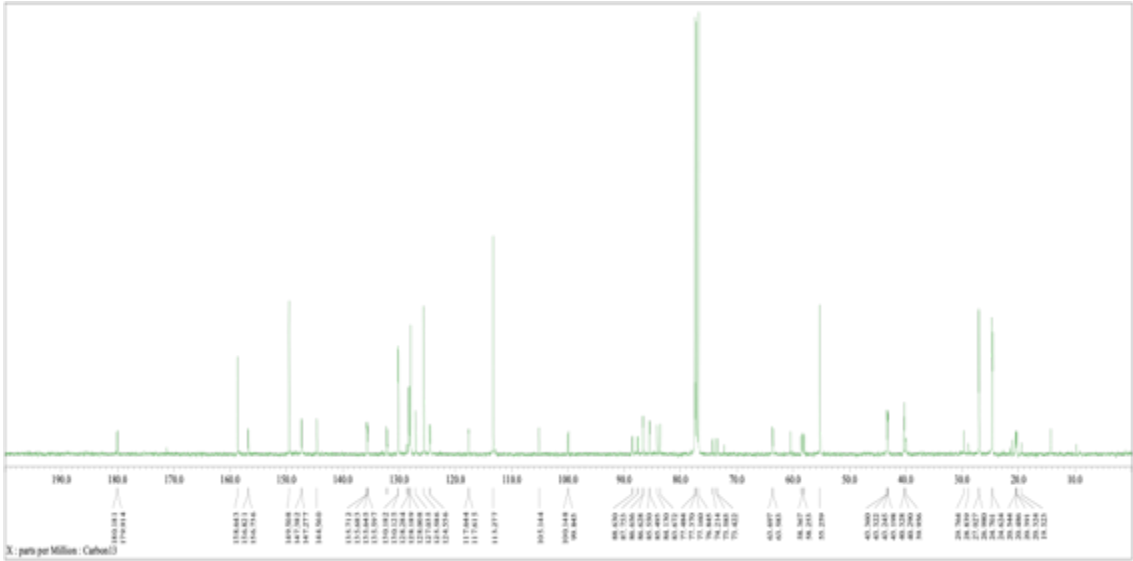

454  $^{31}\text{P}$  NMR

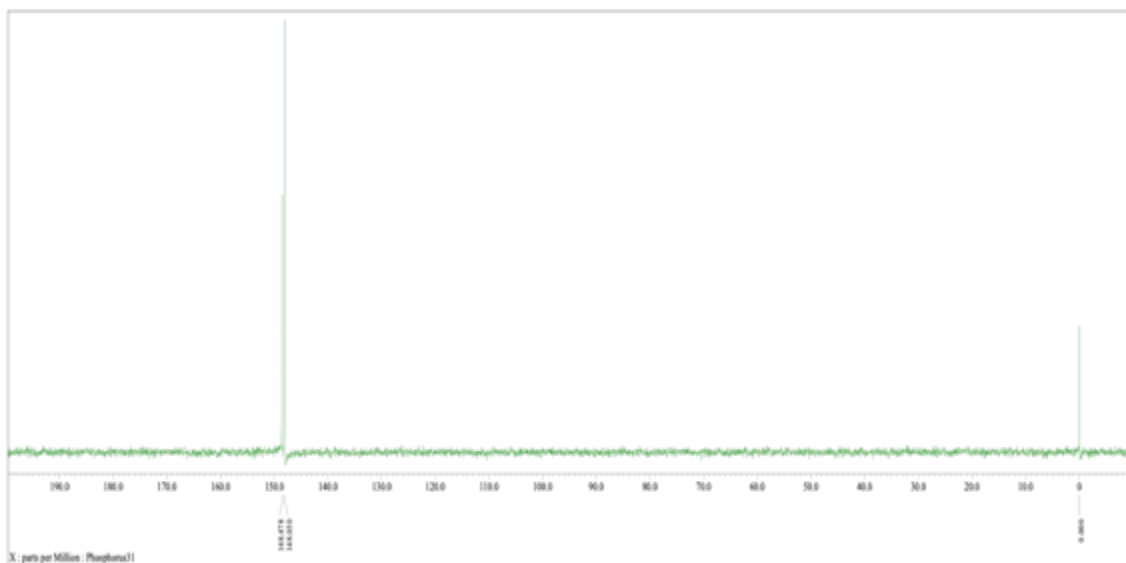

455

456

457 **Supporting reference**

- 458 1. Michaela Mačková, Soňa Boháčová, Pavla Perlíková, Lenka Poštová Slavětínská and Michal  
459 Hocek, *ChemBioChem* **2015**, 16, 2225-2236.

How the deposited data were processed for this re-analysis (not part of the article)

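Gene expression was measured in NMuLi cells, a mouse liver cell line, on GeneChip mouse genome arrays 24 h after transfection with an ASO at 10 nM. The groups were cells given the transfection reagent alone (control), TS1-ASO, TS1-C1-7, TS1-T1-5, TS1-G1-6, TS2-ASO, TS2-C1-10, TS3-ASO, TS3-C1-7, TS8-ASO and TS9-ASO, with 4 arrays each and 44 in all. Every array was assigned to its group from its label.

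The deposited table holds 1 intensity per probe set and array, the linear signal that the authors computed from the scanned images with Microarray Suite. The authors scaled each array so that the mean between its 2nd and 98th percentiles is 500, and the deposited values have the same such mean on all 44 arrays, close to 500. Replicates were not pooled. The table has 45101 probe sets, of which 64 are controls. The detection calls that the study used as a filter are not in it. Array medians ran from 38.4 to 62.0, which limits what can be seen of weakly expressed genes, and the number of arrays limits the precision of every value.

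Probe sets were given gene symbols from the annotation of the array platform, checked by Entrez ID against a gene table of assembly GRCm38.p6 that was used for names only. Of the 45037 probe sets that are not controls, 34945 name 1 gene, 932 name several and 9160 name none. They name 18193 genes. The IDs of 204 probe sets are not in the gene table, and no symbol had to be changed. For each gene the probe set with the highest mean log2 signal over all arrays was used. Genes were kept if this mean lay in the highest 50% of those of all probe sets that are not controls, at a signal of 41.2 or more, which left 11172 genes. This filter stands in place of the detection calls.

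Log2 signals of all arrays were fitted together with limma 3.58.1 in R 4.3.3, with 1 mean per group, 33 residual degrees of freedom and empirical Bayes moderation with an intensity trend (6.6 prior degrees of freedom). The 19 contrasts set each ASO against the control, each analog against its parent ASO and the TS1-ASO analogs against each other, and took the mean of the 3 C1 effects. A moderated F-test asked whether the C1 effects differ between the 3 parent sequences. P-values were adjusted over the genes of a contrast by the method of Benjamini and Hochberg. Unless a smaller difference is stated, counts are of genes with an adjusted p under 0.05 and a fold change of at least 2. Tests are two-sided. Standard errors and 95% intervals of log2 fold changes come from this fit.

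Gene lists were tested with camera from limma at its preset correlation of 0.01 and again with an estimated correlation, with the adjustment over the lists of a contrast. There are 23 lists with 443 entries, of which 411 match a gene of the array, 3 of them through a synonym. The lists, contrasts, filter and naming rule, and the tests other than those named as chosen later, were set before the data were examined. The genes named in the text are the largest rises and falls of a contrast among genes whose arrays do not overlap between the groups, the genes that the paper names, and up to 4 members of a list with the largest changes, except where the text says otherwise.

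The index of down-regulated genes is the sum of the absolute log2 ratio of the mean signal of a treatment to that of the control, over genes whose ratio is under 1. Parent and analog were compared by a two-sided exact permutation test over the 70 ways to deal their 8 arrays into 2 groups of 4, whose smallest p is 0.029. The index was also computed for each array, with an interval for the difference between groups from the shifts that the exact test does not exclude. Indices and correlations of unchanged groups were simulated from the spread of each gene in 100 draws. The distance d needs the sequence of the pre-mRNAs, and no genome sequence was at hand. The index therefore covers all down-regulated genes, and fold changes by class of d were not computed.

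Each script was tested on simulated data with known answers before use. In simulated data for TS1-ASO against the control, 64.2% of genes changed 1.5-fold, 89.6% of those changed 2.5-fold and 98.5% of those changed 4-fold were called at an adjusted p under 0.05, and 2.3% of calls were unchanged genes. For the F-test of the C1 effects the shares called were 53.7%, 91% and 93.9%. In comparisons simulated without any change no gene was called.

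The alternatives tried were quantile normalization, median centring of the arrays, adding the 25th percentile of all signals before the logarithm, no filter on low signals, the top 25% of probe sets by mean signal, all probe sets in place of 1 per gene, the mean of a gene's probe sets, no intensity trend, replicate number as a block, only the arrays of the groups compared, and leaving out single arrays. For the index they also included a difference of mean log2 signals, only genes with an adjusted p under 0.05, and taking off the index of simulated unchanged groups. Tables were prepared in Python 3.11.15 with NumPy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. No column of the table was left out, and no serum AST or ALT values are part of it.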

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

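Arrays of cells treated with TS8-ASO and TS9-ASO were deposited, and the paper's text does not report on them. Against the control, 510 genes changed 2-fold with TS8-ASO and 1797 with TS9-ASO. Chance is unlikely for both, since 1 of 35 splits of the 8 arrays gave as many genes, the real one, and the highest of the others gave 90 and 358. That share is the smallest possible and was not corrected for the number of comparisons. Nr3c1, the glucocorticoid receptor gene and the stated target of both ASOs, stood at 21% of the control with TS8-ASO and at 20.5% with TS9-ASO, with all 4 arrays below all controls (exact permutation test, p = 0.0286 for each). Its signal was 767.2 ± 35.7 in the control, 161 ± 27.6 with TS8-ASO and 157.6 ± 45 with TS9-ASO (SD, n = 4 each). On the probe set tested, smaller falls of Nr3c1 were seen with some ASOs of other sequence. It stood at 68.5% of the control with TS1-ASO, 67.8% with TS1-C1-7, 75.8% with TS1-T1-5 and 55.2% with TS1-G1-6, with all 4 arrays below all controls in each (exact permutation test, p = 0.0286). With TS2-ASO (86.2%), TS2-C1-10 (103.2%), TS3-ASO (76%) and TS3-C1-7 (97.3%) the exact test did not pass (p = 0.0571, 0.8286, 0.1143 and 0.6571). Among these, limma called a fall with TS3-ASO only (adjusted p = 0.0128). On another Nr3c1 probe set, 14.1% and 10% of the control with TS8-ASO and TS9-ASO, the other 8 treatments ran from 38.8% with TS1-G1-6 to 74.8% with TS3-C1-7. There all 4 arrays of each of these treatments lay below all controls (exact permutation test, p = 0.0286 for each). On a weaker probe set, with a control signal of 150.7, TS1-T1-5 (78.6%) did not pass (exact permutation test, p = 0.1143). TS2-ASO, TS2-C1-10, TS3-ASO and TS3-C1-7 did not pass there either (exact permutation test, p = 0.2571, 0.6, 0.6 and 0.2857). The calls for TS1-T1-5, TS2-ASO, TS2-C1-10, TS3-ASO and TS3-C1-7 thus depend on the probe set. The cause of these falls was not tested.

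The effect of C1 differed between TS1-ASO, TS2-ASO and TS3-ASO in 1302 genes. This cannot separate an action of C1 that depends on the sequence from analogs that weaken the changes of different parents, or from the position of C1. Chance can be excluded, since 1 of 100 drawn deals of the arrays gave as many genes once the shared effect was taken out, the real one with 1306, and the highest of the others gave 133. Under median centring the count was 13, while quantile normalization and centring on the genes tested did not move it markedly. Median centring moved the median log2 fold change against the parent from 0.0154 to 0.119 for TS1-C1-7. It moved that of TS2-C1-10 from 0.0172 to 0.0852 and that of TS3-C1-7 from 0.014 to -0.1299. The cause of the low count was not tested.

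In some groups 1 array lay further from the other 3 than Dixon's 95% limit allows, measured as its gap to the nearest of the others over the range of the group. This held for 18 of 283 groups tested, or 6.4%, and chance alone gives about 1 in 20. With TS1-ASO, replicate 1 was low for Per1 (0.913), Gnl3 (0.945) and Xbp1 (0.883) and high for Sub1 (0.945, 5684 against 5188 to 5215) and Creld2 (0.864), and replicate 4 was high for Sgpp1 (0.858, 261.7 against 133.5 to 151.8). With TS9-ASO, replicate 1 was low for the ratio of the 3' to the 5' Gapdh probe set (0.83, 0.756 against 0.773 to 0.776) and Mmp10 (0.919, 2620 against 2818 to 2836), and high for Kif11 (0.839, 582 against 496.5 to 510.3) and Fkbp5 (0.879, 774.2 against 632.4 to 649.5). In the control, replicate 2 was high for Atrnl1 (0.84) and low for Sqstm1 (0.837, 11778 against 12551 to 12701). Replicate 3 was high for Tlcd2 with TS1-C1-7 (0.853) and for Vcam1 with TS3-ASO (0.888). Replicate 1 was high for Cenpf with TS2-ASO (0.831) and low for Gbp2 with TS3-ASO (0.938), and replicate 4 was high for Usp18 with TS2-C1-10 (0.949) and for Tlcd2 with TS3-ASO (0.878). Leaving out any of these arrays kept the direction and the call of each result named in the text for these genes, the Gapdh ratio was not tested in this way, and what sets the arrays apart was not tested.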

How the results depend on the processing

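Centring each array on the genes tested was chosen after the values under median centring were seen. The direction and the call of most named genes held in every setting run. Of 138 results for named genes, 3 lost their call under median centring and 1 when only the arrays of the groups compared were fitted. Array medians lie near the filter's signal, which limits what can be seen of weakly expressed genes. Not run were the settings that need d, which are sites in spliced transcripts only, mismatches only, d up to 1, and a background of genes with d of 3 or more. Keeping only the top 25% of probe sets by mean signal removed 52 of the named results.

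The main counts of 2-fold changes are 510, 1797, 1574, 1230, 1138, 1007, 1310, 601, 988 and 558 against the control, for TS8-ASO, TS9-ASO, TS1-ASO, TS1-C1-7, TS1-T1-5, TS1-G1-6, TS2-ASO, TS2-C1-10, TS3-ASO and TS3-C1-7. In the same order the top 25% of probe sets, with fewer genes tested, gave 204, 949, 769, 544, 496, 415, 641, 238, 464 and 235, and all probe sets in place of 1 per gene, with more tested, gave 1052, 3521, 3201, 2415, 2321, 1929, 2626, 1189, 2014 and 1047.

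For the analogs against their parents the main counts are 14 for TS1-C1-7, 62 for TS1-T1-5, 75 for TS1-G1-6, 26 for TS2-C1-10 and 13 for TS3-C1-7. In this order no filter on low signals gave 30, 122, 143, 58 and 52, all probe sets gave 30, 149, 187, 80 and 45, and the top 25% gave 0, 12, 11, 0 and 0. Median centring gave 3 for TS1-C1-7, 101 for TS1-T1-5, 13 for TS2-C1-10 and 3 for TS3-C1-7. Adding the 25th percentile of all signals before the logarithm gave 7, 37 and 42 for the TS1-ASO analogs and 3 for TS3-C1-7. For TS1-C1-7, quantile normalization gave 22 and only the arrays compared 7. For TS3-C1-7, the mean of a gene's probe sets gave 21 and only the arrays compared 1. Between TS1-T1-5 and TS1-C1-7 (main 33), no filter gave 62, the top 25% 10, all probe sets 74 and the mean of probe sets 18. Between TS1-G1-6 and TS1-C1-7 (main 13), the values were 22 with no filter, 0 in the top 25%, 23 with all probe sets, 8 with the mean of probe sets, 3 under median centring, 4 with the percentile added and 7 with only the arrays compared. Between TS1-G1-6 and TS1-T1-5 (main 90), the top 25% gave 30 and all probe sets 186. Where limma called 0 genes in the top 25%, 0 were 2-fold at an unadjusted p under 0.05 too, while 2130 (TS1-C1-7), 3211 (TS2-C1-10), 2220 (TS3-C1-7) and 2163 (TS1-G1-6 against TS1-C1-7) differed at any size. The cause was not tested.

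The C1 effect shared by the 3 sequences (main 2) gave 0 genes in the top 25% and with the percentile added, where limma found 0 at 2-fold and 3621 and 4597 at any size at an unadjusted p under 0.05. It gave 63 with no filter, 8 with all probe sets and 1 with the mean of probe sets. The C1 effect that differs between sequences (main 1302) gave 13 under median centring, and did not move markedly under quantile normalization or with centring on the genes tested. The cause was not tested.

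Whether replicate numbers pair the arrays is not stated, and they were not taken to, since in 0 of 18 comparisons did all arrays of the same number correlate above 0.1 after the group means were removed (correlations of -0.1275 to 0.3485). As a hint from the data, 30 of 44 arrays correlated best with those of their own number, and the mean correlation was higher for the same number than for different numbers in each comparison. With the replicate number as a block, 23 genes differed by 2-fold for TS1-C1-7 (1838 at any size), 24 for TS3-C1-7, and the C1 effect differed between sequences in 2196. The cause was not tested.

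For the index of analog over parent, no filter gave 97% for TS1-C1-7 (exact p = 0.8857), 85.6% for TS1-G1-6 (0.3143), 84.8% for TS2-C1-10 (0.4571), 74.6% for TS3-C1-7 (0.1714) and, in the other direction, 110.9% for TS1-T1-5 (0.5429). Median centring gave 73.5% for TS1-C1-7 (exact p = 0.2857), 73.9% for TS1-G1-6 (0.2571), 59.1% for TS2-C1-10 (0.2) and 96.4% for TS3-C1-7 (0.9143). For TS1-C1-7 the exact test also failed to pass in the top 25% (83.2%, p = 0.0571), with all probe sets (89.2%, p = 0.0571) and with the mean of probe sets (90.5%, p = 0.1143). For TS1-T1-5 the exact test passed at p = 0.0286 under quantile normalization (82.1%), in the top 25% (79.1%) and with only genes at an adjusted p under 0.05 (83.5%). The cause was not tested.

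The correlation of fold changes between parent and analog was 0.7734, 0.7362, 0.7376, 0.7183 and 0.6902 with no filter and 0.978, 0.9492, 0.9222, 0.9679 and 0.976 in the top 25%, for TS1-C1-7, TS1-T1-5, TS1-G1-6, TS2-C1-10 and TS3-C1-7. The cause was not tested.

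Of 126 calls for gene lists, 31 passed with an estimated correlation. In the top 25% of probe sets 42 were lost, under median centring 28, with the mean of probe sets 22 and under quantile normalization 20. Rnaseh1 in cells treated with TS1-ASO, which did not pass the test, turned from -0.07 to 0.1012 under quantile normalization, to 0.1113 with centring on the genes tested and to 0.0203 without control replicate 2 (-0.1544 to 0.0203 with single arrays left out). Sub1 turned from 0.17 to -0.254 with the mean of its probe sets (adjusted p = 0.0133). The median log2 fold change of all genes tested was 0.0172 for TS1-ASO against the control, -0.0975 under median centring and 0.1978 with centring on the genes tested. The cause was not tested.

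With each array left out in turn, the counts against the control ran from 504 to 524, 1768 to 1901, 1531 to 1671, 1205 to 1290, 1111 to 1160, 972 to 1056, 1248 to 1387, 589 to 642, 963 to 1054 and 547 to 583, in the order above. Those against the parent ran from 8 to 24 for TS1-C1-7, 56 to 88 for TS1-T1-5, 65 to 89 for TS1-G1-6, 21 to 35 for TS2-C1-10 and 9 to 24 for TS3-C1-7. The TS1-C1-7 count was 24 without TS1 replicate 1, 9 without TS1-C1-7 replicate 1 and 8 without its replicate 4. The TS3-C1-7 count was 24, 23 and 20 without TS3 replicates 1, 2 and 4 and 20 without TS3-C1-7 replicate 1. Between the TS1-ASO analogs the ranges were 24 to 46 for TS1-T1-5 and TS1-C1-7, 84 to 111 for TS1-G1-6 and TS1-T1-5, and 4 to 15 for TS1-G1-6 and TS1-C1-7, with 4 and 8 without TS1-G1-6 replicates 3 and 1 and 7 without TS1-C1-7 replicate 3. The shared C1 effect ran from 1 to 4 genes, with 4 without TS3-C1-7 replicate 2 and 1 without TS1 replicate 2, TS1-C1-7 replicate 4, TS2 replicates 2 or 3, TS2-C1-10 replicate 1, TS3 replicates 3 or 4, or TS3-C1-7 replicate 1. The C1 effect that differs ran from 1004 to 1491 genes. The index ran from 84.4% to 89% for TS1-C1-7, 87.4% to 92.3% for TS1-T1-5, 73.5% to 78.1% for TS1-G1-6, 66.4% to 73.5% for TS2-C1-10 and 68.4% to 75.5% for TS3-C1-7. For TS1-C1-7 the exact p was 0.0571 without control replicate 1 (86.9%) and without each of its own replicates 1 to 4 (88.1%, 88.6%, 85.1% and 89%), and for TS1-T1-5 it was 0.0286 without control replicate 4 (88.8%) and without TS1 replicate 4 (87.4%). The correlations stayed between 0.8943 and 0.9524.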

Differences from the paper's values

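The index of down-regulated genes is larger here than in the paper's figures for all 8 treatments. The group of genes is wider here, since the paper's index covers genes with d up to 2 and the index here covers all down-regulated genes. The paper's text also states no base for its logarithm, where log2 was used here. Another base would change all values by the same factor and leave the percentages of the parent as they are. A base above 2 would lower the values here, so the size and the direction of the gap depend on the base that the paper used. Other bases were not tried, and the values below are in log2 units. For TS1-ASO the paper's value is about 1500 in Fig. 2D, read by eye, and the value here is 3144. For TS1-C1-7 the paper's value is about 1400 in Fig. 2D, read by eye, against 2725, for TS1-T1-5 about 1300 against 2821, and for TS1-G1-6 about 1200 against 2373. For TS2-ASO the paper's value is about 920 in Fig. S3E, read by eye, against 2740, and for TS2-C1-10 about 700 against 1865. For TS3-ASO the paper's value is about 1500 in Fig. S3E, read by eye, against 2580, and for TS3-C1-7 about 1100 against 1833.

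Of the alternatives set before the data were examined, the top 25% of probe sets brought 6 of the values within 1.5 times the paper's, with 1791 for TS1-ASO, 1491 for TS1-C1-7, 1417 for TS1-T1-5, 1298 for TS1-G1-6, 1342 for TS3-ASO and 985.4 for TS3-C1-7, but not those of TS2-ASO (1670) and TS2-C1-10 (1067). Taking off the index of simulated unchanged groups did so for TS1-C1-7 (2046), TS1-G1-6 (1694), TS3-ASO (1901) and TS3-C1-7 (1154). The mean of a gene's probe sets did so for TS3-ASO (2244) and TS3-C1-7 (1532), summing only genes with an adjusted p under 0.05 for TS3-ASO (2140) and TS3-C1-7 (1428), and median centring for TS3-ASO (1949). Quantile normalization, adding the 25th percentile of all signals, no filter on low signals, all probe sets, the difference of mean log2 signals and leaving out single arrays did so for none. Centring on the genes tested, which was chosen after the values were seen, did so for TS1-C1-7 (2064) and TS3-ASO (2239).

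As percentages of the parent ASO, the 5 values here lie within 1.5 times those of the paper. This bound is too wide to tell, since all 5 also lay within it in every other setting. With no filter on low signals TS1-T1-5 stood at 110.9%, against 87.1% in the paper. The paper ranks the index as highest for TS1-C1-7, then TS1-T1-5, then TS1-G1-6. Here TS1-T1-5 (89.7% of TS1-ASO) stands above TS1-C1-7 (86.7%) and TS1-G1-6 (75.5%), and the difference between TS1-T1-5 and TS1-C1-7 did not pass the exact permutation test (p = 0.4857). That test does not pair arrays by replicate number, and the index per array was higher with TS1-T1-5 than with TS1-C1-7 at each number. The order of the paper was reached under quantile normalization (85%, 82.1% and 77.4% for TS1-C1-7, TS1-T1-5 and TS1-G1-6), in the top 25% of probe sets (83.2%, 79.1% and 72.4%) and with only genes at an adjusted p under 0.05 (83.7%, 83.5% and 70.9%). Under median centring TS1-C1-7 (73.5%) was above TS1-T1-5 (60.4%), but TS1-G1-6 (73.9%) was above both.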

Other observations

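The 5 tests of whether an analog acts as a uniformly weaker parent were chosen only after the smaller changes with the analogs had been seen.

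Cells treated with TS8-ASO and with TS9-ASO, which share the target Nr3c1, lost Nr3c1 RNA and gained RNA of Trib3 and Nupr1. With TS8-ASO, Nr3c1 had a log2 fold change of -2.27 (standard error 0.15, adjusted p = 1.6e-16 from limma), and with TS9-ASO one of -2.33 (standard error 0.15, adjusted p = 1.3e-17). Of the 22 ATF4 stress response genes, 14 rose and 1 fell with TS8-ASO (15 and 1 adjusted over the list alone), among them Trib3 at 1.45 and Nupr1 at 1.06, and the set was higher (adjusted p = 3.9e-06, 0.0055 with an estimated correlation). With TS9-ASO, 14 rose and 5 fell (15 and 5 adjusted over the list alone), with Ddit3 at 2.47, Nupr1 at 2.24 and Trib3 at 2.21 (adjusted p = 6.5e-04 for the set, adjusted p = 0.0609 with an estimated correlation). TS8-ASO raised 17 of 20 genes of cholesterol synthesis and uptake and lowered none (18 and none adjusted over the list alone), such as Nsdhl (0.65) and Lss (0.63), with an adjusted p of 6.9e-07 and 0.0055 with an estimated correlation. Of 16 NRF2 targets 12 fell and none rose (13 and none adjusted over the list alone), with the efflux transporter gene Abcc1 at -1.26, an adjusted p of 4.8e-06 and adjusted p = 0.0526 with an estimated correlation. Of 30 cell cycle genes 18 fell with TS8-ASO and 28 with TS9-ASO and none rose (19 and 28 adjusted over the list alone), with Mki67 at -0.93 and -1.60 and adjusted p of 3.9e-05 and 1.3e-09, but adjusted p = 0.307 and adjusted p = 0.0969 with an estimated correlation. All 13 lysosome genes rose with TS9-ASO (13 adjusted over the list alone), among them Hexa (1.07) and Sqstm1 (0.93), with an adjusted p of 5.1e-05 and adjusted p = 0.0969 with an estimated correlation. Of 10 glucocorticoid receptor targets, 8 rose and 1 fell with TS9-ASO (8 and 2 adjusted over the list alone), with an adjusted p of 0.0177 and adjusted p = 0.0609 with an estimated correlation, a call that did not hold in the top 25% of probe sets, and 3 rose and 3 fell with TS8-ASO, where the set did not pass (adjusted p = 0.9707). Fkbp5, a glucocorticoid-induced gene, had a log2 fold change of -1.33 with TS9-ASO. With TS8-ASO Ldah (-2.97), Magi1 (-2.69) and the checkpoint kinase gene Atr (-2.66) fell, and with TS9-ASO the metalloproteinase gene Mmp10 (4.51) rose. Changes of genes with a mean signal below the filter's value of 41.2 in 1 of the groups are poorly defined in size. Of these, Igtp stood at 9.8 in the control, 79.3 with TS8-ASO and 213.1 with TS9-ASO, Kcne2 at 22.9 in the control and 169.9 with TS8-ASO, and Trappc9 at 246.3 in the control and 27.1 with TS8-ASO. With TS9-ASO, Nts rose from 2.7 to 105.8 and C1qtnf3 from 7.8 to 200.8, and Pdzrn3 fell from 139.1 to 17.2.

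Some genes changed with every unmodified ASO. In cells treated with TS1-ASO, TS2-ASO, TS3-ASO, TS8-ASO and TS9-ASO alike, 25 genes rose at least 2-fold, among them Nts, Igtp, Anxa10 and C1qtnf3, and 63 fell, among them Atrnl1, Dock4, Magi1 and Trappc9. The control signals of Nts, Igtp and C1qtnf3 were 2.7, 9.8 and 7.8. The 5 comparisons share their controls, and how many genes they would share through these alone was not tested. By the same cut most calls were made with a single sequence, with 61.2% of 2500 falls and 59.6% of 1187 rises found with 1 ASO only. Whether the ASOs differ from each other in these genes was not tested. Pairs of ASOs shared a median of 43.4% of the smaller list of falls and 39.45% of that of rises. This was 4.2 to 5.5 times the overlap of independent lists for falls and 6.6 to 15.5 times for rises.

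Over the 19 contrasts, the ATF4 stress response list was called by camera in 17, up in 10 and down in 7, and in 7 with an estimated correlation. The interferon response list was called in 12 (8 up, 4 down), ribosome biogenesis in 11 (4 up, 7 down), NF-kB and inflammatory genes in 10 (5 up, 5 down), cholesterol synthesis and uptake in 10 (7 up, 3 down), cell cycle in 9 (3 up, 6 down), macrophage markers in 9 (3 up, 6 down) and p53 targets in 9 (7 up, 2 down). ER chaperones were called in 7 (5 up, 2 down), glucocorticoid receptor targets in 7 (5 up, 2 down), heat shock proteins in 7 (1 up, 6 down), lysosome in 7 (4 up, 3 down), NRF2 targets in 6 (2 up, 4 down), immediate early genes in 4, all up, and paraspeckle components in 1, down. Single genes of a list without a call can still change. With TS1-ASO, TS2-ASO and TS3-ASO against the control, limma called the paraspeckle gene Pspc1 lower (-0.73, -1.19 and -0.52) and Nono higher (0.33, 0.21 and 0.17). Sfpq was called lower with TS2-ASO (-0.25) and TS3-ASO (-1.15) but not with TS1-ASO (-0.08). With an estimated correlation, p53 targets kept 5 calls, ER chaperones and glucocorticoid receptor targets 4 each, NRF2 targets and cholesterol 3 each, NF-kB 2, and macrophage markers, heat shock proteins and paraspeckle components 1 each. Lists without a call were RNase H and ASO-binding proteins (lowest adjusted p = 0.2007), apoptosis machinery (0.3208), biliary and epithelial markers (0.225), endothelial markers (0.3314), fatty acid synthesis (0.1459), fibroblast and stellate cell markers (0.2167), hepatocyte markers (0.0558) and hypoxia and glycolysis (0.268).

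The counts of 2-fold changes were compared with those of all 35 splits of the 8 arrays, and in each comparison 1 of 35 splits reached the real count, the real one, which is the smallest share possible. That share lies under 5% for a single comparison, but it was not corrected for the 18 comparisons made. Where the highest other split came close to the real count, as for TS2-C1-10 against its parent, chance is excluded by little. Against the control, the real count and the highest of the other 34 splits of the 8 arrays were 1574 and 366 for TS1-ASO, 1230 and 303 for TS1-C1-7, 1138 and 192 for TS1-T1-5, 1007 and 234 for TS1-G1-6, 1310 and 263 for TS2-ASO, 601 and 96 for TS2-C1-10, 988 and 215 for TS3-ASO, and 558 and 99 for TS3-C1-7. Against the parent they were 14 and 9 for TS1-C1-7, 62 and 16 for TS1-T1-5, 75 and 26 for TS1-G1-6, 26 and 24 for TS2-C1-10, and 13 and 8 for TS3-C1-7. Between analogs they were 33 and 7 for TS1-T1-5 and TS1-C1-7, 13 and 1 for TS1-G1-6 and TS1-C1-7, and 90 and 4 for TS1-G1-6 and TS1-T1-5. For the shared effect of C1, 4 of 100 drawn deals gave 2 genes or more, the real one included, and the highest of the others gave 5. This share is so near 5% that 100 draws cannot settle it, so chance is not excluded for this count.

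The smaller changes with the analogs may reflect an analog that acts as a uniformly weaker parent, taken here to mean that each gene's log2 change is that of the parent times 1 factor. A weaker dose under which genes respond differently was not tested. Against 1 factor, 4.63% of genes departed from the factor at an adjusted p under 0.05 for TS1-C1-7, 16.7% for TS1-T1-5, 26.05% for TS1-G1-6 and 3.43% for TS2-C1-10, where simulated data gave 0% (limma, 11172 genes). Few of these genes departed by 2-fold, in the same order 5, 28, 40 and 4. For TS3-C1-7 0.4% departed, 45 genes and 3 of them by 2-fold, where simulated data gave 0% as well. This is below the bound of 0.5% set for a uniformly weaker parent but above the simulated value, so 1 factor does not hold for those 45 genes and stays open for the others. The scaling of the arrays by the authors stays open as a part of the cause, since the highest index of an analog under quantile normalization or median centring was 96.4% of its parent (TS3-C1-7), neither clearly below the parent nor equal to it.

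The index of down-regulated genes may in part be scatter between arrays that adds up over unchanged genes. The mean index of simulated unchanged groups was 21.6% of the index of TS1-ASO, between the bounds of 10% and 25% set for a small and a large share, so how far scatter shapes the index cannot be told from this test.

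The higher Arhgap5 signal with TS1-T1-5 than with TS1-ASO might be an artifact of 1 probe set. The 2 other Arhgap5 probe sets in the highest 50% by mean signal argue against this, with log2 differences of 1.42 and 1.80 and all 4 TS1-T1-5 arrays above all TS1-ASO arrays in both, although the second has a TS1-ASO signal of 24.5, so that its size is poorly defined. A further probe set, outside this 50%, had signals of 6.6 with TS1-T1-5 and 10.5 with TS1-ASO, too low to tell. What raises Arhgap5 with TS1-T1-5 was not tested.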
